# Microarray analysis of gene expression in liver, adipose tissue and skeletal muscle in response to chronic dietary administration of NDGA to high-fructose fed dyslipidemic rats

**DOI:** 10.1186/s12986-016-0121-y

**Published:** 2016-09-29

**Authors:** Haiyan Zhang, Wen-Jun Shen, Yihang Li, Alex Bittner, Stefanie Bittner, Juveria Tabassum, Yuan F. Cortez, Fredric B. Kraemer, Salman Azhar

**Keywords:** Fatty acid oxidation, Lipogenesis, Steatosis, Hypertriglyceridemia, CD36, L-FABP, Malony-CoA decarboxylase

## Abstract

Nordihydroguaiaretic acid (NDGA), the main metabolite of Creosote Bush, has been shown to have profound effects on the core components of metabolic syndrome, including lowering of blood glucose, free fatty acids and triglyceride levels, attenuating elevated blood pressure in several rodent models of dyslipidemia, and improving body weight, insulin resistance, diabetes and hypertension. In the present study, a high-fructose diet fed rat model of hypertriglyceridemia, dyslipidemia, insulin resistance and hepatic steatosis was employed to investigate the global transcriptional changes in the lipid metabolizing pathways in three insulin sensitive tissues: liver, skeletal muscle and adipose tissue in response to chronic dietary administration of NDGA. Sprague-Dawley male rats (SD) were fed a chow (control) diet, high-fructose diet (HFrD) or HFrD supplemented with NDGA (2.5 g/kg diet) for eight weeks. Dietary administration of NDGA decreased plasma levels of TG, glucose, and insulin, and attenuated hepatic TG accumulation. DNA microarray expression profiling indicated that dietary administration of NDGA upregulated the expression of certain genes involved in fatty acid oxidation and their transcription regulator, PPARα, decreased the expression of a number of lipogenic genes and relevant transcription factors, and differentially impacted the genes of fatty acid transporters, acetyl CoA synthetases, elongases, fatty acid desaturases and lipid clearance proteins in liver, skeletal muscle and adipose tissues. These findings suggest that NDGA ameliorates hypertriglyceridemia and steatosis primarily by inhibiting lipogenesis and enhancing fatty acid catabolism in three major insulin responsive tissues by altering the expression of key enzyme genes and transcription factors involved in de novo lipogenesis and fatty acid oxidation.

## Background

Nonalcoholic fatty liver disease (NAFLD), the most common cause of chronic liver disease [1–3], is a major health problem worldwide [2, 4]. NAFLD encompasses a spectrum of disease ranging from simple steatosis (excessive accumulation of fat mainly in the form of triglycerides [5–7]), nonalcoholic steatohepatitis (NASH) that includes steatosis along with inflammation and fibrosis and end-stage disease, cirrhosis and liver failure [8, 9] and a subsequent potential for hepatocellular carcinoma [10]. During the past few decades, the prevalence and severity of NAFLD have been paralleled with that of obesity, type 2 diabetes and metabolic syndrome (MetS) [4, 11, 12] and many studies have reported a pathophysiologic association between NAFLD and these disorders [11–18]. MetS is the umbrella description given to a number of derangements including insulin resistance and glucose intolerance, (central) obesity, dyslipidemia, and hypertension [19–21]. NAFLD is closely tied to insulin resistance and hepatic dyslipidemia and is now considered as a hepatic manifestation of MetS [12, 14–17]. The current evidence indicates NAFLD is an independent risk factor for the development of type 2 diabetes [13, 17, 18] and cardiovascular disease [12, 22–24]. Currently, there are no designated therapies in the clinical management of NAFLD except lifestyle modification including weight reduction, diet and exercise, which are hard to comply with on a long-term schedule [25–27].

Although the exact cause of the rising prevalence of NAFLD is not fully understood, the rapid urbanization, over-nutrition (consumption of high-carbohydrate and high-fat calorie-rich diets), increasing consumption of sugar sweetened (such as sucrose [cane or beet sugar] and high-fructose corn syrup [HFCS]) caloric beverages (i.e., soft-drinks and colas) and increasingly sedentary lifestyles, all have been linked with the increasing incidence of this disease [28–33]. In recent years, considerable attention has been paid to the contribution of dietary carbohydrates, sugar-sweetened beverages and monosaccharide fructose, in particular, in the pathogenesis of NAFLD [28, 30, 32, 34, 35]. The role of fructose in NAFLD (steatosis) pathogenesis has received a great deal of attention in part because from 1999 to 2004 the consumption of fructose increased by ~32 % [36]. HFCS now represents nearly 50 % of caloric sweeteners used in the United States [37]. Hepatic fructose metabolism differs from glucose [35, 38], and, in a hypercaloric setting, fructose induces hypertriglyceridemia and visceral adiposity, promotes lipogenesis and ectopic lipid accumulation, and decreases insulin sensitivity in humans [30, 32, 39–44] as well as rodents [30, 38, 45–52]. Based on these various findings, it appears that excessive consumption of fructose contributes to NAFLD pathogenesis in two ways: 1) it promotes TG production via de novo lipogenesis resulting in hyperlipidemia; and 2) it contributes to inflammation resulting in insulin resistance, steatosis, hepatic inflammation and fibrosis [53].

The creosote bush – *Larrea tridentate* – which grows abundantly in the North American and Mexican deserts, has been used by tribes native to these areas in the treatment of a wide range of ailments, including kidney and gallbladder stones, infertility, chicken pox, tuberculosis, cancer, venereal disease, colds, pain, arthritis and inflammation [54]. Previous work from our laboratory ([55, 56] and references therein) and others [57, 58] has shown that nordihydroguaiaretic acid (NDGA), the main metabolite of Creosote Bush [54], has profound effects on the core components of metabolic syndrome, including lowering of blood glucose, free fatty acids (FFA) and triglyceride (TG) levels, and attenuating elevated blood pressure in several rodent models of dyslipidemia, as well as improving body weight (obesity), insulin resistance, diabetes and hypertension. In a recently published study [59] we provided evidence using control, high-fat diet fed C57BL/6 J pre-diabetes (diet-induced obesity [DIO]), ob/ob control and NDGA fed DIO and *ob/ob* mice that NDGA exerts its hypolipidemic actions, including amelioration of hepatic steatosis, predominantly by stimulating the activity of the nuclear hormone receptor, peroxisome proliferator activated α (PPARα or NR1C1), the master regulator of all three hepatic fatty acid oxidation systems [60–67], which, in turn, improves dyslipidemia by promoting increased channeling of fatty acids towards their oxidation, and thus, restricting very low-density lipoprotein (VLDL)-TG production, storage, and secretion. We additionally observed that PPARα-independent pathways might also contribute to NDGA’s action to ameliorate hepatic steatosis.

To gain further insight into the molecular mechanisms underlying NDGA attenuation of dyslipidemia, including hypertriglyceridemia and hepatic steatosis, we utilized a microarray approach, which allowed us to observe the global effect of NDGA on lipid metabolism in three insulin sensitive tissues, liver, skeletal muscle and adipose tissues from high-fructose diet (HFrD)-induced hypertensive, hyperinsulinemic and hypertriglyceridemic rats. More specifically, the major goal of this study was to examine the effects of NDGA on expression of genes involved in lipid metabolism using HFrD fed rats to identify expression changes that might explain metabolic (i.e., insulin resistance, steatosis and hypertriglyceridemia) and histological (i.e., lipid droplet density) that are observed with NDGA treatment. Our results indicate that NDGA affects the expression of a large number of genes involved in fatty acid catabolism and synthesis in liver, muscle, and adipose tissue. In addition, based on these two affected pathways, several genes have been identified that may mediate the anti-hyperlipidemic actions of NDGA.

## Results

### Effect of chronic dietary NDGA treatment on physical and metabolic characteristics of high-fructose diet fed rats

We examined the effects of chronic dietary NDGA treatment on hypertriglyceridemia and hepatic steatosis, and profiled by microarray analysis the expression of enzymes and regulatory proteins involved in lipid metabolism of three insulin-sensitive tissues liver, skeletal muscle and adipose tissue. 

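Male Sprague-Dawley rats received chow, a high-fructose diet, or the same diet with NDGA, the main metabolite of the creosote bush. The paper's text gives the NDGA dose as 2.5 g/kg diet, near 94 mg/kg BW/24 h, for 16 weeks. The array labels give 2.4 g/kg, and the paper's abstract and legends give 8 weeks. Liver, gastrocnemius muscle and epididymal white adipose tissue RNA was pooled within each group and hybridized on 3 repeat arrays per group, so every p-value here measures the spread between arrays of 1 pool and not the spread between rats, and the number of arrays limits the precision. Only the 27 arrays of these groups enter the comparisons, and 27 further arrays, of groups whose labels add the letters INS, are treated apart.

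Each one-colour array carries 21270 probes with a single gene name and others with several, which give 19791 named entries, each counted as 1 gene. The authors deposited background-subtracted intensities with a detection p-value per spot, with no scaling between arrays. In liver the log2 of the median intensity per array was 6.94 to 7.20 on chow, 6.63 to 6.88 on HFrD and 6.44 to 6.85 on HFrD-NDGA. In muscle the ranges were 6.41 to 6.44, 6.60 to 6.83 and 6.30 to 6.66, and in adipose tissue 6.64 to 6.91, 7.19 to 7.33 and 7.04 to 7.21. Over all arrays of a tissue, including those labelled INS, the share of probes detected had a median of 57.4% in liver (range 52.4% to 61.8%), 52.1% in muscle (49.3% to 55.8%) and 59.4% in adipose tissue (53.6% to 63.2%).

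The values were quantile-normalized within each tissue, raised to a floor of 16 and log2-transformed, and the brightest probe stood for each gene. Differences between groups were tested with limma over all named genes, with Benjamini-Hochberg adjusted p, and a gene counts as changed at an adjusted p under 0.05. Changes are given in log2 with their standard error (SE) unless called fold, and come from 3 arrays per group. Where another scaling turns the sign of a change, its value follows the SE: centred means each array set to its own median, and unscaled means no scaling between arrays. A gene whose signal did not exceed background in either group is given no change of its own. A gene that exceeded background in 1 group has a lower bound on its fold change. Genes for which background allows no fold stay in the counts of changed genes. On HFrD they were 273 of 3162 in liver, 803 of 7070 in muscle and 1221 of 10102 in adipose tissue. List medians use the floored values. Where a median with bounds is given, genes without a fold count as 0.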

For these studies, the groups of rats were maintained on a control chow diet, HFrD or HFrD supplemented with 2.5 g NDGA/kg diet (HFrD-NDGA) (~94 mg/kg BW/24 h) for 16 weeks and, subsequently, liver, mixed gastrocnemius muscle and white adipose tissue samples were subjected to Gene Microarray Analysis. Serum samples collected at various time points were quantified for triglyceride, cholesterol, glucose and insulin levels. Chronic feeding of HFrD to male rats leads to hypertension, hyperinsulinemia, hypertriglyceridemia and inflammation [47, 56, 68].

There was no obvious gastrointestinal stress as manifest by diarrhea observed during the dietary treatment. Compared to the chow-fed control group, there was a significant reduction of body weight starting after 1 week in both HFrD and HFrD-NDGA groups (Fig. 1[a]). Furthermore, dietary consumption of NDGA resulted in much lower body weights as compared to either the HFrD or chow diet. There was no significant difference in food intake between the groups (Fig. 1[b]). These results suggest that suppression of body weight gain in HFrD-NDGA supplementation in the diet is not due to changes in food intake, but most likely due to increased energy expenditure and decreased adiposity. HFrD-induced increases in serum triglyceride levels were completely prevented in rats maintained on HFrD supplemented with NDGA (Fig. 2[a]). However, total cholesterol (Fig. 2[b]) and glucose were not different among the three groups except at weeks 9, 11 and 16. At week 9, total cholesterol levels were significantly higher following NDGA treatment (*P* < 0.01 Chow vs HFrD-NDGA; *P* < 0.05 HFrD vs HFrD-NDGA), whereas at 11 and 16 weeks, glucose levels were reduced in response to feeding HFrD (*P* < 0.05 Chow vs HFrD) and HFrD-NDGA (*P* < 0.05 Chow vs HFrD-NDGA), respectively (Fig. 2[b, c]). As shown in Fig. 2[d], circulating insulin levels were markedly increased with HFrD feeding, but decreased to almost control levels, although were significantly different than chow with the dietary administration of NDGA (*P* < 0.001).

**Fig. 1:**
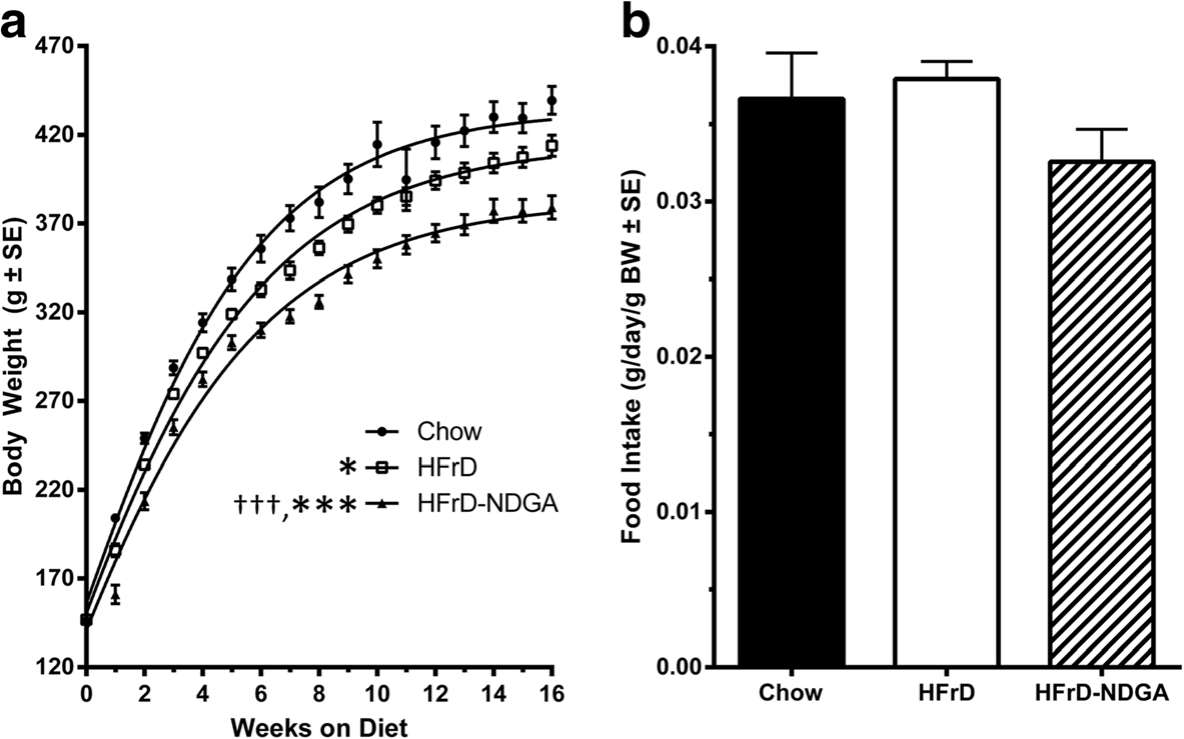
Effects of dietary administration of NDGA on body weight and diet consumption. **a** Body weight and **b** diet consumption in rats fed a chow diet (*n* = 8), HFrD (*n* = 12) or HFrD-NDGA (2.5 g/kg diet, *n* = 14)) for 8 weeks. Results are means ± SE. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 vs Chow, † *p* < 0.05, †† *p* < 0.01, ††† *p* < 0.001 vs HFrD

**Fig. 2:**
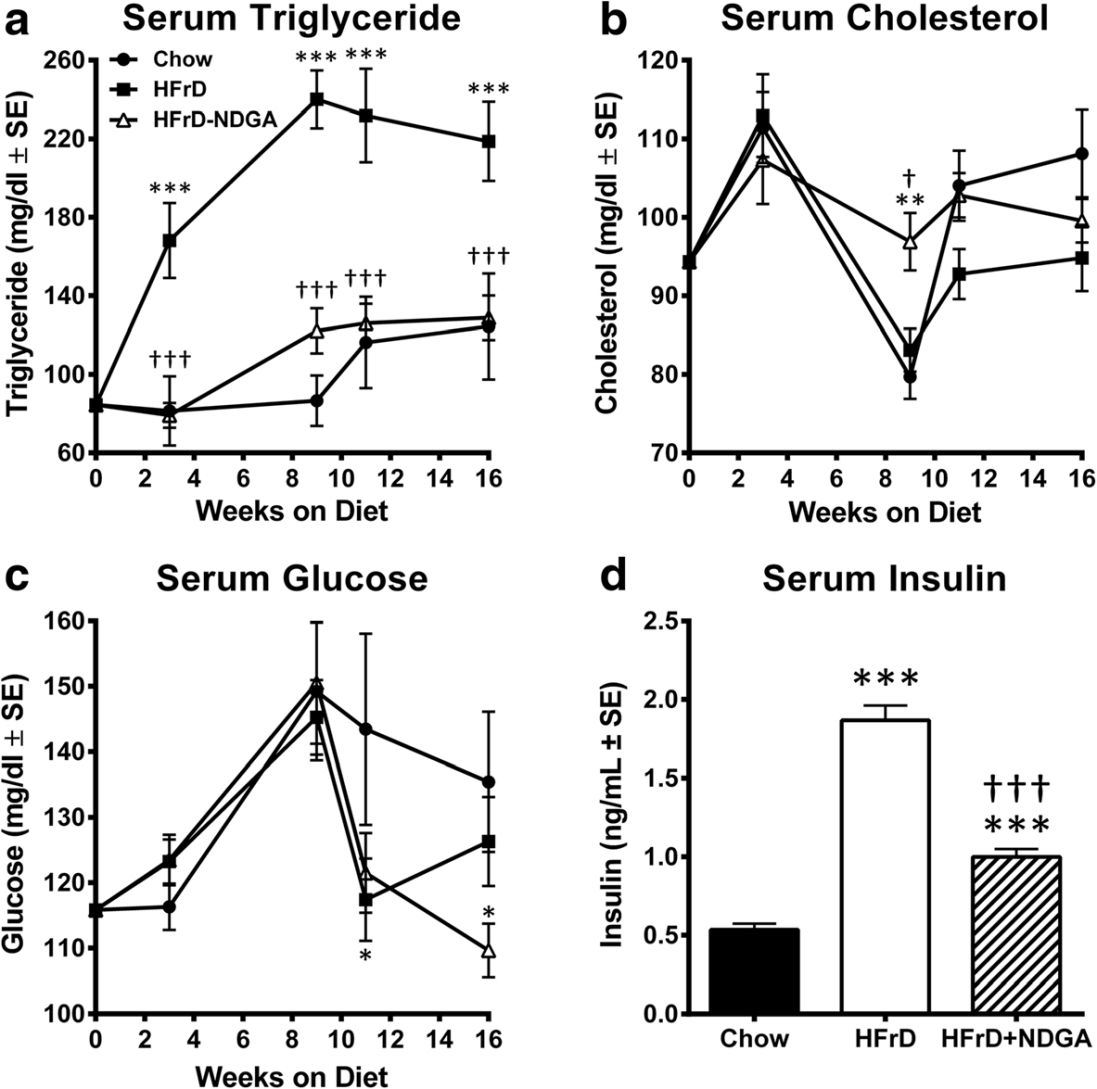
Effects of dietary administration of NDGA on plasma metabolites. **a** triglyceride, **b** total cholesterol, **c** glucose, and **d** insulin. Rats were fed a chow diet, HFrD or HFrD-NDGA (2.5 g/kg diet) for 8 weeks. Results are means ± SE. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 vs Chow, † *p* < 0.05, †† *p* < 0.01, ††† *p* < 0.001 vs HFrD

### Effect of chronic dietary NDGA treatment on hepatic lipid accumulation

Liver weights were significantly higher in both HFrD and HFrD-NDGA groups than controls, but no differences were noted between HFrD and HFrD-NDGA groups (Fig. 3[a]). Liver TG content increased approximately 6-fold in animals fed HFrD compared with control rats (*P* <0.001) and decreased by approximately 70 % in response to HFrD-NDGA feeding (*P* <0.001) (Fig. 3[b]). We also performed histological examinations on H&E stained liver sections prepared from chow, HFrD and HFrD-NDGA groups to assess the extent of hepatic steatosis. Hepatocytes from HFrD fed rats contained more lipids (white space) than control rats (Fig. 3[c]). In comparison, the extent of steatosis in liver tissue of rats fed HFrD-NDGA was reduced to the levels seen in chow-fed animals (Fig. 3[c]). We also calculated liver/body weight ratios. As can be seen in Fig. 4, HFrD + NDGA/body weight ratio was higher than HFrD/Body weight ratio. We speculate that this occurs because of increased hepatic glycogen accumulation, since livers of NDGA treated animals preferentially use fatty acids as an energy source. Similar results have been reported by Lee et al. [57] showing that high-fat diet (HFD) mice treated with NDGA had a higher liver body weight ratio than mice fed HFD alone.

**Fig. 3:**
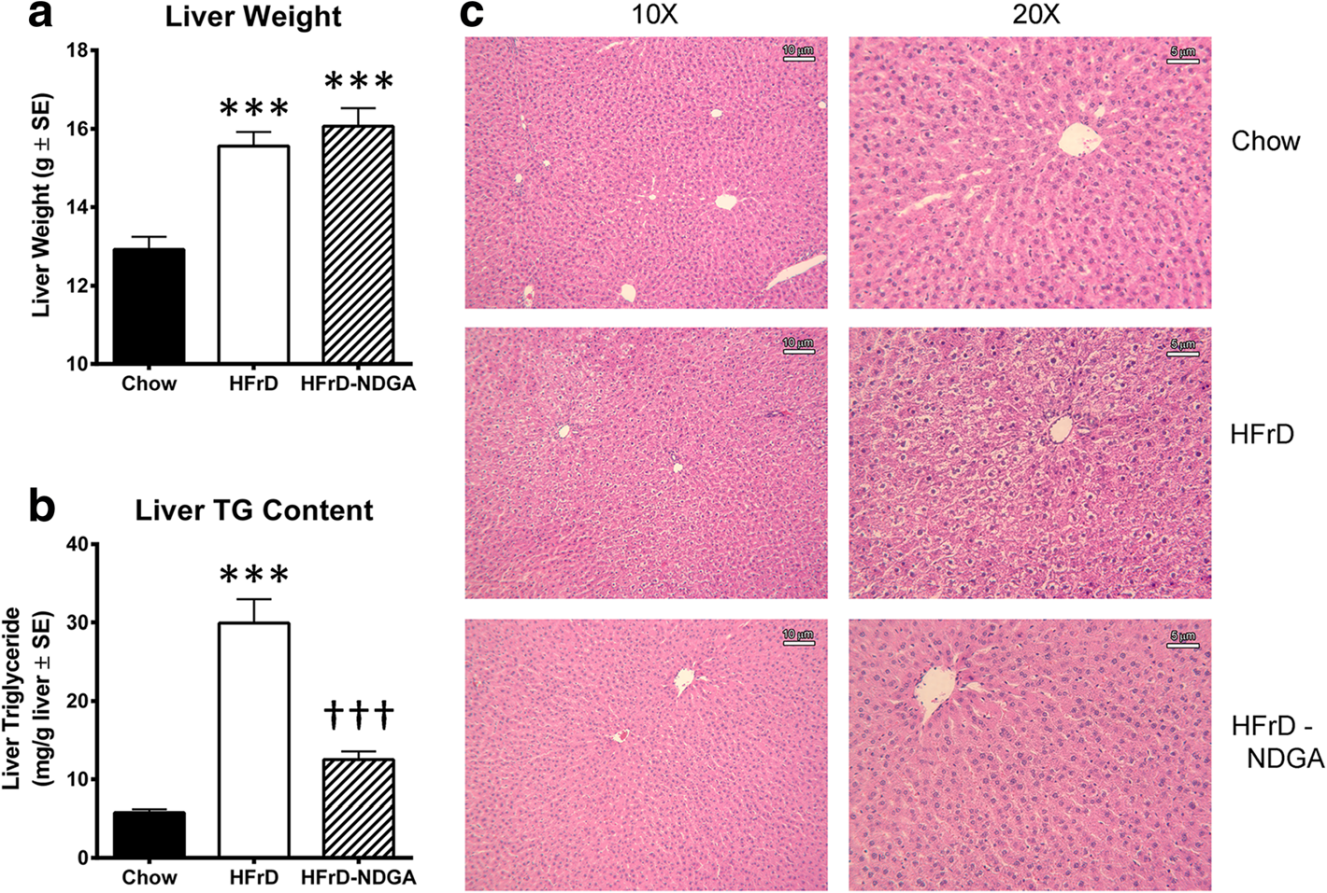
Effects of dietary administration of NDGA on liver weight, liver TG content and liver histology. **a** liver weight, **b** liver TG content, and **c** liver histology. Rats were fed a chow diet, HFrD or HFrD-NDGA (2.5 g/kg diet) for 8 weeks. Results are means ± SE. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 vs Chow, † *p* < 0.05, †† *p* < 0.01, ††† *p* < 0.001 vs HFrD

**Fig. 4:**
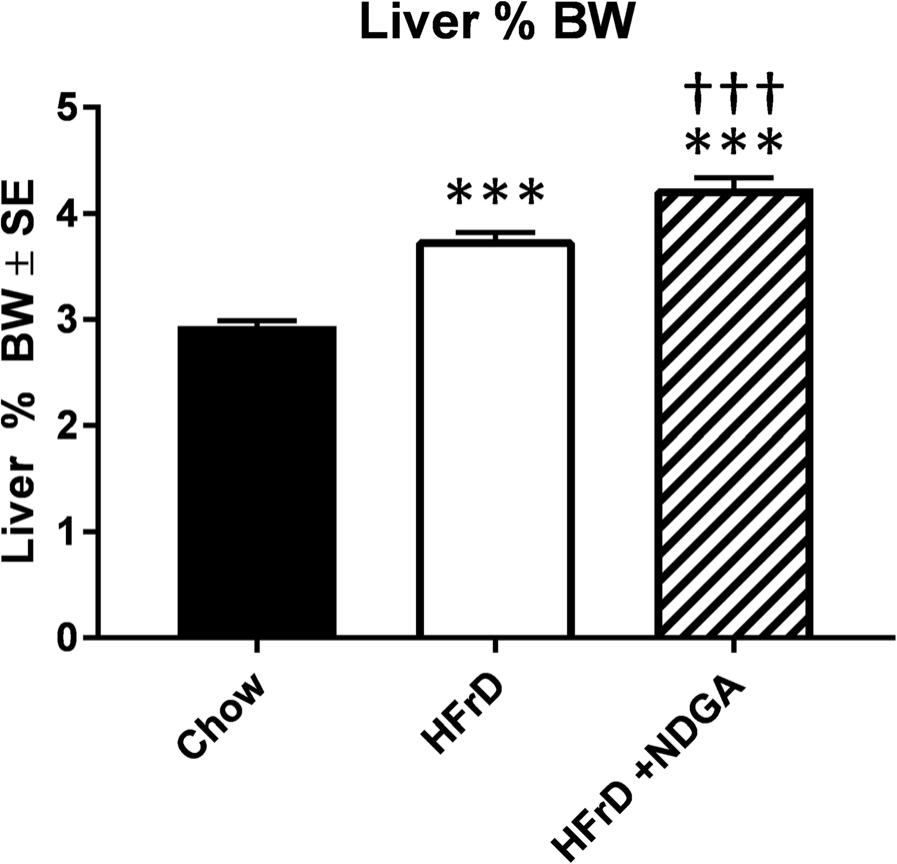
Liver/body weight ratios for rats fed a Chow diet, HFrD or HFrD-NDGA. Liver/body weight ratios were calculated from the data presented in Figs. 1 and 3. Results are means ± SE. * *p* < 0.05, ** *p* < 0.01, ***p < 0.001 vs Chow, † *p* < 0.05, †† *p* < 0.01, ††† *p* < 0.001 vs HFrD

### Principal component analysis of microarrays

Initially a principal component analysis (PCA) was performed to visualize patterns in the gene expression data and to highlight similarities and differences between the two diets (Chow vs HFrD) and NDGA treatment (HFrD vs HFrD-NDGA). 

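White adipose tissue had the largest number of genes that differed between HFrD and chow. Of the named genes, 3141 were higher and 6961 lower on HFrD than on chow, with *Scd1* and *Pvalb* among them, and 2262 of the 10102 changed at least 2-fold. In muscle, where *Myh3* and *Alb* were among the changed genes, 3348 were higher and 3722 lower, 1606 of them at least 2-fold. The liver counts were 1957 higher and 1205 lower, 405 at least 2-fold, among them *Fasn* and *Cyp7a1*. Adding NDGA to the diet raised 1626 genes and lowered 1390 in liver (483 at least 2-fold), raised 3466 and lowered 3296 in muscle (1433), and raised 6387 and lowered 3081 in adipose tissue (1951). Against chow, the HFrD-NDGA group differed in 6082 genes in liver, 1160 in muscle and 3977 in adipose tissue. The adipose counts that involve HFrD rest on 1 pool whose arrays stood apart. They detected 53.6% to 55% of probes, against 55.1% to 58.4% on chow and 58.4% to 60.6% on HFrD-NDGA. Their lowest intensity of a detected probe was also higher. Among the INS groups, HFrD against chow changed 4782 genes in adipose tissue and 4710 in muscle. Whether the diet or a property of those arrays lies behind the larger adipose count was not tested.

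The arrays of HFrD and chow did not overlap for 7966 genes in liver, 9899 in muscle and 11556 in adipose tissue, or 40.3%, 50% and 58.4%, where chance gives 10%. Those of HFrD-NDGA and HFrD did not overlap for 34.9%, 44.8% and 54.3%. The shares of higher and lower genes rest on the scaling between arrays. With centring, the median change of all genes on HFrD was 0.23 in liver, -0.23 in muscle and -0.47 in adipose tissue (main setting 0, -0.02 and -0.11). Of the changed genes, 76.9% were then higher in liver (main setting 61.9%) and 18.4% in adipose tissue (31.1%). Without scaling, 78.9% of the changed muscle genes were higher on HFrD (47.4%), as were 53.4% in adipose tissue. For NDGA, the unscaled shares were 32% in liver (53.9%) and 17.6% in muscle (51.3%). Centring put the NDGA shift of the median gene at 0.10 in liver, 0.17 in muscle and 0.28 in adipose tissue, where it was 0.17 without scaling. It raised the share of higher adipose genes from 67.5% to 76.2%. For HFrD-NDGA against chow, the liver share was 57.1%, 76.9% centred and 33.2% unscaled, at median shifts of 0.31 and -0.16. The muscle share was 62.4% and 51% centred, and the adipose share was 45.3%, 19.5% centred and 88.2% unscaled, at shifts of -0.13 and 0.24. Liver counts also rest on single arrays. HFrD against chow gave 1690 to 2685 changed genes as 1 array at a time was left out, the fewest without HFrD replicate 3, and HFrD-NDGA against HFrD 1845 to 3716, the fewest without HFrD replicate 2.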

Data are displayed in a simple Scatter Plot view of the first two principal components (PCs) (Fig. 5 [a-c]). 

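In muscle and adipose tissue, the HFrD arrays lay apart from those of the other diets. The root mean square log2 distance per gene between arrays of a pair of groups, averaged over array pairs, was 0.664 from chow to HFrD in muscle, 0.653 from HFrD to HFrD-NDGA, and 0.383 from chow to HFrD-NDGA. The same distances in adipose tissue were 0.874, 0.808 and 0.469. In liver the HFrD-NDGA group lay farthest from chow, at 0.627, with 0.501 between chow and HFrD and 0.522 between HFrD and HFrD-NDGA. Distances between arrays of 1 group ran from 0.272 to 0.394.

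Principal component analysis of the 9 arrays of each tissue put 44.3% of the variance on the first component and 22.8% on the second in liver, 64.3% and 12.2% in muscle, and 67.6% and 12% in adipose tissue. All 3 diets were apart on the first component in liver and adipose tissue, whereas in muscle only the second component kept all of them apart. Squared distances between arrays of different groups were 2.45 times those within groups in liver, 3.72 times in muscle and 4.31 times in adipose tissue. In each tissue the true grouping had the largest ratio of the 280 ways to divide 9 arrays into 3 groups (exact permutation p = 0.00357, the smallest that this design allows).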

In each case, all three gene clusters are well separated from each other, suggesting they are quite different.

**Fig. 5:**
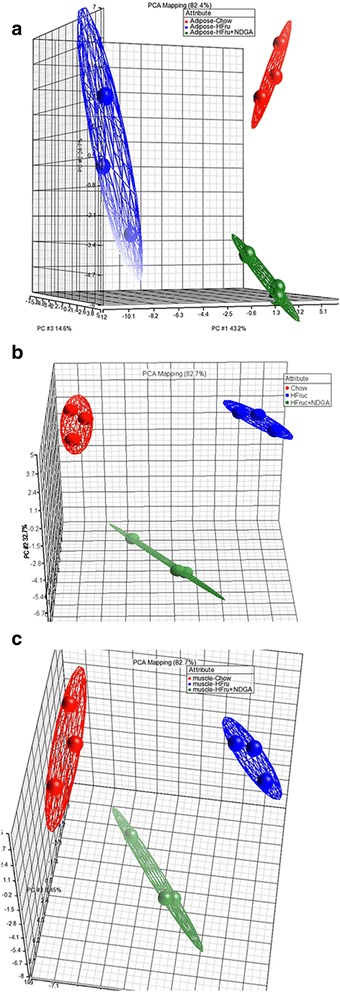
Principal component analysis (PCA) of gene expression profiles of white adipose tissue [**a**], liver [**b**] and mixed gastrocnemius muscle [**c**] samples from chow, HFrD and HFrD-NDGA fed animals

### Effect of NDGA on expression of genes involved in lipid metabolism in liver, skeletal muscle and adipose tissue

To examine which components of hepatic metabolism were impacted by NDGA treatment in HFrD fed rats, we categorized genes involved in lipid metabolism into eight groups: fatty acid uptake and transport, acyl-CoA synthases, fatty acid oxidation, fatty acid synthesis (lipogenesis), TG synthesis and VLDL-TG assembly, cholesterol metabolism, lipid clearance, and key transcription factors involved in the regulation of genes of lipid metabolism. 

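In liver, NDGA raised genes that burn fatty acids and lowered genes that make them. The enoyl-CoA isomerase *Ech1* rose by 2.58 (SE 0.13) and the carnitine acetyltransferase *Crat* by 2.97 (SE 0.08). Genes that are not enzymes of fatty acid oxidation rose too, the pantetheinase *Vnn1* by 3.65 (SE 0.11). *Cidea*, which enlarges lipid droplets, rose by 3.42 (SE 0.05), and *Aqp7*, a glycerol channel, at least 3.55-fold. The fructose transporter *Slc2a5* fell by 1.13 (SE 0.11) and the glucose transporter *Slc2a2* by 0.94 (SE 0.12) (adjusted p from 5.24e-07 to 0.00317, limma).

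Of 25 genes of mitochondrial β-oxidation and ketogenesis, listed before the files were seen, 16 were higher and 0 lower (17 and 1 when adjusted over the list alone), with a median change of 0.44 (adjusted p = 1.29e-10 from camera in limma, adjusted p = 0.00247 with an estimated correlation). Among 23 peroxisomal genes 15 were higher and 1 lower (16 and 1 when adjusted over the list alone), and their median was 0.64 (adjusted p = 1.52e-11 from camera in limma, adjusted p = 0.00247 with an estimated correlation). The sterol carrier *Scp2* was the 1 that fell, by 0.47 (SE 0.05). The 24 targets of SREBP-1c and ChREBP in lipogenesis had a median of -0.47, and 1 was higher and 16 lower (1 and 18 when adjusted over the list alone) (adjusted p = 2.97e-10 from camera in limma, adjusted p = 0.00247 with an estimated correlation). For 13 genes of lipolysis and lipid droplets the median was 0.70, with 8 higher (9 when adjusted over the list alone) and 0 lower. Within the categories of the paper's table, a list not independent of these arrays, 6 genes of fatty acid oxidation were higher and 0 lower, and 2 of fatty acid synthesis were higher and 9 lower.

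**Figure D1:**
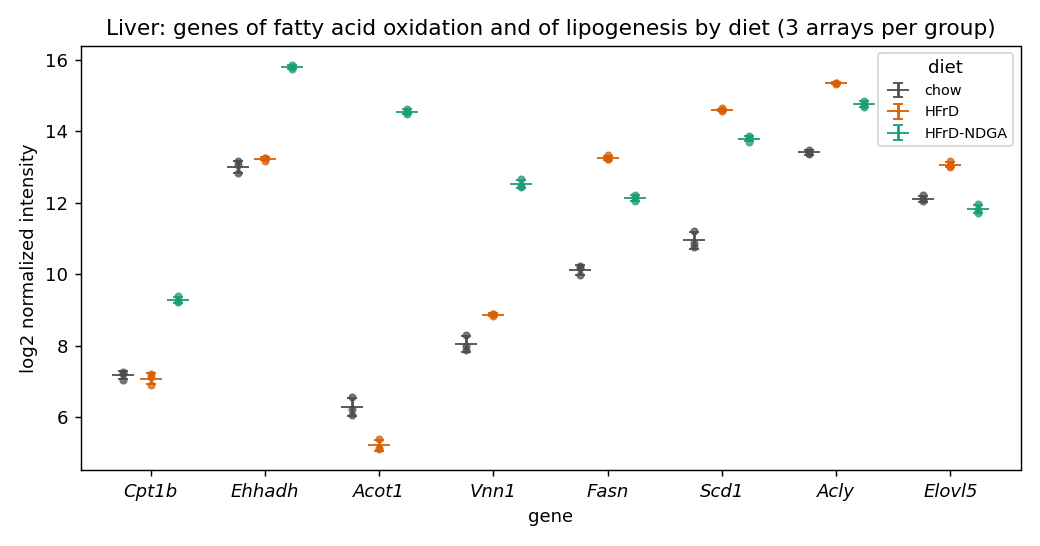
Log2 normalized intensity in liver of 4 targets of PPARα (Cpt1b, Ehhadh, Acot1, Vnn1) and 4 genes of lipogenesis (Fasn, Scd1, Acly, Elovl5) on each of 3 arrays per diet, with bars at the mean and SD. Mean Ehhadh was 13.01 on chow, 13.22 on HFrD and 15.79 on HFrD-NDGA, whereas mean Fasn was 10.13, 13.25 and 12.14. Acot1 was not above background on HFrD.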

As can be seen from the results presented in Table 1, NDGA treatment robustly altered the genes of hepatic fatty acid oxidation and lipogenesis. Among the fourteen fatty acid oxidation genes analyzed, expression of six genes, including *Cpt1b*, *Cpt2*, *Acox*, *Acadvl*, *Dci* and *Ehhadh*, was significantly upregulated in response to NDGA treatment of high-fructose diet fed rats. 

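*Cpt1b*, the muscle-type carnitine palmitoyltransferase that carries long-chain acyl groups into mitochondria, rose by 2.20 (SE 0.09) with NDGA, while its liver-type paralog *Cpt1a* changed by -0.04 (SE 0.17, centred 0.06) and did not pass the test. *Cpt2*, the partner enzyme on the inner membrane, rose by 1.40 (SE 0.13). Among the oxidation genes of the paper's table the largest rise was that of the peroxisomal bifunctional enzyme *Ehhadh*, at 2.57 (SE 0.08). The enoyl-CoA isomerase *Eci1*, which the paper lists as *Dci*, rose by 1.29 (SE 0.09) and the very-long-chain dehydrogenase *Acadvl* by 0.44 (SE 0.09). Limma gave adjusted p from 7.13e-06 to 0.0161 for these 5. With 1 array left out at a time, the adjusted p of *Acadvl* ran from 0.0372 to 0.0568.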

The expression of *Acadsb*, however, was down-regulated following dietary administration of NDGA. 

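*Acadsb* encodes the dehydrogenase that opens the breakdown of short branched acyl-CoA, a step of isoleucine catabolism. Its mean log2 intensity was 7.40 on HFrD and 6.89 on HFrD-NDGA, a change of -0.51 (SE 0.16) that did not pass in limma (adjusted p = 0.0819, and 0.0294 when adjusted over the genes of the paper's table alone, which is not independent evidence). Long-chain *Acadl* at -0.03 (SE 0.12, centred 0.11), medium-chain *Acadm* at 0.21 (SE 0.08) and short-chain *Acads* at -0.10 (SE 0.20, centred 0.02) did not pass either.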

Of the sixteen lipogenic enzyme genes examined, the expression levels of *Gckr*, *Gck*, *Acly*, *Fasn*, *Scd1*, *Fads1*, *Fads2*, *Elovl2* and *Elovl5* were down-regulated, whereas expression levels of *Mlycd*, *Elovl4* and *Elovl6* were up-regulated in response to dietary consumption of both HFrD and NDGA as compared to HFrD alone. On the other hand, feeding high-fructose diet alone increased the expression of a number of lipogenic genes, including *Gckr*, *Gck*, *Pklr*, *Acyl*, *Fasn*, *Scd1*, *Fads1*, *Fads2*, *Elovl2*, *Elovl5*, and *Elovl6*.

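The largest drops among the lipogenic genes were those of the elongase *Elovl5*, which fell by 1.25 (SE 0.08), and of fatty acid synthase, *Fasn*, which fell by 1.11 (SE 0.08). *Elovl2* decreased by 0.96 (SE 0.08), the stearoyl-CoA desaturase *Scd1* by 0.81 (SE 0.11), and *Acly*, which supplies cytosolic acetyl-CoA, by 0.59 (SE 0.05). *Gckr* fell by 0.23 (SE 0.05), while the desaturases *Fads2* and *Fads1* fell by 0.49 (SE 0.10) and 0.42 (SE 0.07). *Mlycd* and *Elovl6* moved the other way, by 0.55 (SE 0.09) and 0.55 (SE 0.12). In limma these changes had adjusted p from 0.000117 to 0.0244. *Elovl4*, at 0.71 (SE 0.28), did not pass (adjusted p = 0.158), nor did the malic enzyme *Me1* at 0.23 (SE 0.23).

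Centring each array ended the calls of *Gckr*, *Acly*, *Fads1* and *Fads2*. As single arrays were left out, the adjusted p ran from 0.0202 to 0.071 for *Gckr*, 0.019 to 0.0713 for *Fads2* and 0.0449 to 0.0886 for *Elovl6*.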

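High-fructose feeding raised *Scd1* 12.5-fold in liver, a log2 change of 3.64 (SE 0.11), *Me1*, a source of NADPH, by 3.17 (SE 0.23), and *Fasn* by 3.12 (SE 0.08). *Acly* rose by 1.93 (SE 0.05), *Elovl6* by 1.57 (SE 0.12) and *Elovl2* by 1.36 (SE 0.08). Increases in *Fads2*, at 1.13 (SE 0.10), and *Elovl5*, at 0.95 (SE 0.08), were near 2-fold, and those in *Fads1* and *Gckr* were 0.32 (SE 0.07) and 0.29 (SE 0.05). These genes had adjusted p from 5.17e-06 to 0.0241 in limma. The pyruvate kinase *Pklr* had a change of 1.23 (SE 0.35) but its HFrD arrays were spread widely (adjusted p = 0.0592), and without HFrD replicate 1 it passed, with adjusted p from 0.000573 to 0.168 over single arrays left out. *Fads1* passed with some arrays left out and not with others (0.0156 to 0.0818). Of the 24 SREBP-1c and ChREBP targets fixed in advance, 18 were higher and 0 lower (20 and 0 when adjusted over the list alone), at a median of 1.08 (adjusted p = 1.39e-17 from camera in limma, adjusted p = 0.00184 with an estimated correlation).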

**Table 1:** Hepatic genes responsive to feeding of a high-fructose diet (HFrD) or HFrD supplemented with NDGA (HFrD-NDGA)

Gene symbol/GenBank accession/Gene ID	Entrez gene name	HFrD/Chow (Fold-change)	HFrD-NDGA/HFrD (Fold-change)
	Fatty Acid Transport		
*Slc27a1* Acc: NM_053580.2 ID: 94172	Soluble carrier family 27 (fatty acid transporter), member 1 (FATP1)	0.817382 (*p* = 0.050249)	1.085686 (*p* = 0.548792)
*Slc27a2* Acc: NM_031736.1 ID: 65192	Soluble carrier family 27 (fatty acid transporter), member 2 (FATP2)	1.276261↑ (*p* = 0.017602)	1.071673 (*p* = 0.458057)
	Acyl-CoA Synthetases		
*Acsl1* Acc: NM_012820.1 ID: 25288	Acyl-CoA synthetase long-chain family member 1 (ACS, Acas, COAA, Facl2)	1.058003 (*p* = 0.59888)	1.286236↑ (*p* = 0.015343)
*Acsl4* Acc: NM_053623.1 ID: 113976	Acyl-CoA synthetase long-chain family member 4 (ACS4, Facl4)	1.673512↑ (*p* = 0.000004)	0.697139↓ (*p* = 0.001224)
*Acsm3* Acc: NM_033231.1 ID: 24763	Acyl-CoA synthetase medium-chain family member 3 (Sa, Sah)	0.458851↓ (*p* = 0.000004)	1.583156↑ (*p* = 0.000039)
*Acss2* Acc: NM_001107793.1 ID: 311569	Acyl-CoA synthetase short chain family member 2 (Acss2)	1.640823↑ (*p* = 5.92E-09)	0.707869↓ (*p* = 0.000022)
	Fatty Acid Oxidation		
*Cpt1a* Acc: NM_031559.2 ID: 25757	Carnitine palmitoyltransferase 1a, liver (CPT-1a)	2.093217↑ (*p* = 0.000002)	0.935127 (*p* = 0.569094)
*Cpt1b* Acc: NM_013200.1 ID: 25756	Carnitine palmitoyltransferase 1b, muscle (CPT-1B, M-CPT1)	0.955041 (*p* = 0.714963)	4.901597↑ (*p* = 1.32E-23)
*Cpt1c* Acc: NM_001034925.2 ID: 308579	Carnitine palmitoyltransferase 1c (CPT 1C, CPT1-B, CPTI-B)	0.786901 (*p* = 0.063481)	0.809912 (*p* = 0.13046)
*Cpt2* Acc: NM_012930.1 ID: 25413	Carnitine palmitoyltransferase 2 (CPTII)	1.119695 (*p* = 0.344743)	2.583082↑ (*p* = 1.88E-16)
*Acox1* Acc: NM_017340.2 ID: 506811	Acyl-CoA oxidase, palmitoyl (Rat ACOA1)	1.116564 (*p* = 0.176539)	3.27028↑ (*p* = 5.20E-32)
*Acadl* Acc: NM_012819.1 ID: 25287	Acyl-CoA dehydrogenase, long chain (ACOADA, LCAD)	1.156082 (*p* = 0.178078)	1.023617 (*p* = 0.843391)
*Acadm* Acc: NM_016986.2 ID: 24158	Acyl-CoA dehydrogenase, C-4 to C-12 straight chain (MCAD)	0.871033 (*p* = 0.206145)	1.171654 (*p* = 0.099023)
*Acads* Acc: NM_022512.1 ID: 64304	Acyl-Coa dehydrogenase, C-2 to C-3 short chain (Scad)	1.125432 (*p* = 0.554859)	0.919627 (*p* = 0.563538)
*Acadsb* Acc: NM_013084.1 ID: 25618	Acyl-CoA dehydrogenase, short/branched chain	1.060392 (*p* = 0.645381)	0.700742↓ (*p* = 0.030057)
*Acadvl* Acc: NM_012891.1 ID: 25363	Acyl-CoA dehydrogenase very long chain (VLCAD)	1.034174 (*p* = 0.763361)	1.322826↑ (*p* = 0.003236)
*Eci1* Acc: NM_017306.4 ID: 29740	Enoyl-CoA delta isomerase 1(Deci)	0.991668 (*p* = 0.91246)	2.461649↑ (*p* = 1.48E-11)
*Echs1* Acc: NM_078623.2 ID: 140547	Enoy-CoA hydratase, short chain 1, mitochondrial	1.001718 (*p* = 0.984367)	0.982888 (*p* = 0.872986)
*Ehhadh* Acc: NM_133606.1 ID: 171142	Enoyl-CoA hydratase/3-hydroxyacyl-CoA dehydrogenase	1.159127 (*p* = 0.181858)	5.837078↑ (*p* = 2.67E-36)
*Eci2* Acc: NM_001006966.1 ID:291075	Enoyl-CoA delta isomerase 2 (Peci)	1.109171 (*p* = 0.294883)	1.04819 (*p* = 0.563012)
	Fatty Acid Synthesis/ De Novo Lipogenesis		
Gckr Acc: NM_013120.2 ID: 25658	Glucokinase (hexokinase 4) regulator (GLRE)	1.225835↑ (*p* = 0.00735)	0.842312↓ (*p* = 0.029236)
*Gck* Acc: NM_012565.1 ID: 24385	Glukokinase (GLUKA, RNGK2)	1.954322↑ (*p* = 2.09E-18)	0.6409↓ (*p* = 9.91E-08)
*Pklr* Acc: NM_012624.3 ID: 24651	Pyruvate kinase, liver and RBC (PK1, PKL, Pklg)	2.101247↑ (*p* = 0.013312)	0.763246 (*p* = 0.331269)
*Acly* Acc: NM_016987.2 NM_001111095.1 ID: 24159	ATP citrate lyase (ACL, Clatp)	3.860112↑ (*p* = 8.66E-38)	0.669940↓ (*p* = 0.000006)
*Fasn* Acc: NM_01332.1 ID: 50761	Fatty acid synthase	8.556156↑ (*p* = 00E + 00)	0.448329↓ (*p* = 2.08E-16)
*Me1* Acc: NM_012600.2 ID: 24552	Malic enzyme 1, NADP(+)-dependent, cytosolic (MOD1)	8.437617↑ (*p* = 2.81E-20)	1.132866 (*p* = 0.447740)
*Me2* Acc: NM_001111095.1 ID: 307270	Malic enzyme 2, NAD(+)-dependent, mitochondrial	—	—
*Scd1* Acc: NM_139192.2 ID: 246074	Stearyol-Coenzyme A desaturase 1	9.689369↑ (*p* = 1.82E-38)	0.563616↓ (*p* = 3.64E-11)
*Elovl1* Acc: NM_001044275.1 ID: 67953.2	ELOVL fatty acid elongase 1	0.996626 (*p* = 0.968014) and 0.943940 (*p* = 0.460163)	0.956685 (*p* = 0.573719) and 1.033276 (*p* = 0.664855)
*Elovl2* Acc: NM_001109118.1 ID: 498728	ELOVL fatty acid elongase 2	2.461290↑ (*p* = 6.36E-19)	0.498430↓ (*p* = 3.66E-11)
*Elovl4* Acc: NM_001191796.1 XM_001062735.2 ID: 315851	ELOVL fatty acid elongase 4	0.823072 (*p* = 0.428065)	1.658203↑ (*p* = 0.022936)
*Elovl5* Acc: NM_134382.1 ID: 171400	ELOVL fatty acid elongase 5 (rELO1)	1.898944↑ (*p* = 1.23E-11)	0.416035↓ (*p* = 1.73E-17)
*Elovl6* Acc: NM_134383.2 ID: 171402	ELOVL fatty acid elongase 6 (Lce2, rELO2)	9.009938↑ (*p* = 0.00E + 00) and 2.808326↑ (*p* = 5.04E-11)	1.516732↑ (*p* = 6.34E-09) and 1.466229↑ (*p* = 0.000012)
*Fads1* Acc: NM_053445.2 ID: 84575	Fatty acid desaturase 1	1.241893↑ (*p* = 0.044164)	0.760081↓ (*p* = 0.006978)
*Fads2* Acc: NM_031344.2 ID: 83512	Fatty acid desaturase 2 (Fadsd6)	2.161421↑ (*p* = 8.64E-12)	0.699797↓ (*p* = 0.000734)
*Mlcyd* Acc: NM_053477.1 ID: 85239	Malonyl-CoA decarboxylase	1.018118 (*p* = 0.862908)	1.421141↑ (*p* = 0.000017)
	Triglyceride (TG) Synthesis/VLDL-TG Assembly		
*Agpat1* Acc: NM_212458.1 ID: 406165	1-Acylglycerol-3-phosphate *O*-acyltransferase 1	0.695809↓ (*p* = 0.00083)	0.906865 (*p* = 0.595394)
*Agpat2* Acc: NM_001107821.1 ID: 311821	1-Acylglycerol-3-phosphate *O*-acyltransferase 2	0.846901 (*p* = 0.109629)	1.048686 (*p* = 0.622341)
*Agpat3* Acc: NM_001106378.1 ID: 311821	1-Acylglycerol-3-phosphate *O*-acyltransferase 3	0.848841 (*p* = 0.540663)	0.895847 (*p* = 0.800248)
*Agpat6* Acc: NM_001047849.1 ID: 305166	1-Acylglycerol-3-phosphate O-acyltransferase 6 (RGD1310520)	1.024470 (*p* = 0.740343)	0.977072 (*p* = 0.773786)
Agpat9 Acc: NM_001025670.1 ID: 305166	1-Acylglycerol-3-phosphate *O*-acyltransferase 9	─	─
*Mogat1* Acc: NM_001108803.1 ID: 363261	Monoacylglycerol *O*-acyltransferase 1	0.682029 (*p* = 0.154868)	1.75896↑ (*p* = 0.030197)
*Dgat1* Acc: NM_053437.1 ID: 84497	Diacylglycerol *O*-acyltransferase 1 (ARAT, Dgat)	1.222808↑ (*p* = 0.030522)	1.067215 (*p* = 0.527579)
*Dgat2* Acc: NM_001012345.1 ID: 252900	Diacylglycerol *O*-acyltransferase 2 (ARAT)	1.171782 (*p* = 0.67572)	0.664628↓ (*p* = 0.000124)
*Arf3* Acc: NM_080904.2 ID: 140940	ADP-ribosylation factor 3 (AC1-253) Cholesterol Synthesis/Metabolism	1.046754 (*p* = 0.67572)	0.743228↓ (*p* = 0.001530)
	Cholesterol Synthesis/Metabolism		
*Acat2* Acc: NM_001006995.1 ID: 308100	Acetyl-CoA acetyltransferase 2 (Acat3, Ab2-076)	0.944516 (*p* = 0.461984)	0.957373 (*p* = 0.56688)
*Hmgcr* Acc: NM_013134.2 ID: 25675	3-Hydroxy-3-methylglutaryl-CoA reductase (3H3M)	1.438208↑ (*p* = 0.000036)	0.735862↓ (*p* = 0.002838)
*Insig 1* Acc: NM_022392.1 ID: 64194	Insulin induced gene 1	2.844270↑ (*p* = 9.18E-16)	0.542157↓ (*p* = 0.000001)
*Insig 2* Acc: NM_178091.4 ID: 288985	Insulin induced gene 2	0.831160↓ (*p* = 0.044277)	0.630641↓ (*p* = 8.36E-09)
*Ldlr* Acc: NM_175762.2 ID: 300438	Low density lipoprotein receptor (LDLRA)	1.439569↑ (*p* = 0.003984)	0.840219 (*p* = 0.137488)
*Mvk* Acc: NM_031063.1 ID: 81727	Mevalonate kinase (Lrbp)	0.663626↓ (*p* = 0.000016)	1.149403 (*p* = 0.234165)
*Scap* Acc: NM_001100966.1 ID: 301024	SREBF chaperone Proteins Involved in Lipid Clearance	1.171144↑ (*p* = 0.035192)	0.995421 (*p* = 0.941247)
	Proteins Involved in Lipid Clearance		
*Abca4* Acc: NM_00110772.1 ID: 310836	ATP-binding cassette, subfamily A (ABC1), member 4 (ABCR)	─	─
*Abcb4* Acc: NM_012690.1 ID: 24891	ATP-binding cassette, subfamily B (MDR/TAP), member 4 (Mdr2, Pgy3)	0.489385↓ (*p* = 3.69E-12)	1.099759 (*p* = 0.27820)
*Abcb11* Acc: NM_031760.1 ID: 83569	ATP-binding cassette, subfamily B (MDR/TAP), member 11 (Bsep, Spgp)	0.752953↓ (*p* = 0.001332)	1.158787 (*p* = 0.07294)
*Abcc3* Acc: NM_080581.1 ID: 140668	ATP-binding cassette, subfamily C (CFTR/MRP), member 3 (Mlp2, Mrp3)	0.813337 (*p* = 0.08045)	2.659410↑ (*p* = 7.16E-11)
*Abcc6* Acc: NM_031013.1 ID: 81642	ATP-binding cassette, subfamily C (CFTR/MRP), member 6 (Mrp6)	1.085723 (*p* = 0.31384)	0.717441↓ (*p* = 0.00001)
*Abcd1* Acc: NM_001108821.1 ID: 363516	ATP-binding cassette, subfamily D (ALD), member 3 (RGD1562128)	1.087157 (*p* = 0.468224)	0.943107 (*p* = 0.56163)
*Abcd3* Acc: NM_012804.1 ID: 25270	ATP-binging cassette, subfamily D (ALD), member 3 (PMP70, Pxmp1)	1.178867↑ (*p* = 0.035741)	2.15542↑ (*p* = 2.62E-16)
*Abcg2* Acc: NM_181381.2 ID: 312382	ATP-binding cassette, subfamily G (WHITE), member 2 (BCRP1)	1.940981↑ (*p* = 0.000000)	1.140117 (*p* = 0.258891)
*Abcg5* Acc: NM_053754.2 ID: 114628	ATP-binding cassette, subfamily G (WHITE), member 5	0.297237↓ (*p* = 5.23E-28)	3.499936↑ (*p* = 5.81E-28)
*Apoa4* Acc: NM_012737.1 ID: 25080	Apolipoprotein A-IV (Apo-AIV, ApoA-IV, ApoAIV)	1.316723↑ (*p* = 0.025675)	0.447885↓ (*p* = 1.8E-10)
*Apob* Acc: NM_019287.2 ID: 54225	Apolipoprotein B (Aa1064, AC1-060, Apo B-100, ApoB-100, ApoB-48)	0.895361 (*p* = 0.277000)	1.130493 (*p* = 0.142599)
*Apoc2* Acc: NM_001085352.1 ID: 292697	Apolipoprotein C-II (RGD1560725)	0.981675 (*p* = 0.864333)	0.941418 (*p* = 0.591544)
*Apoc3* Acc: NM_012501.1 ID: 24207	Apolipoprotein C-III (ApoC-III, apo-CIII)	0.887282 (*p* = 0.221273)	1.133806 (*p* = 0.221176)
*Apoe* Acc: NM_138828.2 ID: 25728	Apolipoprotein E (APOEA)	0.953286 (*p* = 0.543392)	0.968783 (*p* = 0.800654)
*Apof* Acc: NM_001024351.1 ID: 500761	Apolipoprotein F	1.053397 (*p* = 0.630710)	0.558207↓ (*p* = 0.000001)
*Lpl* Acc: NM_012498.2 ID: 24539	Lipoprotein lipase	1.300129↑ (*p* = 0.024577)	3.799195↑ (*p* = 1.34E-16)
*Vldlr* Acc: NM_013155.2 ID: 25696	Very low density lipoprotein receptor	0.993145 (*p* = 0.973839) Or 1.103786 (*p* = 0.800081)	1.615341↑ (*p* = 0.012976) Or 1.454645 (*p* = 0.304421)
*Ppt1* Acc: NM_022502.2 ID: 29411	Palmitoyl-protein thioesterase 1 (Ppt)	1.055246 (*p* = 0.5199114)	0.882921 (*p* = 0.192733)
	Central Metabolic Regulators (Lipid Transcription Factors)		
*Foxa1* Acc: NM_012742.1 ID: 25098	Forkhead box A1	1.489049↑ (*p* = 0.001314) Or 1.271372↑ (*p* = 037977)	0.831777 (*p* = 0.136951) Or 0.645434↓ (p = 0.000052)
*Hnf4a* Acc: NM_022180.1 ID: 25735	Hepatocyte nuclear factor 4, alpha (Hnf4alpha, Hnf4a)	0.912061 (*p* = 0.377142)	1.357585↑ (*p* = 0.003965)
Mlxipl Acc: NM_133552.1 ID: 171078	MLX interacting protein-like (ChREBP, WS-bHLH, Wbscr14, bHLHd14)	1.976840↑ (*p* = 1.9E-15)	0.724559↓ (*p* = 0.000044)
*Nr1h3* Acc: NM_031627.2 ID: 58852	Nuclear receptor subfamily 1, group H, member 3 (LXRalpha)	0.980054 (*p* = 0.831777)	1.208346↑ (*p* = 0.041273)
*Ppara* Acc: NM_013196.1 ID: 25747	Peroxisome proliferator activated receptor alpha (PPAR)	1.009554 (*p* = 0.946257)	1.760026↑ (*p* = 0.000067)
*Ppard* Acc: NM_013141.2 ID: 25682	Peroxisome proliferator activated receptor delta (Pparb)	0.843786 (*p* = 0.226207) and 1.189417 (*p* = 0.204488)	0.753122 (*p* = 0.144411) and 0.635361↓ (*p* = 0.029129
*Pparg* Acc: NM_013124.3 NM_001145366.1 NM_001145367.1 ID: 25664	Peroxisome proliferator activated receptor gamma	1.010459 (*p* = 0.879959)	1.03214 (*p* = 0.742011)
*Ppargc1a* Acc: NM_031347.1 ID: 83516	Peroxisome proliferator activated receptor gamma, coactivator 1 alpha(Ppargc1)	0.738155 (*p* = 0.120955)	─
*Ppargc1b* Acc: NM_176075.2 ID: 291567	Peroxisome proliferator activated receptor, coactivator 1 beta (PGC1beta, Perc)	0.969931 (*p* = 0.815666)	1.534911↑ (*p* = 0.012486)
*Srebf1* Acc: XM_213329.5 XM_001075680.2 ID: 78968	Sterol regulatory element binding transcription factor 1 (ADD-1, ADD1, SREBP-1, SREBP-1c, Srebp1)	1.604384↑ (*p* = 0.000000) and 1.456690↑ (*p* = 0.001744)	0.8782 (*p* = 0.125948) and 0.934259 (*p* = 0.479001)
Srebf2 Acc: NM_001033694.1 ID: 300095	Sterol regulatory element binding transcription factor 2 (SREBP-2, SREBP2-retired, Srebf2)	0.732025↓ (*p* = 0.000761)	1.071545 (*p* = 0.478687)
*Xbp1* Acc: NM_001004210.1 ID: 289754	X-box binding protein 1 (HTF)	1.148942 (*p* = 0.076252)	0.807070↓ (*p* = 0.016697)

The expression of acyl-CoA synthetases, which channel fatty acids into different pathways of lipid metabolism, was differentially impacted by NDGA treatment; NDGA treatment increased *Acsl1* and *Acsm3* mRNA levels, but decreased *Acsl4* and *Acss2* levels (Table 1). Likewise, NDGA treatment differentially increased *Abcc3*, *Abcd3*, *Abcg5*, *Lpl*, and *Vldr* and decreased *Abcc6*, *Apoa4*, *Apof*, genes that participate in lipid clearance. 

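Acetyl-CoA synthetase *Acss2*, which activates acetate for fatty acid synthesis, had risen by 0.75 (SE 0.05) on the high-fructose diet and fell by 0.46 (SE 0.05) with NDGA. *Acsl1*, the main long-chain synthetase of liver, rose by 0.35 (SE 0.06) with NDGA, and the medium-chain synthetase *Acsm3* by 0.67 (SE 0.15) after a fall of 1.14 (SE 0.15) on HFrD. *Acsl4*, which prefers arachidonic acid, was -0.50 (SE 0.14) with NDGA and did not pass (adjusted p = 0.0635, or 0.0216 over the paper's table alone), having risen by 0.78 (SE 0.14) on HFrD. The changes that passed had adjusted p from 0.00221 to 0.0289 with NDGA and adjusted p from 0.000376 to 0.0146 with fructose in limma. With single arrays left out *Acsm3* ran from 0.0395 to 0.0919, and centring ended the calls of *Acsl1* and *Acss2*.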

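The sterol exporter *Abcg5* fell by 1.81 (SE 0.07) on the high-fructose diet and rose by 1.74 (SE 0.07) when NDGA was added, back to its chow level. Lipoprotein lipase, *Lpl*, which is low in adult liver, rose by 1.86 (SE 0.12). NDGA also raised *Abcc3*, which exports conjugated bile acids into blood, by 1.36 (SE 0.08), the peroxisomal transporter *Abcd3* by 1.14 (SE 0.04) and the bile salt pump *Abcb11* by 0.27 (SE 0.06). The apolipoproteins *Apoa4* and *Apof* fell by 1.18 (SE 0.08) and 0.83 (SE 0.11), and the transporter *Abcc6* by 0.45 (SE 0.05). In limma these had adjusted p from 1.15e-05 to 0.0303. *Vldlr* passed the test (adjusted p = 0.026), but its signal was not above background in either group. *Apoc3* and *Apoe* lie near saturation of the scanner, so no change is given for them. Centring ended the calls of *Abcc6* and *Apof*.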

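*Dgat2*, the acyltransferase that completes triglycerides from newly made fatty acids, fell by 0.60 (SE 0.10) in liver with NDGA, and the small GTPase *Arf3* by 0.41 (SE 0.10) (adjusted p from 0.0106 to 0.0419, limma). *Dgat1*, which had risen by 0.33 (SE 0.09) with fructose (adjusted p = 0.0475), was 0.12 (SE 0.09) with NDGA, and the acyltransferases *Agpat1*, *Agpat2* and *Gpat4*, listed as *Agpat6*, were -0.12 (SE 0.20), 0.12 (SE 0.10) and 0.00 (SE 0.05), none past the test. *Mogat1*, a monoacylglycerol acyltransferase, and *Agpat3* gave signals not above background in either group, and *Mogat1* did not pass (adjusted p = 0.0726). *Arf3* lost its call with each single array left out (0.0799 to 0.119), and centring ended those of *Dgat2* and *Arf3*.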

Surprisingly, NDGA showed no significant effect on various genes involved in TG synthesis/assembly with the exception of *Mogat1* (↑), *Dgat2* (↓) and *Arf3* (↓). Key transcription factors of hepatic lipid metabolism, such as *Hnf4a*, *Ppara*, *Nr1h3* and *Ppargc1b*, showed enhanced expression, whereas *Foxa1*, *Mlxipl*, *Srebf1*, *Ppard* and *Xbp1* expression was significantly reduced in HFrD-NDGA treated animals as compared to HFrD treated animals (Table 1).

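NDGA raised *Ppara*, the receptor that drives fatty acid oxidation genes, by 0.82 (SE 0.16) and the hepatocyte regulator *Hnf4a* by 0.45 (SE 0.08). *Mlxipl*, which encodes ChREBP, fell by 0.42 (SE 0.06), and *Xbp1*, a factor of the endoplasmic reticulum that also promotes lipogenesis, by 0.26 (SE 0.06). Those 4 had adjusted p from 0.00444 to 0.0322 in limma. The coactivator *Ppargc1b* was 0.59 (SE 0.16) and the liver X receptor *Nr1h3* 0.33 (SE 0.10), with adjusted p from 0.0562 to 0.0779, so neither passed over all genes. Values of *Foxa1*, *Srebf1* and *Ppard* were -0.23 (SE 0.14), -0.15 (SE 0.08) and -0.41 (SE 0.25), with adjusted p from 0.253 to 0.346. Single arrays left out put *Ppara* from 0.0272 to 0.0681 and *Xbp1* from 0.024 to 0.0973, and centring ended the calls of *Hnf4a*, *Mlxipl* and *Xbp1*.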

Qualitatively similar to hepatic gene expression, data were obtained for the mixed gastrocnemius muscle, a representative of skeletal muscle types. 

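Muscle differed from liver in what changed most. With NDGA the largest rises were in genes that hepatocytes secrete or express: the fatty acid binding protein *Fabp1* rose by 4.32 (SE 0.12), albumin (*Alb*) by 3.63 (SE 0.06), *Ambp* by 3.46 (SE 0.11) and fibrinogen *Fga* by 3.19 (SE 0.14). The largest falls were in embryonic and fetal contractile genes, by 7.07 (SE 0.07) for *Myl4*, 6.95 (SE 0.08) for *Myh3* and 6.71 (SE 0.09) for *Tnnt2*, and in the matrix genes *Postn*, by 4.09 (SE 0.06), and *Tnc*, by 4.05 (SE 0.07). All had adjusted p from 5.30e-08 to 1.40e-05 in limma. The same groups of genes had moved the other way on HFrD, where *Myh3* rose by 7.67 (SE 0.08) and *Myh8* by 6.41 (SE 0.14), while *Ahsg* fell by 3.07 (SE 0.07) and *Serpina1* by 3.02 (SE 0.11). In each tissue both comparisons share the HFrD arrays, which by itself favours opposite signs. Of the genes that HFrD changed in muscle, 96.5% moved the other way with NDGA. With the NDGA effect taken from the INS groups, 25.1% did.

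Of 25 hepatocyte markers, listed before the files were seen, 23 were higher and 0 lower (24 and 0 when adjusted over the list alone) with NDGA, at a median of 2.71 (adjusted p = 1.37e-17 from camera in limma, adjusted p = 0.00312 with an estimated correlation). All 13 fibroblast and matrix markers were lower, at a median of -2.18 (adjusted p = 3.93e-14 from camera in limma, adjusted p = 0.00312 with an estimated correlation). Slow fibre markers, among them *Casq2* with a fall of 3.37 (SE 0.07), gave 12 of 13 lower (12 when adjusted over the list alone) at a median of -0.94 (adjusted p = 1.22e-10 from camera in limma, adjusted p = 0.00345 with an estimated correlation), and macrophage markers, among them *Fcer1g* with a fall of 2.39 (SE 0.15), 15 of 18 lower and 1 higher (adjusted p = 1.41e-09 from camera in limma, adjusted p = 0.00345 with an estimated correlation). On HFrD against chow the medians had been -1.98 for hepatocyte, 2.20 for matrix, 1.89 for slow fibre and 1.68 for macrophage markers. With bounds, the hepatocyte medians were 2.10 with NDGA and -1.58 on HFrD. With NDGA the 25 genes of mitochondrial β-oxidation gave 8 higher and 6 lower (9 and 8 when adjusted over the list alone), and their set test did not pass (adjusted p = 0.965).

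**Figure D2:**
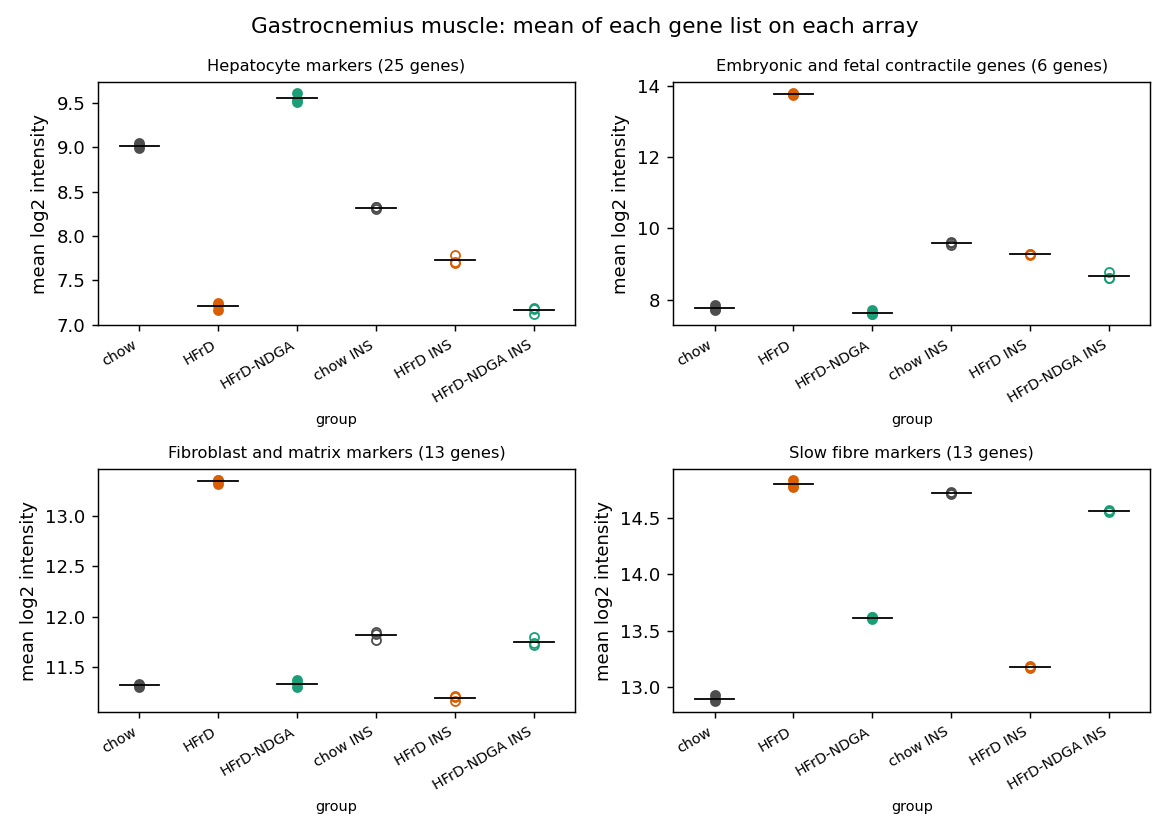
Mean log2 normalized intensity in gastrocnemius muscle over the genes of 4 lists, 1 point per array, filled for arrays without and open for arrays with INS in their label, with a line at the group mean. Hepatocyte markers lie at 8.99 to 9.04 on chow, 7.17 to 7.24 on HFrD and 9.51 to 9.61 on HFrD-NDGA, and the embryonic and fetal contractile genes, a list made after the files were seen, at 7.72 to 7.86, 13.73 to 13.78 and 7.59 to 7.71.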

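*Ehhadh* had the largest rise of the fatty acid oxidation genes of the paper's table in muscle, 2.26 (SE 0.14) with NDGA, after a fall of 1.06 (SE 0.14) on HFrD. It is 27.6 times brighter in liver than in muscle and moved with the hepatocyte markers. The branched-chain dehydrogenase *Acadsb* rose by 0.73 (SE 0.08), the neuronal carnitine palmitoyltransferase *Cpt1c* by 0.55 (SE 0.13) and the isomerase *Eci1* (*Dci*) by 0.37 (SE 0.06). *Cpt1a* fell by 1.12 (SE 0.14), the muscle isoform *Cpt1b* by 0.38 (SE 0.02) and *Eci2*, the paper's *Peci*, by 0.37 (SE 0.07). Smaller rises in *Acadm*, at 0.32 (SE 0.05), *Acads*, at 0.29 (SE 0.06, unscaled -0.07), and *Acadvl*, at 0.20 (SE 0.06, unscaled -0.08), also passed. Limma gave adjusted p from 2.83e-05 to 0.0349 for these genes. Without scaling, the calls of *Cpt1c* and *Eci1* were lost, and *Cpt1c* ran from 0.0138 to 0.0702 as single arrays were left out.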

Expression of fatty acid oxidation genes, *Cpt1c*, *Acox1*, *Acadsb*, *Dci*, and *Ehhadh*, was up-regulated, but the expression of *Cpt1a*, *Cpt1b* and *Peci* was down-regulated with NDGA treatment (Table 2). Four fatty acid synthesizing enzyme genes (*Gckr*, *Gck*, *Fads1* and *Fads2*) were upregulated by NDGA treatment, but the expression of three genes, (*Acly*, *Elovl1* and *Elovl5*) was down-regulated in response to NDGA treatment. 

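In muscle with NDGA *Gckr*, not above background on HFrD, rose at least 1.48-fold, and the desaturase *Fads1* rose by 0.44 (SE 0.07). *Gckr* and *Fads1* are at least 16 times brighter in liver than in muscle, and hepatocyte markers rose in the same arrays. *Fads2* passed (adjusted p = 0.018) with a signal not above background in either group. *Elovl1* fell by 0.74 (SE 0.09), *Acly* by 0.39 (SE 0.05) and *Elovl5* by 0.31 (SE 0.07), each after a rise on HFrD of 0.81 (SE 0.09), 0.71 (SE 0.05) and 0.86 (SE 0.07). In limma the NDGA changes had adjusted p from 0.000396 to 0.0109. Without scaling *Fads1* lost its call.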

No NDGA effect was noted on the expression levels of key lipogenic enzymes, *Fasn* and *Scd1*. 

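*Fasn* did not pass in muscle with NDGA, at -0.05 (SE 0.07) (adjusted p = 0.709, limma), nor did the desaturase *Scd1*, at -0.34 (SE 0.15) (adjusted p = 0.141). Both had been raised by the high-fructose diet from a chow signal not above background, *Fasn* at least 1.1-fold and *Scd1* at least 2.18-fold (adjusted p from 5.83e-05 to 6.40e-05). Of 24 SREBP-1c and ChREBP targets in muscle, 9 were higher and 5 lower (9 and 5 when adjusted over the list alone) with NDGA, and unscaled 4 were higher and 8 lower. Their set test did not pass (adjusted p = 0.417). The lipin *Lpin1* rose by 1.20 (SE 0.12) and *Thrsp*, a nuclear protein of lipogenic tissues, by 1.00 (SE 0.08). *Scd1* passed without HFrD-NDGA replicate 3, at adjusted p from 0.0291 to 0.342 over single arrays left out.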

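The transporters of fatty acids moved in opposite directions in muscle with NDGA. *Slc27a2* (FATP2), a transporter and very-long-chain synthetase of liver, was not above background on HFrD and rose at least 2.62-fold. It is at least 16 times brighter in liver than in muscle and rose together with the hepatocyte markers *Alb* and *Ambp*. *Slc27a1* (FATP1), the muscle and adipose isoform, fell by 0.67 (SE 0.07) after a rise of 0.67 (SE 0.07) on HFrD. The acetyl-CoA synthetase *Acss2* rose by 0.42 (SE 0.06) and *Acsl1* fell by 0.22 (SE 0.06). These 4 had adjusted p from 1.94e-05 to 0.0296 in limma. *Acsl4* and *Acsm3*, at 0.54 (SE 0.23) and 0.70 (SE 0.27), did not pass. Unscaled values ended the call of *Acss2*, and *Acsl1* ran from 0.00834 to 0.0899 with single arrays left out.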

The expression levels of fatty acid transport proteins *Slc27a2* and *Slc27a1* and acyl-CoA synthetases *Acss2* and *Acsl1* were up-regulated and down-regulated, respectively, as a result of NDGA treatment. 

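Both diacylglycerol acyltransferases rose in muscle with NDGA, *Dgat1* by 0.63 (SE 0.07) and *Dgat2* by 0.61 (SE 0.07), having fallen by 0.68 (SE 0.07) and 0.29 (SE 0.07) on HFrD. *Arf3* fell by 0.87 (SE 0.05) and the phosphatidate-forming *Agpat2* by 0.40 (SE 0.08), after rises of 0.80 (SE 0.05) and 0.53 (SE 0.08). The NDGA changes had adjusted p from 5.26e-05 to 0.00969 in limma. *Agpat1* was 0.45 (SE 0.14) and lay just outside the threshold (adjusted p = 0.0516, or 0.0275 over the paper's table alone). *Mogat1* passed as lower (adjusted p = 0.000599), but its HFrD-NDGA signal was not above background and the bound allows no fold. Values of *Gpat3*, listed as *Agpat9*, and *Gpat4* were -0.29 (SE 0.15) and 0.21 (SE 0.08, unscaled -0.12), neither past the test. Without scaling *Dgat1* lost its call.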

The key TG synthesizing genes *Agpat1*, *Dgat1* and *Dgat2* were increased in the HFrD-NDGA treated group compared to HFrD alone, but the expression levels of other genes, *Agpat2*, *Mogat1* and *Arf3*, were reduced with NDGA treatment. 

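Apolipoprotein genes of the liver rose in muscle with NDGA, *Apoc3* by 3.13 (SE 0.17) and *Apoc2* by 1.90 (SE 0.10), while *Apob*, not above background on HFrD, rose at least 1.86-fold. They are at least 16 times brighter in liver than in muscle, and *Apoc3* had fallen on HFrD by 2.33 (SE 0.17). The phospholipid exporter *Abcb4* rose by 0.50 (SE 0.06) and *Vldlr* by 0.20 (SE 0.03, unscaled -0.09). *Abcb11* passed as well (adjusted p = 0.000845), with a signal not above background in either group. *Apoe*, made by macrophages among other cells, fell by 1.15 (SE 0.07), *Lpl* by 0.82 (SE 0.06) and *Abcc3* by 0.79 (SE 0.05), after rises on HFrD of 1.95 (SE 0.07), 1.80 (SE 0.06) and 0.95 (SE 0.05). The lysosomal thioesterase *Ppt1* fell by 0.96 (SE 0.05). In limma the measured NDGA changes had adjusted p from 2.31e-05 to 0.00205.

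Of the genes in the paper's tables, 19 are at least 16 times brighter in liver than in muscle, and 11 of those rose and 3 fell in muscle with NDGA. Of the other 62 genes, 23 rose and 15 fell. Without scaling the balance turned, with 13 lipid genes of the muscle table higher and 23 lower, against 33 and 17 in the main setting.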

The expression levels of some genes involved in lipid clearance, *Abcb4*, *Abcb11*, *Apob*, *Apoc2*, *Apoc3* and *Vldlr*, were significantly upregulated, while levels of *Abcc3*, *Apoe* and *Lpl* were downregulated in response to NDGA treatment of HFrD fed rats. Interestingly, NDGA treatment increased the expression of both transcription factors involved in fatty acid oxidation (*Ppara* and *Ppard*) and fatty acid synthesis (*Nr1h3*, *Srebf1* and *Xbp1*) (Table 2).

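*Ppara* rose by 1.46 (SE 0.17) in muscle with NDGA and *Ppard*, the isoform that prevails in this tissue, by 0.59 (SE 0.16). Among regulators of lipid synthesis, *Srebf1* rose by 0.97 (SE 0.09), *Nr1h3* by 0.84 (SE 0.07) and *Xbp1* by 0.46 (SE 0.05). The coactivator *Ppargc1b* fell by 0.63 (SE 0.14), while *Ppargc1a*, not above background on HFrD, rose at least 1.09-fold. *Mlxipl* and *Pparg* did not pass, at -0.04 (SE 0.07) and -0.04 (SE 0.07). The changes that passed had adjusted p from 0.000148 to 0.0405 in limma. On HFrD alone *Nr1h3* had fallen by 0.86 (SE 0.07) and *Pparg* had risen by 0.62 (SE 0.07). *Ppard* ran from 0.019 to 0.0874 with single arrays left out and lost its call without scaling, as did *Xbp1*.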

**Table 2:** Skeletal muscle genes responsive to feeding of a high-fructose diet (HFrD) or HFrD supplemented with NDGA (HFrD-NDGA)

Gene symbol/GenBank accession/Gene ID	Entrez gene name	HFrD/Chow (Fold-change)	HFrD-NDGA/HFrD (Fold-change)
	Fatty Acid Transport		
*Slc27a1* Acc: NM_053580.2 ID: 94172	Soluble carrier family 27 (fatty acid transporter), member 1 (FATP1)	1.163926 (*p* = 0.067083)	0.603296↓ (*p* = 0.000002)
*Slc27a2* Acc: NM_031736.1 ID: 65192	Soluble carrier family 27 (fatty acid transporter), member 2 (FATP2)	0.8357 (*p* = 0.727766)	6.826838↑ (*p* = 7.06E-28)
	Acyl-CoA Synthetases		
*Acsl1* Acc: NM_012820.1 ID: 25288	Acyl-CoA synthetase long-chain family member 1 (ACS, Acas, COAA, Facl2)	0.929637 (*p* = 0.400503)	0.818346↓ (*p* = 0.04231)
*Acsl4* Acc: NM_053623.1 ID: 113976	Acyl-CoA synthetase long-chain family member 4 (ACS4, Facl4)	1.060922 (*p* = 0.54153)	1.353734 (*p* = 0.125592)
*Acsm3* Acc: NM_033231.1 ID: 24763	Acyl-CoA synthetase medium-chain family member 3 (Sa, Sah)	1.134565 (*p* = 0.63539)	1.518789 (*p* = 0.055276)
*Acss2* Acc: NM_001107793.1 ID: 311569	Acyl-CoA synthetase short chain family member 2 (Acss2)	1.011241 (*p* = 0.898282)	1.280275↑ (*p* = 0.002825)
	Fatty Acid Oxidation		
*Cpt1a* Acc: NM_031559.2 ID: 25757	Carnitine palmitoyltransferase 1a, liver (CPT-1a)	1.067497 (*p* = 0.448414)	0.449902↓ (*p* = 5.12E-08)
*Cpt1b* Acc: NM_013200.1 ID: 25756	Carnitine palmitoyltransferase 1b, muscle (CPT-1B, M-CPT1)	0.828098↓ (*p* = 0.041576)	0.715237↓ (*p* = 0.000001)
*Cpt1c* Acc: NM_001034925.2 ID: 308579	Carnitine palmitoyltransferase 1c (CPT 1C, CPT1-B, CPTI-B)	1.086711 (*p* = 0.58947)	1.392775↑ (*p* = 0.007650)
*Cpt2* Acc: NM_012930.1 ID: 25413	Carnitine palmitoyltransferase 2 (CPTII)	1.095366 (*p* = 0.319692)	0.935788 (*p* = 0.459054)
*Acox1* Acc: NM_017340.2 ID: 506811	Acyl-CoA oxidase, palmitoyl (RATACOA1)	0.942485 (*p* = 0.405327)	1.239981↑ (*p* = 0.026649)
*Acadl* Acc: NM_012819.1 ID: 25287	Acyl-CoA dehydrogenase, long chain (ACOADA, LCAD)	1.038506 (*p* = 0.607105)	0.897447 (*p* = 0.286828)
*Acadm* Acc: NM_016986.2 ID: 24158	Acyl-CoA dehydrogenase, C-4 to C-12 straight chain (MCAD)	1.018954 (*p* = 0.786051)	1.120494 (*p* = 0.185916)
*Acads* Acc: NM_022512.1 ID: 64304	Acyl-Coa dehydrogenase, C-2 to C-3 short chain (Scad)	0.947987 (*p* = 0.686716)	1.163831 (*p* = 0.106741)
*Acadsb* Acc: NM_013084.1 ID: 25618	Acyl-CoA dehydrogenase, short/branched chain	0.767644 (*p* = 0.056663)	1.578611↑ (*p* = 0.000470)
*Acadvl* Acc: NM_012891.1 ID: 25363	Acyl-CoA dehydrogenase very long chain (VLCAD)	1.023041 (*p* = 0.81081)	1.104065 (*p* = 0.242381)
*Eci1* Acc: NM_017306.4 ID: 29740	Enoyl-CoA delta isomerase 1(Deci)	1.028304 (*p* = 0.734099)	1.203436↑ (*p* = 0.11201)
*Echs1* Acc: NM_078623.2 ID: 140547	Enoy-CoA hydratase, short chain 1, mitochondrial	0.890438 (*p* = 0.269622)	0.970797 (*p* = 0.801854)
*Ehhadh* Acc: NM_133606.1 ID: 171142	Enoyl-CoA hydratase/3-hydroxyacyl-CoA dehydrogenase	1.255433↑ (*p* = 0.004941)	4.521567↑ (*p* = 1.81E-20)
*Eci2* Acc: NM_001006966.1 ID:291075	Enoyl-CoA delta isomerase 2 (Peci)	0.899414 (*p* = 0.120824)	0.74287↓ (*p* = 0.000344)
	Fatty Acid Synthesis/ De Novo Lipogenesis		
Gckr Acc: NM_013120.2 ID: 25658	Glucokinase (hexokinase 4) regulator (GLRE)	1.07709 (*p* = 0.694603)	2.031414↑ (*p* = 0.00004)
*Gck* Acc: NM_012565.1 ID: 24385	Glukokinase (GLUKA, RNGK2)	0.959106 (*p* = 0.801909)	1.706245↑ (*p* = 0.000131)
*Pklr* Acc: NM_012624.3 ID: 24651	Pyruvate kinase, liver and RBC (PK1, PKL, Pklg)	1.013481 (*p* = 0.932088)	1.252908 (*p* = 0.073772)
*Acly* Acc: NM_016987.2 NM_001111095.1 ID: 24159	ATP citrate lyase (ACL, Clatp)	0.998949 (*p* = 0.98697)	0.737265↓ (*p* = 0.000026)
*Fasn* Acc: NM_01332.1 ID: 50761	Fatty acid synthase	0.706952↓ (*p* = 0.000244)	0.930935 (*p* = 0.545657)
*Me1* Acc: NM_012600.2 ID: 24552	Malic enzyme 1, NADP(+)-dependent, cytosolic (MOD1)	0.822072 (*p* = 0.082114)	1.1122701 (*p* = 0.365453)
*Me2* Acc: NM_001111095.1 ID: 307270	Malic enzyme 2, NAD(+)-dependent, mitochondrial	—	—
*Scd1* Acc: NM_139192.2 ID: 246074	Stearyol-Coenzyme A desaturase 1	1.31285↑ (*p* = 0.002357)	0.761013 (*p* = 0.065913)
*Elovl1* Acc: NM_001044275.1 ID: 67953.2	ELOVL fatty acid elongase 1	1.011133 (*p* = 0.897404) and 0.943484 (*p* = 0.539378)	0.639064↓ (*p* = 5.49E-08) and 0.584865↓ (*p* = 0.000002)
*Elovl2* Acc: NM_001109118.1 ID: 498728	ELOVL fatty acid elongase 2	2.709103 (*p* = 0.626956)	1.216575 (*p* = 0.73873)
*Elovl4* Acc: NM_001191796.1 XM_001062735.2 ID: 315851	ELOVL fatty acid elongase 4	0.831144 (*p* = 0.17275)	0.905935 (*p* = 0.619544)
*Elovl5* Acc: NM_134382.1 ID: 171400	ELOVL fatty acid elongase 5 (rELO1)	0.732669↓ (*p* = 0.000051)	0.768796↓ (*p* = 0.002744)
*Elovl6* Acc: NM_134383.2 ID: 171402	ELOVL fatty acid elongase 6 (Lce2, rELO2)	1.034949 (*p* = 0.742391) and 0.974533 (*p* = 0.82477)	0.993401 (*p* = 0.969926) and 1.246617 (*p* = 0.381630)
*Fads1* Acc: NM_053445.2 ID: 84575	Fatty acid desaturase 1	1.241893↑ (*p* = 0.044164)	0.760080↓ (*p* = 0.006978)
*Fads2* Acc: NM_031344.2 ID: 83512	Fatty acid desaturase 2 (Fadsd6)	2.161421↑ (*p* = 8.64E-12)	0.699797↓ (*p* = 0.000734)
*Mlcyd* Acc: NM_053477.1 ID: 85239	Malonyl-CoA decarboxylase	1.050798 (*p* = 0.506797)	0.988309 (*p* = 0.909295)
	Triglyceride (TG) Synthesis/VLDL-TG Assembly		
*Agpat1* Acc: NM_212458.1 ID: 406165	1-Acylglycerol-3-phosphate *O*-acyltransferase 1	0.992486 (*p* = 0.954388)	1.306654↑ (*p* = 0.038298)
*Agpat2* Acc: NM_001107821.1 ID: 311821	1-Acylglycerol-3-phosphate *O*-acyltransferase 2	1.090764 (*p* = 0.284579)	0.732075↓ (*p* = 0.001118)
*Agpat3* Acc: NM_001106378.1 ID: 311821	1-Acylglycerol-3-phosphate *O*-acyltransferase 3	0.943450 (*p* = 0.5559170)	0.954861 (*p* = 0.819498)
*Agpat6* Acc: NM_001047849.1 ID: 305166	1-Acylglycerol-3-phosphate *O*-acyltransferase 6 (RGD1310520)	0.976834 (*p* = 0.754188)	1.114009 (*p* = 0.256854)
*Agpat9* Acc: 001025670.1 ID: 305166	1-Acylglycerol-3-phosphate *O*-acyltransferase 9	0.753988↓ (*p* = 0.002922)	0.791921 (*p* = 0.185478)
*Mogat1* Acc: NM_001108803.1 ID: 363261	Monoacylglycerol *O*-acyltransferase 1	0.875509 (*p* = 0.391965)	0.592216↓ (*p* = 0.000892)
*Dgat1* Acc: NM_053437.1 ID: 84497	Diacylglycerol *O*-acyltransferase 1 (ARAT, Dgat)	0.928218 (*p* = 0.359588)	1.485906↑ (*p* = 0.000110)
*Dgat2* Acc: NM_001012345.1 ID: 252900	Diacylglycerol *O*-acyltransferase 2 (ARAT)	0.911253 (*p* = 0.262778)	1.451837↑ (*p* = 0.000067)
*Arf3* Acc: NM_080904.2 ID: 140940	ADP-ribosylation factor 3 (AC1-253)	1.119282 (*p* = 0.211709)	0.530910↓ (*p* = 8.33E-12)
	Cholesterol Synthesis/Metabolism		
*Acat2* Acc: NM_001006995.1 ID: 308100	Acetyl-CoA acetyltransferase 2 (Acat3, Ab2-076)	0.952536 (*p* = 0.440569)	0.989649 (*p* = 0.940796)
*Hmgcr* Acc: NM_013134.2 ID: 25675	3-Hydroxy-3-methylglutaryl-CoA reductase (3H3M)	1.070248 (*p* = 0.412922)	0.663322↓ (*p* = 0.008738)
*Insig 1* Acc: NM_022392.1 ID: 64194	Insulin induced gene 1	1.242984↑ (*p* = 0.031151)	1.549161↑ (*p* = 0.003666)
*Insig 2* Acc: NM_178091.4 ID: 288985	Insulin induced gene 2	0.864261 (*p* = 0.073905)	1.265492 (*p* = 0.070329)
*Ldlr* Acc: NM_175762.2 ID: 300438	Low density lipoprotein receptor (LDLRA)	0.994617 (*p* = 0.974217)	0.996123 (*p* = 0.972744)
*Mvk* Acc: NM_031063.1 ID: 81727	Mevalonate kinase (Lrbp)	1.014383 (*p* = 0.892250)	1.129775 (*p* = 0.245258)
*Npc1* Acc: NM_001002025.11 ID: 266732	Niemann-Pick disease, type C1 (Cdig2)	1.002647 (*p* = 998400)	0.806589 (*p* = 0.314930)
	Proteins Involved in Lipid Clearance		
*Abca4* Acc: NM_00110772.1 ID: 310836	ATP-binding cassette, subfamily A (ABC1), member 4 (ABCR)	─	─
*Abcb4* Acc: NM_012690.1 ID: 24891	ATP-binding cassette, subfamily B (MDR/TAP), member 4 (Mdr2, Pgy3)	1.001665 (*p* = 0.990316)	1.352659↑ (*p* = 0.002415)
*Abcb11* Acc: NM_031760.1 ID: 83569	ATP-binding cassette, subfamily B (MDR/TAP), member 11 (Bsep, Spgp)	0.976717 (*p* = 0.887315)	2.314507↑ (*p* = 0.000044)
*Abcc3* Acc: NM_080581.1 ID: 140668	ATP-binding cassette, subfamily C (CFTR/MRP), member 3 (Mlp2, Mrp3)	1.13094 (*p* = 0.112959)	0.554283↓ (*p* = 3.47E-08)
*Abcc6* Acc: NM_031013.1 ID: 81642	ATP-binding cassette, subfamily C (CFTR/MRP), member 6 (Mrp6)	1.016698 (*p* = 0.931493)	2.173900↑ (*p* = 0.000012)
*Abcd1* Acc: NM_001108821.1 ID: 363516	ATP-binding cassette, subfamily D (ALD), member 3 (RGD1562128)	0.966064 (*p* = 0.685132)	1.009964 (*p* = 0.42331)
*Abcd3* Acc: NM_012804.1 ID: 25270	ATP-binging cassette, subfamily D (ALD), member 3 (PMP70, Pxmp1)	1.071230 (*p* = 0.315252)	1.178834 (*p* = 0.074443)
*Abcg2* Acc: NM_181381.2 ID: 312382	ATP-binding cassette, subfamily G (WHITE), member 2 (BCRP1)	0.940064 (*p* = 0.737683)	─
*Abcg5* Acc: NM_053754.2 ID: 114628	ATP-binding cassette, subfamily G (WHITE), member 5	0.980266 (*p* = 0.916333)	0.810473 (*p* = 506217)
*Apoa4* Acc: NM_012737.1 ID: 25080	Apolipoprotein A-IV (Apo-AIV, ApoA-IV, ApoAIV)	0.886124 (*p* = 637386)	1.397129 (*p* = 0.121159)
*Apob* Acc: NM_019287.2 ID: 54225	Apolipoprotein B (Aa1064, AC1-060, Apo B-100, ApoB-100, ApoB-48)	0.726099 (*p* = 0.275237)	5.457586↑ (*p* = 5.48E-13)
*Apoc2* Acc: NM_001085352.1 ID: 292697	Apolipoprotein C-II (RGD1560725)	0.935620 (*p* = 0.636398)	3.570020↑ (*p* = 2.22E-17)
*Apoc3* Acc: NM_012501.1 ID: 24207	Apolipoprotein C-III (ApoC-III, apo-CIII)	0.912894 (*p* = 0.302897)	8.022169↑ (*p* = 6.3E-25)
*Apoe* Acc: NM_138828.2 ID: 25728	Apolipoprotein E (APOEA)	1.177138 (*p* = 0.066475)	0.419997↓ (*p* = 1.01E-13)
*Apof* Acc: NM_001024351.1 ID: 500761	Apolipoprotein F	─	─
*Lpl* Acc: NM_012498.2 ID: 24539	Lipoprotein lipase	0.985218 (*p* = 0.852647)	0.543580↓ (*p* = 4.93E-12)
*Vldlr* Acc: NM_013155.2 ID: 25696	Very low density lipoprotein receptor	1.062438 (*p* = 0.461893) Or 0.888362 (*p* = 0.228697)	1.091786 (*p* = 0.205328) Or 1.200139↑ (*p* = 0.030468)
*Ppt1* Acc: NM_022502.2 ID: 29411	Palmitoyl-protein thioesterase 1 (Ppt)	0.959614 (*p* = 0.555592)	0.505612↓ (*p* = 5.61E-15) (*p* = 0.192733)
	Central Metabolic Regulators (Lipid Transcription Factors)		
*Foxa1* Acc: NM_012742.1 ID: 25098	Forkhead box A1	0.861648 (*p* = 0.59303)	0.790538 (*p* = 0.286379)
*Hnf4a* Acc: NM_022180.1 ID: 25735	Hepatocyte nuclear factor 4, alpha (Hnf4alpha, Hnf4a)	0.969862 (*p* = 0.899345)	0.897382 (*p* = 0.784789)
Mlxipl Acc: NM_133552.1 ID: 171078	MLX interacting protein-like (ChREBP, WS-bHLH, Wbscr14, bHLHd14)	0.644817↓ (*p* = 1.16E-08)	0.923704 (*p* = 0.439391)
*Nr1h3* Acc: NM_031627.2 ID: 58852	Nuclear receptor subfamily 1, group H, member 3 (LXRalpha)	1.002888 (*p* = 0.964985)	1.708129↑ (*p* = 0.000001)
*Ppara* Acc: NM_013196.1 ID: 25747	Peroxisome proliferator activated receptor alpha (PPAR)	0.897809 (*p* = 0.394852)	2.537218↑ (*p* = 0.000000)
*Ppard* Acc: NM_013141.2 ID: 25682	Peroxisome proliferator activated receptor delta (Pparb)	1.000165 (*p* = 0.998956) and 0.991657 (*p* = 0.964720)	1.428902↑ (*p* = 0.005855) and 1.167184 (*p* = 0.271325)
*Pparg* Acc: NM_013124.3 NM_001145366.1 NM_001145367.1 ID: 25664	Peroxisome proliferator activated receptor gamma	0.801471↓ (*p* = 0.003078)	0.924624 (*p* = 0.447736)
*Ppargc1a* Acc: NM_031347.1 ID: 83516	Peroxisome proliferator activated receptor gamma, coactivator 1 alpha (Ppargc1)	0.719326 (*p* = 0.192474)	1.479666 (*p* = 0.067544)
*Ppargc1b* Acc: NM_176075.2 ID: 291567	Peroxisome proliferator activated receptor, coactivator 1 beta (PGC1beta, Perc)	1.020089 (*p* = 0.82730)	0.633941↓ (*p* = 0.001608)
*Srebf1* Acc: XM_213329.5 XM_001075680.2 ID: 78968	Sterol regulatory element binding transcription factor 1 (ADD-1, ADD1, SREBP-1, SREBP-1c, Srebp1)	0.986205 (*p* = 0.859100) and 1.018349 (*p* = 0.853102)	1.837534↑ (*p* = 9.10E-08) and 1.865578↑ (*p* = 0.000003)
Srebf2 Acc: NM_001033694.1 ID: 300095	Sterol regulatory element binding transcription factor 2 (SREBP-2, SREBP2-retired, Srebf2)	1.028776 (*p* = 0.707159)	0.82597 (*p* = 0.471771)
*Xbp1* Acc: NM_001004210.1 ID: 289754	X-box binding protein 1 (HTF)	1.055655 (*p* = 0.434625)	1.317409↑ (*p* = 0.000651)

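Among the 79 table genes measured in each tissue, NDGA changed 42 in adipose tissue, 38 in liver and 50 in muscle, but at least 1.5-fold for only 14 in adipose tissue against 23 and 29. *Scd1* and *Elovl5* were among the 5 adipose genes that changed at least 2-fold, a number that was 12 in liver and 11 in muscle. Outside lipid metabolism the largest adipose changes were in genes of other tissues. The seminal vesicle secretions *Svs3a*, *Svs5* and *Semg1* fell by 5.87 (SE 0.05), 5.71 (SE 0.14) and 5.66 (SE 0.07) with NDGA, after rises of 8.94 (SE 0.05) and 8.17 (SE 0.14) on HFrD and of at least 599.5-fold for *Semg1*. Skeletal muscle genes fell on HFrD, *Myl11* by 3.61 (SE 0.05) and *Ttn* by 3.23 (SE 0.07), and again with NDGA, *Acta1* by 3.17 (SE 0.04). All had adjusted p from 1.43e-08 to 8.11e-07 with NDGA and adjusted p from 2.07e-09 to 4.33e-07 on HFrD in limma.

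Of 19 skeletal muscle fibre markers, 2 were higher and 15 lower (2 and 15 when adjusted over the list alone) with NDGA, at a median of -1.02 (adjusted p = 1.12e-08 from camera in limma, adjusted p = 0.262 with an estimated correlation). Of 25 genes of mitochondrial β-oxidation, 13 were higher and 1 lower (13 and 1 when adjusted over the list alone) at a median of 0.13, though the set test did not pass (adjusted p = 0.228). The carnitine-acylcarnitine carrier *Slc25a20* rose by 0.59 (SE 0.04), and *Hadha* fell by 0.24 (SE 0.05, centred 0.09).

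**Figure D3:**
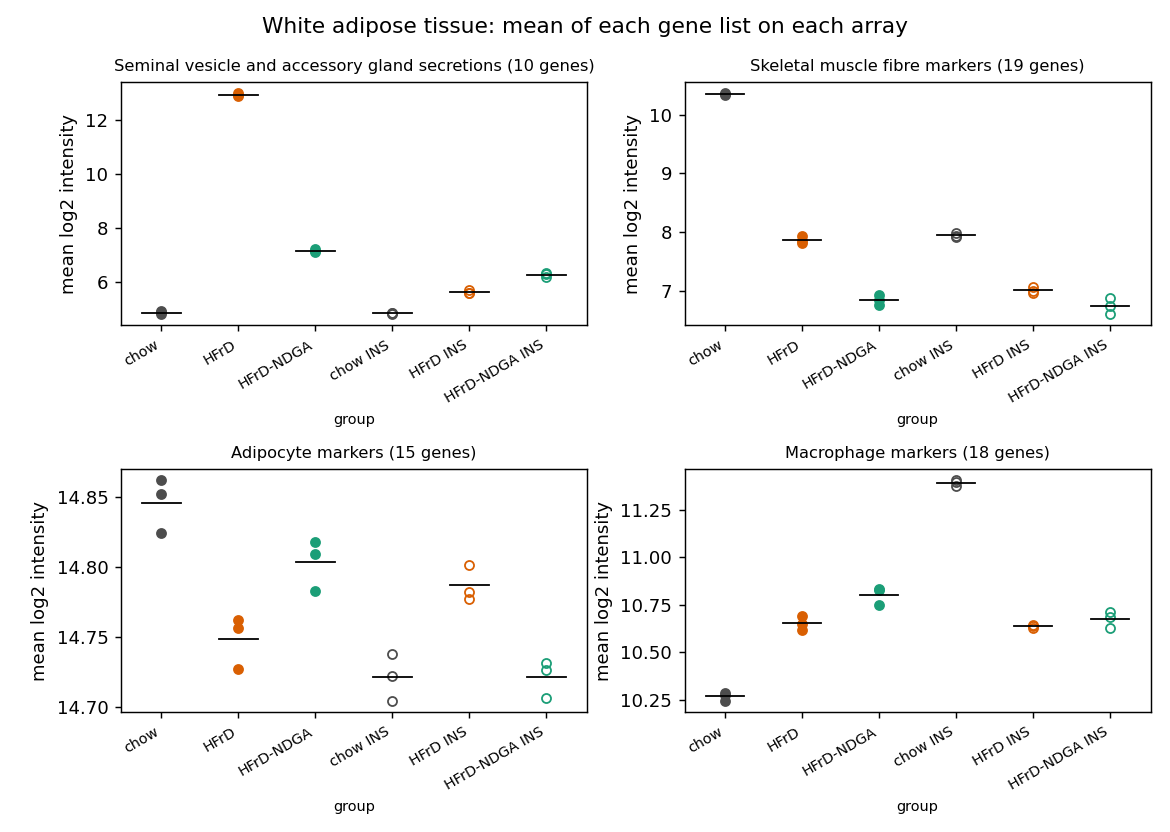
Mean log2 normalized intensity in white adipose tissue over the genes of 4 lists, 1 point per array, filled for arrays without and open for arrays with INS in their label, with a line at the group mean. Genes of seminal vesicle and accessory gland secretions, a list made after the files were seen, lie at 4.81 to 4.93 on chow, 12.88 to 12.99 on HFrD and 7.12 to 7.22 on HFrD-NDGA, and skeletal muscle fibre markers at 10.34 to 10.37, 7.81 to 7.94 and 6.75 to 6.93.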

Compared to liver and skeletal muscle, relatively less effect of NDGA was detected on lipid metabolizing genes in white adipose tissue (Table 3). The adipose expression of fatty acid transporter *Slc27a1* was significantly reduced by high-fructose feeding, whereas its levels were markedly increased in HFrD rats treated with NDGA. Likewise, consumption of the high-fructose diet led to down-regulation of the majority of fatty acid oxidation genes except *Acox1*, whereas NDGA treatment increased expression of only *Acadsb* and *Acadvl* (Table 3). In addition, HFrD feeding increased the expression of lipogenic genes such as *Gck*, *Pklr*, *Acly*, and *Scd1*, but reduced the levels of *Elovl1*. 

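*Slc27a1* (FATP1), which takes up fatty acids into fat cells under insulin, fell by 0.76 (SE 0.08) on the high-fructose diet and rose by 0.38 (SE 0.08) with NDGA (adjusted p = 0.000266 and 0.00627 in limma). Its mean log2 intensity of 11.18 on HFrD-NDGA stayed below the chow mean of 11.55. *Slc27a2* was not above background in any of the diets. *Acsl1*, the main synthetase of fat cells, followed with a fall of 0.25 (SE 0.04) and a rise of 0.13 (SE 0.04).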

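On the high-fructose diet *Ehhadh* fell by 0.70 (SE 0.08) in adipose tissue, the short-chain dehydrogenase *Acads* by 0.69 (SE 0.08), *Cpt1b* by 0.58 (SE 0.06), the hydratase *Echs1* by 0.47 (SE 0.09) and *Acadvl* by 0.43 (SE 0.05). With NDGA, *Acadvl* and *Acads* both rose by 0.43 (SE 0.05 and 0.08), *Echs1* by 0.38 (SE 0.09), *Ehhadh* by 0.37 (SE 0.08), *Eci1* by 0.27 (SE 0.05) and *Cpt2* by 0.11 (SE 0.03). *Acadsb* passed too (adjusted p = 0.000469), with a signal that rose from background to just above it, so no fold is given. The other NDGA changes had adjusted p from 0.000648 to 0.0272 and the HFrD changes adjusted p from 0.000369 to 0.00479 in limma. In all, 7 of 14 oxidation genes fell with fructose and 8 rose with NDGA, where of all 19791 genes 6961 fell and 6387 rose. *Cpt1b* at 0.17 (SE 0.06), *Cpt1a* at 0.03 (SE 0.05) and the dehydrogenases *Acadl* and *Acadm* at 0.06 (SE 0.07) and -0.06 (SE 0.07, centred 0.27, unscaled 0.16) did not pass with NDGA.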

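The desaturase *Scd1* rose by 3.23 (SE 0.06) in adipose tissue on the high-fructose diet, or 9.41-fold. *Pklr*, the pyruvate kinase of liver and red cells, rose by 1.00 (SE 0.21) and *Acly* by 0.29 (SE 0.04, centred -0.26). The elongase *Elovl1* fell by 0.59 (SE 0.02) and *Me1* by 0.31 (SE 0.08). In limma they had adjusted p from 1.48e-07 to 0.0128. The 3 erythroid markers measured, of 9 listed in advance, rose in the same arrays at a median of 3.52 (adjusted p = 9.64e-05 from camera in limma, adjusted p = 0.1 with an estimated correlation). *Fasn* did not pass, at 0.05 (SE 0.10, centred -0.52, unscaled -0.05), and was called lower with each array centred. Of the SREBP-1c and ChREBP targets fixed in advance 6 were higher and 8 lower (6 and 8 when adjusted over the list alone). Their median was -0.05 and their mean 0.16, of opposite sign (centred median -0.46, unscaled 0.01), and the set test, upward in direction, did not pass (adjusted p = 0.399). Without scaling *Acly* lost its call.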

Simultaneous HFrD and NDGA feeding decreased the expression of several lipogenic genes, e.g., *Gck*, *Pklr*, *Scd1*, and *Fads1*, but increased the expression *Elovl1*, *Elovl5* and *Elovl6*. 

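With NDGA in the diet, adipose *Scd1* fell by 1.32 (SE 0.06) and *Pklr* by 0.97 (SE 0.21). Mean *Scd1*, at 13.02, remained above its chow mean of 11.11. *Elovl5*, which extends polyunsaturated fatty acids, rose by 1.15 (SE 0.04) and *Elovl1* by 0.66 (SE 0.02). Those 4 had adjusted p from 3.18e-06 to 0.00847 in limma. The erythroid markers had a median of -3.49 (adjusted p = 0.000144 from camera in limma, adjusted p = 0.262 with an estimated correlation). *Fads1* was -0.18 (SE 0.08, centred 0.10) and *Elovl6* -0.26 (SE 0.10), and neither passed (adjusted p from 0.0789 to 0.12). The mean over the probes of *Elovl6* rose, by 0.16, where the brightest probe stood lower. *Fasn* and *Acly* gave -0.07 (SE 0.10, centred 0.24, unscaled 0.13) and -0.07 (SE 0.04, centred 0.24, unscaled 0.13). *Fads1* passed without HFrD replicate 3 (0.025 to 0.293 over single arrays left out) and *Elovl6* without HFrD replicate 1 (0.000881 to 0.212).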

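The glycerol-phosphate acyltransferases *Gpat4* and *Gpat3*, listed in the paper as *Agpat6* and *Agpat9*, fell by 0.66 (SE 0.04) and 0.59 (SE 0.12) in adipose tissue on HFrD and rose by 0.65 (SE 0.04) and 0.64 (SE 0.12) with NDGA. *Dgat1* fell by 0.46 (SE 0.11) and rose by 0.53 (SE 0.11). *Agpat1* went the other way, up by 0.75 (SE 0.15) and then down by 0.84 (SE 0.15), as did *Arf3*, by 0.25 (SE 0.04, centred -0.31) and 0.35 (SE 0.04). *Agpat3* fell by 0.70 (SE 0.12) on HFrD, and its change of 0.25 (SE 0.12) with NDGA did not pass (adjusted p = 0.15). The other changes had adjusted p from 2.67e-05 to 0.0103 on HFrD and adjusted p from 3.20e-05 to 0.0061 with NDGA in limma. *Dgat2*, the brighter of the pair of diacylglycerol acyltransferases, gave -0.03 (SE 0.05, centred 0.15, unscaled 0.04) and *Mogat1* 0.01 (SE 0.08, unscaled -0.07).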

The expression of a number of genes involved in TG synthesis, such as *Agpat1*, *Agpat3*, *Agpat6*, *Agpat9*, *Dgat1* and *Arf3*, were reciprocally regulated by HFrD feeding and HFrD-NDGA treatment. Both high-fructose feeding and combined high-fructose diet and NDGA treatment markedly altered the expression of key genes involved in lipid clearance, e.g., *Apo4*, *Apoc2*, *Apoc3*, *Apoe*, *VLDLR* and *Lpl* (Table 3). 

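*Vldlr* fell by 0.65 (SE 0.05) in adipose tissue on HFrD and rose by 0.20 (SE 0.05) with NDGA. *Apoe* rose by 0.49 (SE 0.05, centred -0.00444) and then fell by 0.23 (SE 0.05), and lipoprotein lipase, *Lpl*, among the brightest genes of this tissue, rose by 0.11 (SE 0.04, centred -0.34) and fell by 0.18 (SE 0.04). *Apoc3*, an inhibitor of lipoprotein lipase, fell by 0.62 (SE 0.07) and rose by 0.47 (SE 0.07). Limma gave adjusted p from 6.10e-05 to 0.0457 on HFrD and adjusted p from 0.00171 to 0.012 with NDGA. *Apoa4* and *Apoc2* passed in both comparisons, with signals not above background in any group. The peroxisomal transporter *Abcd3* fell by 0.43 (SE 0.04) and rose by 0.15 (SE 0.04).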

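*Nr1h3*, the liver X receptor α gene, rose by 0.36 (SE 0.03) in adipose tissue with NDGA, *Ppara* by 0.51 (SE 0.12) and *Srebf1* by 0.31 (SE 0.06). *Mlxipl* rose by 0.38 (SE 0.06) and *Ppargc1b* by 0.21 (SE 0.04). On the high-fructose diet *Ppargc1b* had fallen by 0.42 (SE 0.04), *Srebf1* by 0.38 (SE 0.06) and *Nr1h3* by 0.22 (SE 0.03), while *Ppara* did not pass, at -0.01 (SE 0.12, unscaled 0.35). Those that passed had adjusted p from 6.03e-05 to 0.0115 with NDGA and adjusted p from 0.000238 to 0.00181 on HFrD in limma. *Pparg*, the master regulator of fat cells, gave 0.07 (SE 0.04) with NDGA and *Ppard* 0.08 (SE 0.07). Without scaling, *Ppara* with NDGA and *Ppargc1b* on HFrD lost their calls.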

Among the lipid transcription factors, the expression of *Ppara*, *Srebf1*, and *Nr1h3* was increased following NDGA treatment, whereas high-fructose feeding alone decreased the expression of *Ppargc1b* and *Srebf1* genes. In contrast, HFrD feeding increased the expression of *Pparg1a*.

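*Ppargc1a*, the coactivator of mitochondrial biogenesis, was faint in adipose tissue: its mean log2 intensity was 4.83 on chow, 6.07 on HFrD and 4.79 on HFrD-NDGA, near the floor. It passed as higher on HFrD than on chow in limma (adjusted p = 0.0451) and as lower with NDGA (adjusted p = 0.0428), but a bound that allows for background gives no fold. As single arrays were left out, the HFrD p ran from 0.0206 to 0.118.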

**Table 3:** Adipose tissue genes responsive to feeding of a high-fructose diet (HFrD) or HFrD supplemented with NDGA (HFrD-NDGA)

Gene symbol/GenBank accession/Gene ID	Entrez gene name	HFrD/Chow (Fold-change)	HFrD-NDGA/HFrD (Fold-change)
	Fatty Acid Transport		
*Slc27a1* Acc: NM_053580.2 ID: 94172	Soluble carrier family 27 (fatty acid transporter), member 1 (FATP1)	0.626371↓ (*p* = 0.000005)	1.243585↑ (*p* = 0.035818)
*Slc27a2* Acc: NM_031736.1 ID: 65192	Soluble carrier family 27 (fatty acid transporter), member 2 (FATP2)	─	0.843521 (*p* = 0.704995)
	Acyl-CoA Synthetases		
*Acsl1* Acc: NM_012820.1 ID: 25288	Acyl-CoA synthetase long-chain family member 1 (ACS, Acas, COAA, Facl2)	0.871766 (*p* = 0.143945)	1.022277 (p = 0.780026)
*Acsl4* Acc: NM_053623.1 ID: 113976	Acyl-CoA synthetase long-chain family member 4 (ACS4, Facl4)	0.878305 (*p* = 0.54153)	0.964436 (*p* = 0.62090)
*Acsm3* Acc: NM_033231.1 ID: 24763	Acyl-CoA synthetase medium-chain family member 3 (Sa, Sah)	0.987186 (*p* = 0.961215)	0.805024 (*p* = 0.413656)
*Acss2* Acc: NM_001107793.1 ID: 311569	Acyl-CoA synthetase short chain family member 2 (Acss2)	0.966705 (*p* = 0.717211)	0.884133 (*p* = 0.161879)
	Fatty Acid Oxidation		
*Cpt1a* Acc: NM_031559.2 ID: 25757	Carnitine palmitoyltransferase 1a, liver (CPT-1a)	0.929886 (*p* = 0.346192)	0.971389 (*p* = 0.737175)
*Cpt1b* Acc: NM_013200.1 ID: 25756	Carnitine palmitoyltransferase 1b, muscle (CPT-1B, M-CPT1)	0.705154↓ (*p* = 0.000182)	1.080327 (*p* = 0.411449)
*Cpt1c* Acc: NM_001034925.2 ID: 308579	Carnitine palmitoyltransferase 1c (CPT 1C, CPT1-B, CPTI-B)	0.912484 (*p* = 0.292825)	1.076052 (*p* = 0.61451)
*Cpt2* Acc: NM_012930.1 ID: 25413	Carnitine palmitoyltransferase 2 (CPTII)	1.058655 (*p* = 0.394189)	1.03461 (*p* = 0.630057)
*Acox1* Acc: NM_017340.2 ID: 506811	Acyl-CoA oxidase, palmitoyl (RATACOA1)	1.291301↑ (*p* = 0.000954)	1.086216 (*p* = 0.293942)
*Acadl* Acc: NM_012819.1 ID: 25287	Acyl-CoA dehydrogenase, long chain (ACOADA, LCAD)	1.024278 (*p* = 0.778232)	0.976708 (*p* = 0.800795)
*Acadm* Acc: NM_016986.2 ID: 24158	Acyl-CoA dehydrogenase, C-4 to C-12 straight chain (MCAD)	1.017514 (*p* = 0.84005)	0.917314 (*p* = 0.340538)
*Acads* Acc: NM_022512.1 ID: 64304	Acyl-Coa dehydrogenase, C-2 to C-3 short chain (Scad)	0.645793↓ (*p* = 0.000149)	1.280965 (*p* = 0.065028)
*Acadsb* Acc: NM_013084.1 ID: 25618	Acyl-CoA dehydrogenase, short/branched chain	0.775064 (*p* = 0.065038)	1.804414↑ (*p* = 0.00009)
*Acadvl* Acc: NM_012891.1 ID: 25363	Acyl-CoA dehydrogenase very long chain (VLCAD)	0.785093↓ (*p* = 0.006311)	1.285064↑ (*p* = 0.003725)
*Eci1* Acc: NM_017306.4 ID: 29740	Enoyl-CoA delta isomerase 1(Deci)	0.978982 (*p* = 0.785245)	1.134394 (*p* = 0.11201)
*Echs1* Acc: NM_078623.2 ID: 140547	Enoy-CoA hydratase, short chain 1, mitochondrial	0.764837↓ (*p* = 0.007566)	1.220593 (*p* = 0.080591)
*Ehhadh* Acc: NM_133606.1 ID: 171142	Enoyl-CoA hydratase/3-hydroxyacyl-CoA dehydrogenase	0.64736↓ (*p* = 0.000141)	1.219944 (*p* = 0.061876)
*Eci2* Acc: NM_001006966.1 ID:291075	Enoyl-CoA delta isomerase 2 (Peci)	0.899414 (*p* = 0.120824)	0.74287↓ (*p* = 0.000344)
	Fatty Acid Synthesis/ De Novo		
	Lipogenesis		
Gckr Acc: NM_013120.2 ID: 25658	Glucokinase (hexokinase 4) regulator (GLRE)	0.755501 (*p* = 0.055196)	1.126918 (*p* = 0.490323)
*Gck* Acc: NM_012565.1 ID: 24385	Glukokinase (GLUKA, RNGK2)	4.265985↑ (*p* = 6.89E-18)	0.302628↓ (*p* = 4.47E-11)
*Pklr* Acc: NM_012624.3 ID: 24651	Pyruvate kinase, liver and RBC (PK1, PKL, Pklg)	2.097495↑ (*p* = 0.000451)	0.498737↓ (*p* = 0.000675)
*Acly* Acc: NM_016987.2 NM_001111095.1 ID: 24159	ATP citrate lyase (ACL, Clatp)	1.295435↑ (*p* = 0.000403)	0.895746 (*p* = 0.143597)
*Fasn* Acc: NM_01332.1 ID: 50761	Fatty acid synthase	1.08142 (*p* = 0.423101)	0.904824 (*p* = 0.357733)
*Me1* Acc: NM_012600.2 ID: 24552	Malic enzyme 1, NADP(+)-dependent, cytosolic (MOD1)	0.847973 (*p* = 0.065373)	0.990152 (*p* = 0.920281)
*Me2* Acc: NM_001111095.1 ID: 307270	Malic enzyme 2, NAD(+)-dependent, mitochondrial	—	—
*Scd1* Acc: NM_139192.2 ID: 246074	Stearyol-Coenzyme A desaturase 1	9.92997↑ (*p* = 0.00E + 00)	0.367553↓ (p = 3.10E-28)
*Elovl1* Acc: NM_001044275.1 ID: 67953.2	ELOVL fatty acid elongase 1	0.696973↓ (*p* = 0.) and 1.025883 (*p* = 0.77018)	1.502326↑ (*p* = 5.63E-09) and 1.199776 (*p* = 0.056696)
*Elovl2* Acc: NM_001109118.1 ID: 498728	ELOVL fatty acid elongase 2	0.712072 (*p* = 0.389679)	0.330644 (*p* = 0.176175)
*Elovl4* Acc: NM_001191796.1 XM_001062735.2 ID: 315851	ELOVL fatty acid elongase 4	1.053677 (*p* = 0.719414)	0.950803 (*p* = 0.678269)
*Elovl5* Acc: NM_134382.1 ID: 171400	ELOVL fatty acid elongase 5 (rELO1)	1.027579 (*p* = 0.719414)	2.101966↑ (*p* = 1.14E-17)
*Elovl6* Acc: NM_134383.2 ID: 171402	ELOVL fatty acid elongase 6 (Lce2, rELO2)	0.511033↓ (*p* = 2.11E-11) and 1.322709↑ (*p* = 0.037357)	1.436011↑ (*p* = 0.001273) and 0.797587 (*p* = 0.0795)
*Fads1* Acc: NM_053445.2 ID: 84575	Fatty acid desaturase 1	1.16415 (*p* = 0.102452)	0.828712↓ (*p* = 0.042428)
*Fads2* Acc: NM_031344.2 ID: 83512	Fatty acid desaturase 2 (Fadsd6)	1.036468 (*p* = 0.84278)	0.890867 (*p* = 0.485008)
*Mlcyd* Acc: NM_053477.1 ID: 85239	Malonyl-CoA decarboxylase	1.06015 (*p* = 0.581558)	0.800024↓ (*p* = 0.047506)
	Triglyceride (TG) Synthesis/VLDL-TG Assembly		
*Agpat1* Acc: NM_212458.1 ID: 406165	1-Acylglycerol-3-phosphate *O*-acyltransferase 1	1.733174↑ (*p* = 0.000011)	0.551598↓ (*p* = 0.000015)
*Agpat2* Acc: NM_001107821.1 ID: 311821	1-Acylglycerol-3-phosphate *O*-acyltransferase 2	0.890825 (*p* = 0.154834)	0.98959 (*p* = 0.895733)
*Agpat3* Acc: NM_001106378.1 ID: 311821	1-Acylglycerol-3-phosphate *O*-acyltransferase 3	0.625706↓ (*p* = 0.004796)	1.138055 (*p* = 0.352178)
*Agpat6* Acc: NM_001047849.1 ID: 305166	1-Acylglycerol-3-phosphate *O*-acyltransferase 6 (RGD1310520)	0.668305↓ (*p* = 0.754188)	1.483745↑ (*p* = 0.000001)
*Agpat9* Acc: 001025670.1 ID: 305166	1-Acylglycerol-3-phosphate *O*-acyltransferase 9	0.702126↓ (*p* = 0.007365)	1.461539↑ (*p* = 0.002906)
*Mogat1* Acc: NM_001108803.1 ID: 363261	Monoacylglycerol *O*-acyltransferase 1	0.911577 (*p* = 0.405954)	0.977825 (*p* = 0.860977)
*Dgat1* Acc: NM_053437.1 ID: 84497	Diacylglycerol *O*-acyltransferase 1 (ARAT, Dgat)	0.766526↓ (*p* = 0.033377)	1.35964↑ (*p* = 0.012554)
*Dgat2* Acc: NM_001012345.1 ID: 252900	Diacylglycerol *O*-acyltransferase 2 (ARAT)	1.000764 (*p* = 0.992838)	0.890682 (*p* = 0.159626)
*Arf3* Acc: NM_080904.2 ID: 140940	ADP-ribosylation factor 3 (AC1-253)	1.253088↑ (*p* = 0.000991)	0.745999↓ (*p* = 0.000289)
	Cholesterol Synthesis/Metabolism		
*Acat2* Acc: NM_001006995.1 ID: 308100	Acetyl-CoA acetyltransferase 2 (Acat3, Ab2-076)	1.149942 (*p* = 0.064026)	0.846982↓ (*p* = 0.020354)
*Hmgcr* Acc: NM_013134.2 ID: 25675	3-Hydroxy-3-methylglutaryl-CoA reductase (3H3M)	0.614003↓ (*p* = 0.000734)	1.212062 (*p* = 0.155741)
*Insig 1* Acc: NM_022392.1 ID: 64194	Insulin induced gene 1	1.046145 (*p* = 0.573908)	0.618888↓ (*p* = 0.000006)
*Insig 2* Acc: NM_178091.4 ID: 288985	Insulin induced gene 2	0.823541 (*p* = 0.133816)	1.467193↑ (*p* = 0.003866)
*Ldlr* Acc: NM_175762.2 ID: 300438	Low density lipoprotein receptor (LDLRA)	0.761982 (*p* = 0.148211)	1.204468 (*p* = 0.362466)
*Mvk* Acc: NM_031063.1 ID: 81727	Mevalonate kinase (Lrbp)	1.024571 (*p* = 0.839357)	1.168772 (*p* = 0.150024)
*Npc1* Acc: NM_001002025.11 ID: 266732	Niemann-Pick disease, type C1 (Cdig2)	0.838672 (*p* = 0.861612)	1.21535 (*p* = 0.847542)
	Proteins Involved in Lipid Clearance		
*Abca4* Acc: NM_00110772.1 ID: 310836	ATP-binding cassette, subfamily A (ABC1), member 4 (ABCR)	─	─
*Abcb4* Acc: NM_012690.1 ID: 24891	ATP-binding cassette, subfamily B (MDR/TAP), member 4 (Mdr2, Pgy3)	1.290231 (*p* = 0.284859)	0.894225 (*p* = 0.438512)
*Abcb11* Acc: NM_031760.1 ID: 83569	ATP-binding cassette, subfamily B (MDR/TAP), member 11 (Bsep, Spgp)	0.693218 (*p* = 0.05412)	1.397109 (*p* = 0.086006)
*Abcc3* Acc: NM_080581.1 ID: 140668	ATP-binding cassette, subfamily C (CFTR/MRP), member 3 (Mlp2, Mrp3)	0.930144 (*p* = 0.499966)	0.930223 (*p* = 0.509623)
*Abcc6* Acc: NM_031013.1 ID: 81642	ATP-binding cassette, subfamily C (CFTR/MRP), member 6 (Mrp6)	1.044104 (*p* = 0.931493)	0.953551 (*p* = 0.836794)
*Abcd1* Acc: NM_001108821.1 ID: 363516	ATP-binding cassette, subfamily D (ALD), member 3 (RGD1562128)	0.981591 (*p* = 0.867544)	0.973671 (*p* = 0.807543)
*Abcd3* Acc: NM_012804.1 ID: 25270	ATP-binging cassette, subfamily D (ALD), member 3 (PMP70, Pxmp1)	0.775986↓ (*p* = 0.000407)	1.067058 (*p* = 0.3708)
*Abcg2* Acc: NM_181381.2 ID: 312382	ATP-binding cassette, subfamily G (WHITE), member 2 (BCRP1)	0.840673 (*p* = 0.694657)	1.966469 (*p* = 0.051575)
*Abcg5* Acc: NM_053754.2 ID: 114628	ATP-binding cassette, subfamily G (WHITE), member 5	1.289574 (*p* = 0.31897)	0.839246 (*p* = 0.375668)
*Apoa4* Acc: NM_012737.1 ID: 25080	Apolipoprotein A-IV (Apo-AIV, ApoA-IV, ApoAIV)	1.975251↑ (*p* = 0.005407)	0.701419 (*p* = 0.119689)
*Apob* Acc: NM_019287.2 ID: 54225	Apolipoprotein B (Aa1064, AC1-060, Apo B-100, ApoB-100, ApoB-48)	0.90111 (*p* = 0.750761)	1.187596 (*p* = 0.618021)
*Apoc2* Acc: NM_001085352.1 ID: 292697	Apolipoprotein C-II (RGD1560725)	2.057009↑ (*p* = 0.000592)	0.532413↓ (*p* = 0.000001)
*Apoc3* Acc: NM_012501.1 ID: 24207	Apolipoprotein C-III (ApoC-III, apo-CIII)	0.684698↓ (*p* = 0.000263)	1.307856↑ (*p* = 0.008469)
*Apoe* Acc: NM_138828.2 ID: 25728	Apolipoprotein E (APOEA)	1.485673↑ (*p* = 0.000003)	0.778654↓ (*p* = 0.004399)
*Apof* Acc: NM_001024351.1 ID: 500761	Apolipoprotein F	─	─
*Lpl* Acc: NM_012498.2 ID: 24539	Lipoprotein lipase	1.135422 (*p* = 0.100839)	0.812916↓ (*p* = 0.007915)
*Vldlr* Acc: NM_013155.2 ID: 25696	Very low density lipoprotein receptor	0.6722↓ (*p* = 0.000001) Or 0.486999↓ (*p* = 8.10E-08)	1.096751 (*p* = 0.283284) Or 1.520316↑ (*p* = 0.002103)
*Ppt1* Acc: NM_022502.2 ID: 29411	Palmitoyl-protein thioesterase 1 (Ppt)	0.9252 (*p* = 0.307699)	1.076592 (*p* = 0.320819) (*p* = 0.192733)
	Central Metabolic Regulators (Lipid Transcription Factors)		
*Foxa1* Acc: NM_012742.1 ID: 25098	Forkhead box A1	0.828962 (*p* = 0.418498)	1.067287 (*p* = 0.72547)
*Hnf4a* Acc: NM_022180.1 ID: 25735	Hepatocyte nuclear factor 4, alpha (Hnf4alpha, Hnf4a)	1.208695 (*p* = 0.660749)	0.934321 (*p* = 0.806661)
Mlxipl Acc: NM_133552.1 ID: 171078	MLX interacting protein-like (ChREBP, WS-bHLH, Wbscr14, bHLHd14)	1.019326 (*p* = 0.831873)	1.23554↑ (*p* = 0.015243)
*Nr1h3* Acc: NM_031627.2 ID: 58852	Nuclear receptor subfamily 1, group H, member 3 (LXRalpha)	0.898224 (*p* = 0.132662)	1.22274↑ (*p* = 0.00316)
*Ppara* Acc: NM_013196.1 ID: 25747	Peroxisome proliferator activated receptor alpha (PPAR)	1.042152 (*p* = 0.702728)	1.34318↑ (*p* = 0.01657)
*Ppard* Acc: NM_013141.2 ID: 25682	Peroxisome proliferator activated receptor delta (Pparb)	1.049635 (*p* = 0.640966) and 1.023475 (*p* = 0.858495)	1.001442 (*p* = 0.988966) and 0.929482 (*p* = 0.61664)
*Pparg* Acc: NM_013124.3 NM_001145366.1 NM_001145367.1 ID: 25664	Peroxisome proliferator activated receptor gamma	1.140175 (*p* = 0.07102)	0.96347 (*p* = 0.648174)
*Ppargc1a* Acc: NM_031347.1 ID: 83516	Peroxisome proliferator activated receptor gamma, coactivator 1 alpha (Ppargc1)	2.166136↑ (*p* = 0.013221)	0.49897 (*p* = 0.089406)
*Ppargc1b* Acc: NM_176075.2 ID: 291567	Peroxisome proliferator activated receptor, coactivator 1 beta (PGC1beta, Perc)	0.787663↓ (*p* = 0.007863)	1.092996 (*p* = 0.296335)
*Srebf1* Acc: XM_213329.5 XM_001075680.2 ID: 78968	Sterol regulatory element binding transcription factor 1 (ADD-1, ADD1, SREBP-1, SREBP-1c, Srebp1)	0.810661↓ (*p* = 0.012341) and 0.885992 (*p* = 0.449261)	1.17608 (*p* = 0.063087) and 1.460992↑ (*p* = 0.011985)
Srebf2 Acc: NM_001033694.1 ID: 300095	Sterol regulatory element binding transcription factor 2 (SREBP-2, SREBP2-retired, Srebf2)	0.854579 (*p* = 0.062966)	0.964258 (*p* = 0.651328)
*Xbp1* Acc: NM_001004210.1 ID: 289754	X-box binding protein 1 (HTF)	1.168979 (*p* = 0.087563)	1.080755 (*p* = 0.380509)

## Discussion

The objective of this study was to examine the effects of dietary administration of NDGA on gene expression involved in lipid homeostasis in liver, skeletal muscle and adipose tissue in rats chronically fed a 60 % fructose diet. A secondary goal was to utilize the information about the expression patterns of genes to identify lipid genes and pathways and modulators of lipid metabolism that might be the targets of NDGA amelioration of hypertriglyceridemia and hepatic steatosis. We examined gene expression in liver, gastrocnemius muscle (a representative of skeletal muscle) and white adipose tissue when rats were fed a chow, or HFrD supplemented with ± NDGA. We selected liver, skeletal muscle and adipose tissue for the following reasons: 1) the liver is a major organ responsible for fatty acid catabolism, de novo lipid synthesis (lipogenesis), triglyceride synthesis and export in the form of VLDL-TG; 2) skeletal muscle is a major site of fatty acid oxidation; and 3) fat stored as triglyceride in adipose tissue and mobilized in the form of plasma free fatty acids (FFAs) is the major fuel reserve and fuel source. In addition, all three tissues are highly sensitive to insulin action. We identified a number of genes involved in fatty acid oxidation, lipogenesis, and lipid clearance, as well as transcription factors influencing lipid metabolism, whose expression was significantly altered in response to NDGA treatment in these three tissue types.

As reported previously, and confirmed here, after 16 weeks on a diet in which about 67 % of kcals are derived from fructose, the rats developed hyperinsulinemia (insulin resistance), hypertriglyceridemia and hepatic steatosis [47, 56, 68]. Additionally, our results demonstrated that the dietary administration of NDGA greatly attenuated the HFrD induced hepatic steatosis and plasma triglyceride levels. Given that hepatic steatosis and dyslipidemia result from an imbalance in lipid homeostasis in the liver when fatty acid uptake or *de novo* lipogenesis outweighs lipid oxidation or export. Accordingly, we first examined the effects of HFrD and HFrD + NDGA feeding on the expression of key genes involved in hepatic fatty acid uptake, fatty acid oxidation and thioesterification/activation of fatty acids catalyzed by acyl-CoA synthetase enzymes, which is required for fatty acid catabolism, de novo lipogenesis and remodeling of biological membranes. Whereas expression of fatty acid transporter Slc27a1 (FATP1) was not affected by high-fructose feeding, expression of Slc27a2 (FATP2) was significantly upregulated. Likewise, although HFrD + NDGA treatment had no effect on the mRNA levels of Slc27a1, co-treatment with NDGA prevented the HFrD-induced expression of Slc27a2. 

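*Slc27a2* (FATP2) is among the brightest genes in liver and rose by 0.34 (SE 0.07) with fructose (adjusted p = 0.0233, limma). *Slc27a1* (FATP1) is dimmer there, and its change of -0.28 (SE 0.12) did not pass (adjusted p = 0.166). Leaving out single arrays put *Slc27a2* at adjusted p from 0.0101 to 0.0839.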

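Hepatic *Slc27a2* had a mean log2 intensity of 14.48 on chow, 14.83 on HFrD and 14.90 on HFrD-NDGA. Its change with NDGA was 0.08 (SE 0.07) and that of *Slc27a1* 0.14 (SE 0.12), and neither passed in limma (adjusted p from 0.528 to 0.559). Against chow, the HFrD-NDGA group was higher in *Slc27a2* by 0.42 (SE 0.07) (adjusted p = 0.00635).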

We further observed that NDGA upregulated the expression of several genes for enzymes involved in fatty acid oxidation, including Cpt1b, Cpt2, Acox1, Acadvl, Eci and Ehbadh. In addition, our data provide evidence that NDGA differentially impacted the PPARα target genes for the enzymes involved in fatty acid thiolation/ activation (synthesis of acyl-CoAs); it increased the expression of acyl-CoA synthetase long-chain family member 1 (Acsl1) and acyl-CoA synthetase medium-chain family member 3 (Acsm3), but attenuated the levels of acyl-CoA synthetase long-chain family member 4 (Acsl4) and acyl-CoA synthetase short-chain family member 2 (Acss2). These acetyl-CoA synthetases vary in their substrate specificity and partitioning of fatty acids towards diverse cellular metabolic pathways. Acsl1shows preference for long chain saturated and monounsaturated fatty acids C16 to C18, whereas Acsl4 shows specificity for polyunsaturated fatty acids C20:4 and C20:5 [65]. Acsm3 acts on medium chain fatty acids C4 to C11 and catalytic function of Acss2 is to catalyze the activation of acetate (short chain) for use in lipid synthesis. Since C4-C18 fatty acids are mainly oxidized via mitochondrial β-oxidation, it is likely that NDGA induces the expression of Acsl1 and Acsm3 in an effort to promote increased channeling of the hepatic medium and long chain fatty acids for their catabolism via mitochondrial β-oxidation. 

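Known targets of PPARα moved strongly in liver with NDGA. The cytosolic thioesterase *Acot1*, not above background on HFrD, rose at least 322-fold, and the mitochondrial carrier *Ucp3* at least 7.73-fold. Not all of them rose, since the ω-hydroxylase *Cyp4a2* fell by 2.52 (SE 0.17) and the hormone gene *Fgf21* by 0.97 (SE 0.12). These had adjusted p from 4.61e-07 to 0.00247 in limma. Of 45 targets listed before the files were seen, 34 were higher and 3 lower (36 and 3 when adjusted over the list alone), at a median of 1.10 (adjusted p = 7.95e-25 from camera in limma, adjusted p = 0.000875 with an estimated correlation). On the high-fructose diet alone the same list gave 15 higher and 6 lower (17 and 7 when adjusted over the list alone). The angiopoietin-like inhibitor of lipoprotein lipase, *Angptl4*, rose by 1.31 (SE 0.05) and *Fgf21* by 1.53 (SE 0.12), while *Cyp4a2* fell by 1.52 (SE 0.17). Its set test passed at adjusted p = 0.00748, and adjusted p = 0.0842 with an estimated correlation.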

Besides, we observed that NDGA treatment increased the gene expression of PPARα transcription factor, a member of the nuclear hormone receptor superfamily [60]. It is considered a master regulator of oxidative catabolism of fatty acids for energy production, is expressed at high levels in metabolically active tissues such as heart, liver, skeletal muscle and kidney, and controls the transcription of many genes involved in mitochondrial and peroxisomal β-oxidation and microsomal ω-oxidation of fatty acids, with liver being its major site of action [60, 64]. Some of the genes involved in fatty acid uptake and activation, such as SLC27A2, Acsl1, Acsl4, Acm3 and Acss2, are also the targets of PPARα [64].

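Targets of PPARα moved both ways in muscle with NDGA. Peroxisomal thiolase *Acaa1b* rose by 3.99 (SE 0.11), as did *Fabp1*, and both are abundant in liver. The lipase inhibitor *Angptl4* fell by 2.57 (SE 0.10), and the glycerol channel *Aqp7*, not above background on HFrD-NDGA, fell at least 2.32-fold (adjusted p from 1.68e-06 to 5.43e-05, limma). Of the 45 targets fixed in advance, 16 were higher and 13 lower (16 and 16 when adjusted over the list alone), at a median of 0.01 (unscaled -0.21, 8 higher and 17 lower), and their set test did not pass (adjusted p = 0.839). Peroxisomal β-oxidation genes had 11 of 23 higher and 2 lower (12 and 3 when adjusted over the list alone), at a median of 0.28 (adjusted p = 0.00462 from camera in limma, adjusted p = 0.184 with an estimated correlation), and unscaled 4 were higher and 4 lower at a median of -0.01. Hepatocyte markers outside lipid metabolism, such as *Ahsg*, which rose by 3.36 (SE 0.07), and *Hpd*, by 3.14 (SE 0.12), moved with them in the same arrays.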

In this study, NDGA also markedly increased the expression of both PPARα and PPARβ/δ in skeletal muscle, which was accompanied by increased expression of several genes for enzymes involved in fatty acid uptake, activation and oxidation, including Cpt1c, Acox1, Acadsb, Eci, Ehhadh, FATP2 (Slc27a2) and Acss2. Few genes were downregulated in response to NDGA treatment, including Cpt1a, Cpt1b, Eci2, Acsl2 and FATP1 (Slc27a1). It is unclear why NDGA treatment decreased the expression of three fatty acid catabolizing genes, Cpt1a, Cpt1b and Eci2. Also, it is surprising that NDGA treatment caused simultaneous mRNA induction of both PPARα and PPARβ/δ, given that in skeletal muscle, these PPARs show redundancy in their functions as regulators of fatty acid homeostasis [66]. Moreover, unlike in the liver and heart, PPARβ/δ is several-fold more abundant in skeletal muscle than PPARα [62, 63, 66, 67, 69] and that the β/δ-sub-type can compensate for deficiency of PPARα in this tissue [66]. In addition, the metabolic significance of NDGA induction of skeletal muscle PPARα is not apparent given that PPARα gain-of-function and loss-of-function studies in mice have shown that the activity of the skeletal muscle PPARα pathway is directly linked to the development of insulin resistance, glucose intolerance, and diabetes [70]. More specifically, it has been said that overexpression of PPARα in skeletal muscle increases the expression of genes for fatty acid uptake and oxidation, protects mice against diet-induced obesity, but decreases the expression of the glucose transporter Glut4, resulting in animals becoming insulin resistant and glucose intolerant [70]. In contrast, diet-induced insulin resistance was prevented in PPARα-/- mice despite the development of obesity. Our previous studies, however, have shown that treatment of high-fat diet fed mice [59] and high-fructose diet fed rats [68] with NDGA improves whole body insulin resistance and glucose intolerance. Obviously, more experimental evidence will be needed to sort out the role of PPARα in skeletal muscle. Similar to liver and skeletal muscle, NDGA treatment also increased the expression of PPARα in white adipose tissue (WAT); however, it did not significantly impact the expression of genes for enzymes/proteins involved in fatty acid uptake and oxidation. 

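Among adipose targets of PPARα, the thiolase *Acaa1a* rose with NDGA by 0.76 (SE 0.10) and *Cyp4a2*, not above background on HFrD, at least 1.26-fold, whereas the fatty acid binding protein *Fabp3*, abundant in muscle, fell by 0.81 (SE 0.07) and *Angptl4* by 0.55 (SE 0.06) (adjusted p from 0.000179 to 0.00651, limma). Of the 45 targets, 20 were higher and 6 lower (22 and 8 when adjusted over the list alone), and their set test did not pass (adjusted p = 0.85) at a median of 0.11. Peroxisomal genes gave 13 of 23 higher and 1 lower (13 and 1 when adjusted over the list alone), with catalase, *Cat*, down by 0.41 (SE 0.04), and their set test did not pass (adjusted p = 0.237). On HFrD, the carnitine acetyltransferase *Crat* had fallen by 0.76 (SE 0.07) and *Fgf21* by 1.30 (SE 0.10), and 22 of the PPARα targets were lower and 6 higher (22 and 6 when adjusted over the list alone), without passing the set test (adjusted p = 0.301).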

The lack of effect of NDGA on fatty acid oxidative genes in adipose tissue is likely due to the fact that the fatty acid storage function of adipose tissue-specific PPARγ2 predominates over that of the oxidative function of PPARα [71, 72].

A reduction in hepatic lipogenesis appears to be an alternative mechanism for the lipid-lowering effect of NDGA. While high-fructose feeding increased the expression of sterol regulatory element-binding protein-1c (SREBP-1c) [73, 74] and carbohydrate responsive element-binding protein (ChREBP or Mlxipl) [74, 75], the two transcription factors that primarily regulate hepatic de novo lipogenesis (DNL), NDGA treatment prevented the upregulation of these transcription factors. 

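*Mlxipl* (ChREBP) rose by 1.01 (SE 0.06) in liver on the high-fructose diet and *Srebf1*, whose transcripts include SREBP-1c, by 0.72 (SE 0.08) (adjusted p from 0.000146 to 0.00207, limma). Their mean log2 intensities on HFrD-NDGA were 10.74 and 10.65, above the chow means of 10.15 and 10.09. Against chow, *Mlxipl* stayed higher by 0.59 (SE 0.06) and *Srebf1* by 0.56 (SE 0.08) in the HFrD-NDGA group (adjusted p from 0.000699 to 0.00285). The ChREBP target *Txnip* was higher by 0.77 (SE 0.07) with NDGA than without it.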

The nutrition-sensitive SREBP-1c regulates the expression of hepatic lipogenic enzymes (FAS, ACL, ME, S_14_, SCD1, GPAT1, FADS1, FADS2, ELOVL5, ELOVL6, MTTP, G6PD) and glycolytic enzymes (GCK, PKLR) [73,74] in response to insulin [75, 76], whereas ChREBP regulates some of these genes (L-PK, SREBP-1c, ACL, FAS, ACC, S14, DGAT2, ME, ELOVL2, GLUT4, GCKR) [77, 78] in response to high glucose [76, 79]. NDGA treatment markedly reduced the expression of a large number of SREBP-1c and/or ChREBP target genes including *Acly*, *Fasn*, *Scd1*, *Elovl2*, *Elovl5*, *Fads1*, *Fads2*, *DGAT2* and *Pklr* as compared to rats fed a high-fructose diet alone. Surprisingly, NDGA treatment also increased the gene expression of a few genes, such as *Elovl4*, *Elovl6*, and *Mogat1*. The reason for their upregulation is not clear, but may be related to the fact that these genes, along with several other lipogenic genes, are also regulated by PPARα [64], whose expression, as noted above, is upregulated in response to NDGA treatment. NDGA also increased (*Lpl*, *Vldr*) and decreased (*Apoa4*, *Apof*) the expression of genes involved in lipid clearance. Again, *Lpl* and *Vldr* are known targets of PPARα [64]. Interestingly, expression of hepatic glycolytic genes, *Gck* and *Gckr*, was decreased by NDGA treatment; glucokinase (GCK) in liver and pancreatic β-cells is subject to inhibition by glucose regulatory protein (GCKR) [80, 81]. The inhibitory effect of GCKR depends on the presence of fructose-6-phosphate (F6P) and is antagonized by fructose-1-phosphate (F1P) [80, 81]. The NDGA inhibition of *Gck* is likely to contribute to NDGA-mediated attenuation of lipogenesis, since GCK is the rate-limiting enzyme of glycolysis in the liver, and stimulates glycolysis and lipogenesis by enhancing glucose flux, including production of acetyl-CoA for lipid synthesis [82]. The simultaneous inhibition of expression of both *Gck* and *Gckr* in response to NDGA could be explained on the basis of NDGA-mediated inhibition of SREBP-1c and ChREBP; *Gck* is a known target of SREBP-1c [73, 74], whereas *Gckr* is regulated by ChREBP [77]. In addition, NDGA-inhibition of *Gck* may further limit lipogenesis, given that GCK also stimulates glycolysis and lipogenesis at the transcription level via ChREBP [79].

In addition, we found that NDGA increased the gene expression of malonyl decarboxylase (Mlycd) enzyme, which catalyzes the degradation of malonyl-CoA to acetyl-CoA [83]. Therefore, it is likely that the availability of malonyl-CoA as a substrate for lipogenesis is substantially lower in the livers of NDGA treated animals, and, thus, limits the extent of lipogenesis. 

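*Mlycd* did not pass on the high-fructose diet in liver, at 0.05 (SE 0.09), with mean log2 intensities of 11.76 on chow, 11.81 on HFrD and 12.36 on HFrD-NDGA. The HFrD-NDGA group was above chow by 0.60 (SE 0.09) (adjusted p = 0.00313, limma). Among the SREBP-1c and ChREBP targets with the largest falls in liver were *Elovl5*, *Fasn* and *Elovl2*.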

Apart from its role as the immediate precursor for *de novo* synthesis of fatty acids, malonyl-CoA plays an important role in regulating hepatic fatty acid oxidation as a potent inhibitor of carnitine palmitoyitransferase [84, 85]. Therefore, NDGA-dependent increases in Mlycd expression and subsequently decreases in malonyl-CoA levels may stimulate mitochondrial transport of fatty acids for their mitochondrial β-oxidation. Interestingly, Mlycd is a potent target of PPARα [64, 86, 87].

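Lipogenic genes moved both ways with NDGA outside the liver. In adipose tissue, of the 24 SREBP-1c and ChREBP targets fixed in advance, 9 were higher and 5 lower (9 and 5 when adjusted over the list alone). Their median was -0.03 (centred 0.24, unscaled 0.13) and their mean 0.02, and the set test, downward in direction, did not pass (adjusted p = 0.812). In muscle the median of the same targets was 0.22 (adjusted p = 0.417), with *Gpam*, a mitochondrial acyltransferase not above background on HFrD-NDGA, lower by at least 1.22-fold. Genes of fructose and glucose metabolism had a median of 0.58 in muscle (0.36 with bounds), where hepatocyte markers had 2.71 (2.10 with bounds), with 11 of 17 higher and 1 lower (12 and 1 when adjusted over the list alone, adjusted p = 0.000439 from camera in limma, adjusted p = 0.0735 with an estimated correlation). *Fbp1*, a hepatocyte enzyme, rose at least 3.08-fold (adjusted p = 5.93e-05, limma). Of the lipid clearance genes in the paper's tables, a list not independent of these arrays, limma called 8 higher and 4 lower in muscle and 6 and 4 in adipose tissue, *Lpl* and *Apoe* lower in both.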

Similar to the liver, NDGA treatment differentially impacted the genes for enzymes/proteins involved in *de novo* lipogenesis, elongation and desaturation of fatty acids, triglyceride synthesis and lipid clearance in skeletal muscle and adipose tissue. These changes, as discussed above for the liver, are likely to result from interplay between PPARα, PPARβ/δ, PPARγ, SREBP-1c, and ChREBP in a skeletal muscle and adipose tissue specific manner. Surprisingly, no NDGA-induced changes in Mlycd expression were noted in either skeletal muscle or adipose tissue. 

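*Mlycd*, which removes malonyl-CoA and so relieves the block on carnitine palmitoyltransferase, had values of 0.04 (SE 0.10, centred -0.01, unscaled -0.25) in muscle and -0.27 (SE 0.10, centred 0.01) in adipose tissue with NDGA, and neither passed in limma (adjusted p = 0.916 and 0.0663). In adipose tissue it passed as lower without HFrD replicate 3, at adjusted p from 0.00383 to 0.167 over single arrays left out. On HFrD against chow the values were -0.27 (SE 0.10) and 0.01 (SE 0.10, centred -0.51, unscaled -0.04).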

Other studies have previously reported significant changes in Mlycd levels in both tissues under variable physiological conditions [88, 89]. Since Mlcyd is also regulated by AMPK by a phosphorylation/dephosphorylation mechanism, it is possible that NDGA may stimulate enzymatic activity by promoting its AMPK-mediated phosphorylation [89]. This is a likely possibility given that NDGA treatment causes a robust stimulation of AMPK activity via its increased phosphorylation.

## Conclusions

In conclusion, our study shows that chronic dietary treatment with NDGA can attenuate high-fructose diet-induced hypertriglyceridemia and hepatic steatosis (TG accumulation). 

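The genes that NDGA moved most in liver lay outside the lipid categories of the paper's tables as well as inside them. *Aig1*, which hydrolyses fatty acid esters of hydroxy fatty acids, rose by 4.18 (SE 0.14) and *Rtn4*, of the endoplasmic reticulum, by 3.18 (SE 0.10), while the mitochondrial aldehyde dehydrogenase *Aldh1b1* fell by 4.06 (SE 0.06) and *Cish*, an inhibitor of growth hormone signalling, by 3.34 (SE 0.13). The NRF2 target *Nqo1* rose by 1.46 (SE 0.10) and *Aldh1a1* by 1.99 (SE 0.05). Limma gave adjusted p from 4.61e-07 to 0.000162. Changes passed for 15.2% of named genes in liver, 34.2% in muscle and 47.8% in adipose tissue. In muscle the myoblast fusion gene *Mymk* fell by 5.47 (SE 0.16) and *Myh8* by 5.89 (SE 0.14).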

DNA microarray analysis showed that dietary NDGA profoundly affects the gene expression profiles in liver and skeletal muscle. However, adipose tissue was less dramatically impacted by NDGA treatment. 

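Over all named genes the median absolute log2 change with NDGA was 0.31 in adipose tissue, 0.246 in muscle and 0.194 in liver. The largest adipose rises were in *Siglec5*, a receptor of myeloid cells, at 2.83 (SE 0.09), *Per2*, a clock gene, at 2.54 (SE 0.09), *Fos* at 2.07 (SE 0.08) and complement *C3* at 1.75 (SE 0.11) (adjusted p from 3.65e-06 to 3.69e-05, limma). A protein disulfide isomerase, *Pdia4*, rose by 1.32 (SE 0.11) after a fall of 1.38 (SE 0.11) on HFrD, and *Sel1l*, of the degradation of misfolded proteins, rose by 1.00 (SE 0.10).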

Analysis indicated that NDGA differentially increased the expression of enzymes involved in hepatic fatty acid oxidation and of proteins that facilitate fatty acid transport. The changes were generally greater in liver and skeletal muscle than in adipose tissue. 

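For the genes of the paper's tables, not independent of these arrays, the median absolute log2 change with NDGA was 0.41 in liver, 0.41 in muscle and 0.25 in adipose tissue. Of 81 such genes, the change differed between muscle and liver for 58, between adipose tissue and liver for 45 and between adipose tissue and muscle for 49, tested as a difference of differences in limma over the arrays of both tissues. *Cpt1b* rose in liver and fell in muscle (adjusted p = 1.14e-09 for the difference, limma), *Elovl5* fell in liver and rose in adipose tissue (adjusted p = 1.54e-10), and *Slc27a1* fell in muscle and rose in adipose tissue (adjusted p = 8.19e-05).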

The high-fructose diet containing NDGA also altered the expression of genes related to proteins/enzymes of de novo fatty acid and triglyceride synthesis and lipid clearance. 

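In liver, the HFrD-NDGA group kept part of the lipogenic response to fructose when set against chow. *Scd1* was higher by 2.83 (SE 0.11), *Fasn* by 2.01 (SE 0.08) and *Acly* by 1.34 (SE 0.05), whereas *Elovl5* was at -0.29 (SE 0.08). The oxidation gene *Ehhadh* was higher than on chow by 2.78 (SE 0.08) (adjusted p from 4.01e-06 to 1.51e-05, limma). Of the SREBP-1c and ChREBP targets 16 were above chow and 4 below in the HFrD-NDGA group (16 and 4 when adjusted over the list alone), and of the mitochondrial β-oxidation genes 17 were above and 0 below (17 and 1). In muscle the same lists gave 13 above and 0 below, and 4 above and 0 below (when adjusted over the list alone, 13 and 1, and 11 and 0). Markers of other cells were above chow in the same muscle arrays, adipocyte 10 of 15, hepatocyte 15 of 25 and macrophage 8 of 18, with 0 below in each. Muscle *Fasn* and *Scd1*, not above background on chow, did not pass against HFrD and were above chow in the HFrD-NDGA group (adjusted p from 0.000771 to 0.00122). Muscle *Ppara* was above chow by 1.30 (SE 0.17) (adjusted p = 0.00889). Of the genes that fructose changed, 57.7% moved the other way with NDGA in liver, 96.5% in muscle and 92.7% in adipose tissue. Both comparisons share the HFrD arrays, and simulated array noise gave 85.1%, 79.2% and 75.7% in that order. The simulation held no HFrD or NDGA effect and took its genes by their noise. It therefore sets no baseline for genes with a real HFrD change.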

On the basis of the experimental data obtained, the beneficial actions of NDGA on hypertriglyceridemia and steatosis are exerted by a dual mechanism: inhibition of lipogenesis and enhanced functional expression of the key genes for enzymes/proteins involved in fatty acid β-oxidation pathway in liver and skeletal muscle. In adipose tissue, although NDGA inhibits the expression of major enzymes involved in lipogenesis, it also promotes lipid storage by upregulating the expression of TG synthesizing enzymes and attenuating the mRNA levels of proteins that catalyze TG hydrolysis.

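Among genes of triglyceride breakdown in adipose tissue, *Abhd5*, the coactivator of adipose triglyceride lipase, rose by 0.66 (SE 0.06) with NDGA, and monoacylglycerol lipase, *Mgll*, by 0.45 (SE 0.10) after a fall of 0.76 (SE 0.10) on HFrD. The droplet coat gene *Plin2* had fallen by 0.72 (SE 0.03) on HFrD, and the glycerol channel *Aqp7* fell by 0.20 (SE 0.05, centred 0.12, unscaled 0.02) with NDGA. They had adjusted p from 0.000153 to 0.0153 with NDGA and adjusted p from 3.52e-06 to 0.0008 on HFrD in limma. Of 13 genes of lipolysis and lipid droplets fixed in advance, 7 were higher and 2 lower (7 and 2 when adjusted over the list alone) with NDGA, and their set test did not pass (adjusted p = 0.85). The triglyceride synthesis genes of the paper's table, not independent of these arrays, gave 3 higher and 2 lower of 9. Lipoprotein lipase, *Lpl*, was lower with NDGA here, as given above, and in the paper's table. The paper's conclusion does not name the genes of triglyceride hydrolysis that it means.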

## Methods

### Materials

Oil Red O was obtained from Sigma-Aldrich (St. Louis, MO). Glucose, TG, FFA, and cholesterol measurement kits were obtained from Stanbio Laboratory (Boerne, TX). The rat insulin RIA Kit was obtained from EMD Millipore (Billerica, CA). 60 % Fructose diet (high fructose diet [HFrD] #TD.89247; formula g/Kg: Casein 207; DL-Methionine 3.0; Fructose 600.0; Lard 50.0; Cellulose79.81; Mineral Mix, Rogers-Harper [170760] 50.0; Zinc Carbonate 0.04; Vitamin Mix, Teklad [40060] 10.0 and Green Color 0.15; percent by weight [% kcal from]: Protein 18.3 [20.2]; Carbohydrate 60.4 [66.8]; and Fat 5.2 [13.0]) from Envigo Teklad Diets, Madison, WI. 60 % Fructose diet supplemented with NDGA (2.5 NDGA/kg HFrD) was also custom made by Envigo Teklad Diets. All other reagents used were of analytical grade.

### Animals and treatments

All animal experiments were performed according to the procedures approved by the VA Palo Alto Health Care System Animal Care and Use Committee (IACUC). Male Sprague-Dawley (SD) rats, obtained from Harlan Sprague-Dawley (Indianapolis, IN), were used in these studies. For dietary treatment of rats with NDGA, groups of SD rats were fed a standard chow diet for 1 week to acclimatize them to a new environment. Subsequently, one group of rats switched to HFrD supplemented with 2.5 g NDGA/g HFrD and was maintained on this diet for 16 weeks. The second group of SD rats was maintained on HFrD alone for 16 weeks, while a third group of rats continued to be fed a chow diet for 16 weeks. Before, during, and at the end of the feeding period, blood samples were taken from the tails of rats for analyses of serum metabolites after 4 h of fast. At the end of the 16-wk treatment period, the rats were fasted, blood was collected, and rats were subsequently euthanized. Blood samples were centrifuged at 4,000 x *g* for 15 min at 4 °C and the recovered serum samples were stored at –80 °C until analyzed for various metabolites. Liver, skeletal muscle (mixed gastrocnemius; ~3 % type I fiber, ~6 % type IIA fiber, ~34 % type IID/X fiber and ~57 % type IIB fiber) [90] and white adipose tissue (WAT, epididymal) were excised immediately, weighed, frozen in liquid nitrogen, and stored at –80^o^C until utilized for gene array analysis, the quantification of liver TG content or Oil Red O staining of frozen sections for steatosis evaluation.

### Measurement of serum triglyceride, cholesterol, glucose, free-fatty acids and insulin levels

Serum glucose, triglyceride, free-fatty acids and total cholesterol levels were determined with commercial assay kits (Stanbio Laboratory, Boerne, TX). Serum insulin levels were quantified using a rat specific insulin RIA Kit (EMD Millipore, Billerica, CA).

### Quantification of hepatic triglyceride content

Suitable aliquots of liver tissue homogenates were extracted with chloroform-methanol according to the procedure of Folch et al [91], and extracted lipid samples were analyzed for their TG content with an enzymatic assay kit as noted above.

### Whole genome microarray

RNA samples for the whole genome microarray (Rat OneArray^®^ v1) were isolated from the liver, white adipose tissue (epididymal) and skeletal muscle (gastrocnemius) using Qiagen RNeasy Plus Mini Kit (Valencia, CA). The RNA analysis, including integrity and quantitation of RNA, was carried out using an Agilent RNA 6000 Nano Kit and an Agilent Bioanalyzer System (Agilent Technologies, Santa Clara, CA). Total RNA was pooled in an equal amount from individual rats of each group and treated with DNase I to remove residual genomic DNA. cDNA synthesis, Cy5-labelling and hybridization to the GeneChip GPL 13694 (rat OneArray^®^ v1) were performed by PhalanxBio, Inc. (San Diego, CA). This assay is designed to generate amplified and Cy5 sense-strand DNA targets from the entire expressed genome without bias. Three repeats from each group were performed. The microarray data files have been submitted to the Gene Expression Omnibus; the accession number is GSE81346 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE81346).

### Differential and cluster gene expression analysis

The raw data from microarrays were analyzed using Partek Genomics Suite software, version 6.3 copyright 2008 (Partek Inc., St. Louis, MO). Briefly, GenePix Results (GPR) files containing the hybridization intensity were imported, followed by quintile normalization and log2 transformation to represent gene expression levels. Liver samples were grouped into: 1) standard chow diet fed (control); 2) high-fructose diet (HFrD)-fed; and 3) HFrD-NDGA fed animals. Three-way ANOVA was performed including diet (chow and HFrD) and NDGA interaction to generate the lists of differentially expressed genes comparing chow, HFrD and HFrD-NDGA. There were three microarrays for each group. For the comparison between chow-fed and HFrD-fed rats, probe sets with a fold change of 2.0 and adjusted *P* value <0.05 were considered differentially expressed. For the comparison between the HFrD and HFrD-NDGA groups, the analyses were also set with a fold change of 2.0 and adjusted *P* value of <0.05. The Benjamini-Hochberg false discovery rate (FDR) method was used to select the regulated genes with the lowest FDR. Partek Genomics Suite was used as the first step for quality control of the data on all the samples with two methods: Pearson correlation and Principal Component Analysis (PCA). PCA was performed as a global view of sample clustering, which is related to the total variance in gene expression for all genes. Normalized expression values for all genes were analyzed.

### Pathway analysis

For each comparison, a list of differentially expressed genes was generated. The gene list, along with associated expression or fold-change values, were further analyzed using Ingenuity Pathway Analysis (Ingenuity Systems, Inc., Redwood City, CA) to identify differentially expressed pathways induced by HFrD feeding or NDGA in HFrD rats. The list of significantly regulated genes, selected by the microarray analysis described above, was loaded in IPA with the following criteria: direct and indirect relationships filtered by species (rat) and by tissue (liver, gastrocnemius or adipose tissue). Then IPA computed the data to generate significant networks of genes that are associated with particular biological functions, diseases and metabolic/signaling pathways.

### Oil Red O staining of liver sections for detection of neutral lipids

Liver samples were collected from rats, embedded in Tissue Freezing Medium (Leica Microsystems Inc., Buffalo Grove, IL), and stored at -80 °C until used for sectioning to 8-μM slices. Liver sections were stained with Oil Red O for the visualization of neutral lipids stored in the lipid droplets by using a slight modification of the standard procedure as described earlier from this laboratory (59).

### Statistical analysis

All of the data are expressed as the means ± S.E. One way and two-way ANOVA were used to study differences among groups. This was followed by a post hoc comparison using Bonferroni’s multiple-comparison test when necessary. Differences at *P* < 0.05 were considered statistically significant. Prism 5 software (GraphPad, La Jolla, CA) was used for all of the statistical calculations.

## Abbreviations

FC: Free cholesterol
FFAs: Free fatty acids
HFrD: High-fructose rich diet
MetS: Metabolic syndrome
NDGA: Nordihydroguaiaretic acid
NAFLD: Non-alcoholic fatty liver disease
NASH: Nonalcoholic steatohepatitis
TC: Total cholesterol
TG: Triglyceride

How the deposited data were processed for this re-analysis (not part of the article)

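Expression was measured on 54 single-colour arrays of liver, gastrocnemius muscle and epididymal white adipose tissue from male Sprague-Dawley rats fed chow, a high-fructose diet (HFrD) or the same diet with NDGA. Each tissue has 6 groups of 3 arrays, the 3 diets with and without the letters INS in the array label, and what INS stands for is stated neither in the labels nor in the paper. The 27 arrays without INS were used at the paper's statements. The 27 arrays with INS were used in the closing section, in the figures where open points mark them and in the detection ranges. The authors pooled RNA from the rats of a group in equal amount and hybridized 3 repeat arrays per pool, so replicates differ by labelling and hybridization and not by animal.

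The authors had the RNA labelled with Cy5, hybridized to Rat OneArray v1 and scanned with GenePix. The deposited table that its name calls normalized holds intensity values on the linear scale, whole numbers with the local background already subtracted and no normalization between arrays. Intensities ran from -44 to 65506, 0.55% to 1.95% of the values of an array were 0 or lower, and the array medians ran from 71 to 193. The paper's methods give normalization between arrays, named there as quintile, and a log2 transformation in Partek Genomics Suite, and these steps are not in the deposited intensity values. For each spot the authors also deposited a detection p-value, for which no method is stated, and a flag, whose values were used only to describe the files. The second deposited table equals the first in all 1315332 values, and no arrays were identical to each other. Since the choice of tests assumed normalized values, the normalization given in the paper's methods was added, and the tests were kept as planned.

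Intensities of the 9 arrays of a tissue without INS (18 with INS, or the 18 arrays of 3 tissues for comparisons between tissues) were quantile normalized in limma 3.58.1 under R 4.3.3, with data.table 1.17.8. Values below 16 were set to 16 before log2. This floor was chosen after counts of changed genes had been seen at floors of 1, 16, 32 and 64, each with and without a filter on detection, 24 settings over the 3 tissues. It was chosen because no filter on intensity was planned, an offset of 16 had been set as an alternative beforehand, and spots with a flag had a median intensity of 7 and lay mostly at 18 or lower, while the other spots lay mostly at 25 or higher. From 9.41% to 26.8% of the values of an array were below the floor.

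Of 24358 probes, 21270 carry a single gene symbol, 1175 several symbols and 1913 (7.85%) none, and the last were left out. Probes with several symbols were tested as a single entry and are never named. Of 18773 symbols that stand alone, 13431 are current in the gene reference, 2585 were updated from an older name and 2757 were not found and kept the file's name. A symbol whose updated name is itself an older name of another gene also kept the file's name, a rule made after *Scd1* and *Scd* probes were seen to merge. The 19791 genes tested took the probe with the highest mean, with 2518 genes having several probes, up to 5. A gene kept that probe in each alternative other than those on the choice of probe.

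Detection at a p under 0.05 reached 49.3% to 63.2% of probes per array, and the lowest intensity of a detected probe was 64 to 116. That intensity was highest on the adipose HFrD arrays without INS. A group counts as not above background for a gene when no probe of the gene is detected on any of its 3 arrays. Where this holds for both groups, or for the brighter of them, no fold is given. Where it holds for the dimmer group, the fold is a lower bound, written as at least, with each of its arrays set to the normalized value of its dimmest detected probe, or to the gene's own value if that is higher. Intensities of 65000 or more count as saturated, and folds of such genes may be too small.

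Groups were compared with limma (lmFit and eBayes) across all 19791 genes, with the 3 groups of a tissue sharing their spread, and p-values were adjusted over all genes by the Benjamini-Hochberg method. Genes with an adjusted p under 0.05 count as changed. The paper adds a fold of 2, and counts with that fold are given in the closing section as a percent of the genes tested. Values in parentheses after SE are the moderated standard errors of limma on the log2 scale, from 3 arrays of a pool per group. Gene lists were tested with camera at a correlation of 0.01, with camera at an estimated correlation beside it (fry was run too and is not used here), and their p-values were adjusted over the lists of a comparison. The 30 lists, 15 of pathways and 15 of cell types, were fixed before the files were seen, and 4 more were added later for the patterns weighed in the closing section. Principal components were computed on centred log2 values, and the ratio of squared distances between and within groups was tested over all 280 partitions of 9 arrays into 3 groups of 3. With INS, 6 groups of a tissue shared their spread, and differences between effects were tested as a difference of differences.

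Genes named in the text follow a rule fixed in advance. It takes every gene of the paper's Tables 1 to 3, whose values had been seen in the paper when the rule was written. For each tissue and each of HFrD against chow and HFrD-NDGA against HFrD it takes the 8 largest rises and 8 largest falls among genes with an adjusted p under 0.05 whose groups do not overlap. In each list it takes the 2 members with the largest change in each direction, and with INS the 5 largest rises and 5 largest falls per comparison. Symbols of unnamed loci and symbols not found in the reference are left out, and genes with a bound in place of a fold were ranked apart from the others.

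The steps were tested on simulated data made from the real arrays. Noise was added to normalized values, so the normalization itself was not tested. For the shares recovered, the changed genes were drawn among the brighter ones, so recovery of dim genes was not measured. Of 50 genes changed 2-fold, 86% were recovered in liver, 88% in muscle and 86% in adipose tissue, and of 50 changed 1.5-fold, 42%, 60% and 76%. At 4-fold the shares were 96%, 98% and 100%. Of the 19791 genes, 6, 12 and 19 without a simulated change were called. The exact permutation test over partitions gave p = 0.704, 0.171 and 0.779 for groups without a change and p = 0.0179, 0.00357 and 0.0179 with a changed group, and 100% of genes simulated as reversed were found reversed. The design all but fixed that last share, since only the HFrD group was shifted and only shifted genes called on HFrD were scored.

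Alternatives set beforehand were all 6 groups or only the compared groups in the fit, each array centred on its median in place of quantile normalization, the dimmest probes left out, moderation with an intensity trend or none, the values of the second table, the mean of a gene's probes or all probes, an offset of 16 in place of the floor, and each array left out in turn. The alternative with quantile normalization is the setting used throughout, since the deposited values turned out not to be normalized. No normalization, a normexp background with an offset of 50, genes detected on at least 3 arrays, floors of 1, 32 and 64, and genes at least 16 times brighter in another tissue left out were added after the data were seen. Genes of the paper's tables were read at the probe with the highest mean, and the value of another probe is given where the paper's value differs. Figures were drawn in matplotlib 3.10.9 under Python 3.11.15. The paper's measurements of body weight, diet intake, blood, liver triglyceride and liver histology are not analysed here. Some genes are not reported here and are left out of the comparison of settings by gene.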

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

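The tests of whether an effect of diet or NDGA recurs in the INS groups were chosen after the results they measure were seen, as were the lists of regenerating muscle markers, embryonic and fetal contractile genes, seminal vesicle secretions and epithelial junction genes, and the other tests were chosen before. The share of further liver genes in muscle was chosen after the values of the hepatocyte markers were seen and before its own.

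The paper does not report the 27 arrays whose labels add INS, and neither the labels nor the paper say what the letters stand for. Signals in them are given here as counts of genes past an adjusted p under 0.05 in limma over the 6 groups of a tissue, each followed in parentheses by the highest count from the other ways to split the same 6 arrays. In liver, chow INS against chow gave 2426 (69), HFrD INS against HFrD 847 (1) and HFrD-NDGA INS against HFrD-NDGA 4062 (464). The muscle counts in that order were 4379 (2), 8227 (1) and 3221 (1), and the adipose counts 4391 (5), 9254 (1) and 1638 (7). Within the INS groups, HFrD against chow gave 2262 (3) in liver, 4710 (2) in muscle and 4782 (1) in adipose tissue, and HFrD-NDGA against HFrD gave 3478 (2), 3042 (2) and 5154 (1). With 10 splits, the real split included, these comparisons have too few for a share under 0.05.

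Differences of effects between groups were tested as a difference of differences in limma, and 100 of the 200 splits that exchange arrays within each pair of groups were drawn, the real split included. The HFrD effect differed between INS and no INS for 1013 (3 of 100 splits as large, highest other 4085) genes in liver, 7990 (1 of 100 splits as large, highest other 5432) in muscle and 8623 (2 of 100 splits as large, highest other 9946) in adipose tissue. The NDGA effect differed for 3043 (2 of 100 splits as large, highest other 3997), 7255 (1 of 100 splits as large, highest other 5722) and 7353 (4 of 100 splits as large, highest other 9991). Between tissues without INS, the NDGA effect differed between muscle and liver for 6420 (2 of 100 splits as large, highest other 6862), between adipose tissue and liver for 7122 (2 of 100 splits as large, highest other 8269) and between adipose tissue and muscle for 8793 (1 of 100 splits as large, highest other 8540). Each of these shares is under 0.05, which concerns the allocation of repeat arrays alone. The arrays repeat 1 pool per group, so chance differences between pools or rats cannot be excluded. The counts above the real ones come mostly from a structure of the arrays, since the drawn split that exchanges a whole group with its partner turns the difference of the effects into their sum and called 4085 genes for HFrD in liver and 9991 for NDGA in adipose tissue. Among splits that mix arrays, 1 in liver for HFrD, with 1116 genes, and 2 in adipose tissue for NDGA, with up to 7712, were above the real count.

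The comparisons of the paper have 10 splits each, too few for a share under 0.05. Their counts of changed genes, percent of genes changed at least 2-fold and count of the 30 lists fixed beforehand that passed camera are given with the highest of the other splits in parentheses. For HFrD against chow they were 3162 genes (1), 2.05% (0%) and 10 lists (3) in liver, 7070 genes (1), 8.11% (0%) and 14 lists (7) in muscle and 10102 genes (0), 11.4% (0%) and 9 lists (6) in adipose tissue. For HFrD-NDGA against HFrD they were 3016 genes (1), 2.44% (0%) and 11 lists (5) in liver, 6762 genes (1), 7.24% (0%) and 8 lists (6) in muscle and 9468 genes (1), 9.86% (0.00505%) and 4 lists (4) in adipose tissue, where 2 of the 10 splits gave as many lists. For HFrD-NDGA against chow they were 6082 genes (21), 4.98% (0.0354%) and 9 lists (6), 1160 genes (2), 0.753% (0.00505%) and 15 lists (6) and 3977 genes (3), 1.28% (0.00505%) and 10 lists (6). In the comparisons other than the adipose lists with NDGA the real split, 1 of 10, was the highest.

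Liver-type genes were higher on the muscle HFrD-NDGA arrays than on the muscle HFrD arrays, with a median log2 difference of 2.71 over 25 hepatocyte markers, genes outside those the paper discusses apart from 2, of which muscle of the HFrD-NDGA INS group detects 14. An effect of NDGA on muscle that does not depend on the INS label is argued against by a median of -0.455 (spread 0.132, 23 genes) between HFrD-NDGA INS and HFrD INS, and their mean log2 level was 9.02 on chow, 7.21 on HFrD, 9.55 on HFrD-NDGA and 8.32, 7.73 and 7.16 in the same groups with INS. Liver RNA in the HFrD-NDGA pool stays open and was not decided by the test, since 80.6% of 186 further bright liver genes below saturation were higher in muscle on HFrD-NDGA than on HFrD, a share between the bounds set beforehand, with *Alb* at a mean log2 of 14.00 against 10.37 on HFrD and *Fabp1* at 11.29 against 6.97. A change that NDGA makes only without INS, and a difference between pools, were not tested and stay open.

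Embryonic contractile genes, which the paper does not discuss, were higher on the muscle HFrD arrays than on the chow arrays, with a median log2 difference of 6.31 over 6 genes, of which 5 are detected in muscle of the HFrD-NDGA INS group and 3 are on another list. An effect of HFrD that does not depend on the INS label is argued against by a median of -0.429 (spread 0.217, 6 genes) between HFrD INS and chow INS, where their mean log2 levels were 9.27 and 9.58, against 13.76 and 7.77 without INS. Regenerating fibres in the HFrD pool stay open as a source. In a list made after the rise was seen, 15 other markers of regenerating muscle had a median of 0.761 (spread 0.35). That lies past its bound by less than the spread and far below 6.31. *Myh3* was at a mean log2 of 14.39 on HFrD and 6.72 on chow, and *Myl4* at 14.74 and 8.54. Whether the diet lies behind such regeneration, and whether the pool carries a wrong label, was not tested.

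Genes of other tissues, outside those the paper discusses, differed between the adipose pools, with a median log2 difference on HFrD of 7.86 for 10 seminal vesicle secretions (6 detected in HFrD-NDGA INS adipose tissue) and of -2.92 for 19 muscle fibre markers (13 detected there, 9 on another list). Erythroid markers differed as well, at a median of 3.52, and were not weighed. An effect of HFrD on these secretions that does not depend on the INS label is argued against by a median of 0.422 (spread 0.452, 10 genes) between HFrD INS and chow INS, where it would need about the 7.86 seen without INS. Gland epithelium in the HFrD pool cannot be told apart from another source, since 13 epithelial junction genes had a median of -0.00335 with a spread of 0.234, while *Svs5* had a mean log2 of 14.60 on HFrD and 6.43 on chow. Skeletal muscle in the chow pool stays open as the source of the fibre genes, since 79% of 248 further muscle genes were higher in chow than in HFrD-NDGA, a share between the bounds set beforehand, with *Acta1* at 13.86 and 8.96. A fall of the fibre genes on HFrD that does not depend on the INS label stays open too, since chow INS was above HFrD INS by a median of 1.22 (spread 0.181, 19 genes) and their mean log2 level of 7.94 on chow INS leaves too little room above background for the fall seen without INS. An effect of HFrD only without INS, and a difference between pools, were not tested.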

How the results depend on the processing

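Tests without scaling between arrays, with normexp and an offset of 50, with genes detected on at least 3 arrays, with floors of 1, 32 and 64 and without genes of another tissue were chosen after the results were seen, and the other alternatives before the data were examined. The quantile normalization named beforehand is the setting used throughout, and the other deposited value table holds equal values and moves nothing. No paired analysis was possible because each array carries a label of its own and no replicate number is shared between groups. Over 1061 results for named genes in 23715 gene and setting combinations, 22200 kept their direction and their side of the threshold, 1065 lost their call, 189 gained one, and 44 changed sign while called in at least 1 of the settings. A further 217 changed sign while called in neither setting. Of 477 counts and summary values under the alternatives other than single arrays left out, 428 stayed within 1.5 times the main value, or on the same side of a threshold. The cause was not tested for those below. Results with a 2-fold threshold are percents of the genes tested, since settings test different numbers of genes. Signal over background sets the limit for dim genes: between 49.3% and 63.2% of probes on an array were detected, and a floor of 64 ended 11, 23 and 27 gene calls in liver, muscle and adipose tissue.

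With each array centred on its median, liver gave 1649 changed genes for HFrD-NDGA against HFrD (3016 in the main setting), 9702 for HFrD-NDGA against chow (6082) and 23 of the paper's genes with NDGA (38). The sign then changed on HFrD in liver for *Insig2* 0.15, *Abcb11* 0.0282, *Acot8* 0.0853, *Crot* 0.20 and *Slc25a20* 0.14, in muscle for *Acadl* -0.00972, and in adipose tissue for *Cpt2* -0.45, *Acly* -0.26, *Fasn* -0.52, *Fads1* -0.41, *Mlycd* -0.51, *Arf3* -0.31, *Acat2* -0.42, *Insig1* -0.57, *Apoe* -0.00444, *Lpl* -0.34, *Pparg* -0.44, *Xbp1* -0.41, *Pex11a* -0.0697, *Sdf2l1* -0.20, *Herpud1* -0.24, *Cox7b* -0.31, *Fabp4* -0.12, *Dpt* -0.35 and *Mfap5* -0.43, and with NDGA in adipose tissue for *Acat2* 0.12, *Hadha* 0.0917, *Calr* 0.11, *Aqp7* 0.12, *Lep* 0.0532 and *Esam* 0.00887. With the mean of a gene's probes it changed in adipose tissue for *Elovl6* -0.34 on HFrD and *Elovl6* 0.16 and *Hadha* 0.15 with NDGA. Without scaling it changed in muscle for *Acads* -0.0734, *Acadvl* -0.0765, *Acat2* -0.33, *Abcd3* -0.039 and *Vldlr* -0.0889 with NDGA, and in adipose tissue for *Acadsb* 0.0386, *Gckr* 0.0181 and *Mogat1* 0.29 on HFrD and *Acat2* 0.0159 and *Aqp7* 0.0173 with NDGA. These are log2 changes. Without scaling, HFrD-NDGA against chow gave 721 genes in muscle (1160), and 9.61% at 2-fold in liver (4.98%) and 2.44% in adipose tissue (1.28%).

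Only the groups compared in the fit gave 3843 genes for HFrD-NDGA against chow in liver and 443 in muscle, where fewer arrays estimate the spread. For chow INS against chow it gave 1379 in liver, for HFrD-NDGA INS against HFrD-NDGA 756 in liver, 1139 in muscle and 1045 in adipose tissue, and for HFrD-NDGA INS against HFrD INS 1849 in liver. All 6 groups in the fit gave 1977 muscle genes for HFrD-NDGA against chow. No moderation gave 803 there and 2466 for HFrD against chow in liver, and a floor of 1 gave 667 in muscle. A floor of 64 gave 0.46% at 2-fold in muscle (0.753%) and 0.718% in adipose tissue for HFrD-NDGA against chow, and leaving out genes of another tissue 0.757% in adipose tissue. It left 29 of the paper's genes changed by HFrD in muscle (44), with 779 genes not tested in muscle and 772 in adipose tissue. Genes detected on at least 3 arrays gave 3.2% at 2-fold for HFrD in liver (2.05%), over fewer genes. Normexp with an offset of 50, which shrinks the changes of dim genes, gave at 2-fold 1.18%, 1.53% and 2.51% in liver for HFrD against chow, HFrD-NDGA against HFrD and HFrD-NDGA against chow, 4.53%, 4.13% and 0.394% in muscle, and 7.11%, 6.15% and 0.531% in adipose tissue.

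Of the 30 lists fixed beforehand, those past camera with an estimated correlation numbered 5, 6 and 5 in liver, 5, 4 and 8 in muscle, 0, 0 and 6 in adipose tissue, for HFrD against chow, HFrD-NDGA against HFrD and HFrD-NDGA against chow in that order. By fry they numbered 23, 19 and 23 in liver, 29, 28 and 21 in muscle, 27, 24 and 24 in adipose tissue, and by the preset correlation 10, 11 and 9 in liver, 14, 8 and 15 in muscle, 9, 4 and 10 in adipose tissue. The share of genes changed by HFrD that moved the other way with NDGA was 71.8% in liver (57.7%), 25.13% in muscle (96.5%) and 64.4% in adipose tissue (92.7%) with the NDGA effect taken from the INS groups, so that in muscle most of them moved the same way. The shares in parentheses come from comparisons that share the HFrD arrays, which by itself favours opposite signs. Simulated noise without any effect gave 85.1%, 79.2% and 75.7% there. The INS shares use separate arrays and have no such pull. The diets stayed apart in the principal components, by the exact permutation, with arrays centred, dim probes left out, the mean of probes, genes at unit variance and genes of another tissue left out, and the counts of genes with an NDGA effect that differs between tissues stayed within 1.5 times with separate fits.

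Leaving out each array in turn gave, for liver HFrD against chow, 1690 (without HFrD replicate 3) to 2685 (without chow replicate 2), for HFrD-NDGA against HFrD 1845 (without HFrD replicate 2) to 3716 (without HFrD-NDGA replicate 3), and for HFrD-NDGA against chow at 2-fold 3.89% to 7.64%, the latter without HFrD-NDGA replicate 3. HFrD-NDGA against chow gave 509 (without chow replicate 3) to 1272 (without HFrD-NDGA replicate 3) in muscle and 2400 (without chow replicate 2) to 3045 (without HFrD-NDGA replicate 2) in adipose tissue. In liver with INS, chow INS against chow gave 734 (without chow INS replicate 1) to 2434 (without chow replicate 2), HFrD INS against HFrD 407 (without HFrD replicate 1) to 671 (without HFrD INS replicate 2), HFrD-NDGA INS against HFrD-NDGA 2382 (without HFrD-NDGA replicate 2) to 5146 (without HFrD-NDGA replicate 3), HFrD-NDGA INS against HFrD INS 2243 (without HFrD INS replicate 3) to 3972 (without HFrD-NDGA INS replicate 2), and the difference between INS and no INS 539 (without HFrD INS replicate 1) to 1063 (without chow replicate 2) for HFrD and 2013 (without HFrD replicate 2) to 4076 (without HFrD-NDGA replicate 3) for NDGA. Other single arrays also moved a count more than 1.5-fold. Liver HFrD against chow gave 2098 without chow replicate 1, 1707 without HFrD replicate 1, 1759 without HFrD replicate 2. Liver HFrD-NDGA against HFrD gave 1860 without HFrD replicate 1. In liver, chow INS against chow gave 1130 without chow replicate 1, 923 without chow replicate 3, 1468 without chow INS replicate 2, 1081 without chow INS replicate 3. In liver, the HFrD difference gave 640 without chow INS replicate 1, 620 without HFrD replicate 1, 623 without HFrD replicate 3. In liver, HFrD INS against HFrD gave 411 without HFrD replicate 2, 501 without HFrD replicate 3, 442 without HFrD INS replicate 1, 433 without HFrD INS replicate 3. In liver, HFrD-NDGA INS against HFrD-NDGA gave 2555 without HFrD-NDGA INS replicate 3. Muscle HFrD-NDGA against chow gave 584 without chow replicate 1, 643 without chow replicate 2, 742 without HFrD-NDGA replicate 2. In the other comparisons each count stayed within 1.5 times the main count.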

Differences from the paper's values

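The comparisons with no scaling between arrays, normexp with an offset of 50, genes detected on at least 3 arrays, floors of 1, 32 and 64 and genes of another tissue left out were chosen after the values were seen, and the other alternatives were set before the data were examined. Folds are ratios of the first group to the second on the linear scale, as in the paper's tables. A fold is listed where it lies more than 1.5 times from the paper's and further than the spread between replicates. Against the paper's Tables 1 to 3, 1 of 85 entries in liver differ for HFrD against chow and 0 of 84 for HFrD-NDGA against HFrD, with 24 of 84 and 1 of 83 in muscle and 2 of 83 and 1 of 84 in adipose tissue. The shares of variance that the paper's Fig. 5 prints, about 83% in liver, about 83% in muscle and about 82% in adipose tissue, read by eye, lie within that limit of the values here for the first 3 components, 76.2%, 82.7% and 84.8%. The paper's text describes the figure as the first 2 components, which here hold 67.1%, 76.5% and 79.6%. A limit of 1.5 times is wide for shares of this size.

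In liver the paper's fold for *Elovl6* on HFrD is 9.009938 and the fold here 2.97, with none of the 16 alternatives set before the data were examined within the limits. A dimmer probe of *Elovl6* gives 9.67. In adipose tissue on HFrD the paper's *Elovl6* is 0.511033 and the value here 1.25 (its other probe 0.501), outside the limits in all 16 as well. With NDGA the paper gives 1.436011 for *Elovl6* and the value here is 0.836 (other probe 1.5), within the limits for the mean of a gene's probes and outside for the other 15. For liver on HFrD and for adipose tissue in both comparisons, the paper also prints a second *Elovl6* entry. Each of these second entries has the direction found here at the brightest probe and lies within the limits. The paper's second *Elovl1* entry in adipose tissue on HFrD is 1.025883, with 0.665 here (other probe 0.968), within the limits for the mean of a gene's probes and outside for the other 15. For muscle *Fads1* with NDGA the paper's value is 0.760080 and the value here 1.35, outside the limits in all 16, and it came within them at 1.06 without scaling, a setting chosen after the values were seen that drops 10 of the 40 genes called both here and in the paper.

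For muscle on HFrD against chow, the paper's value is followed by the value here. In a comparison chosen after the differing folds were seen, this column of the paper had a correlation of 0.125 with its labelled pair. Its highest, 0.706, was with adipose HFrD-NDGA INS against adipose HFrD-NDGA. The values set side by side may therefore come from unlike groups. Outside the limits in all 16 alternatives set before the data were examined were *Cpt1a* 1.067497 and 1.9, *Cpt1c* 1.086711 and 0.603, *Ehhadh* 1.255433 and 0.479, *Acly* 0.998949 and 1.64, *Fasn* 0.706952 and at least 1.1, *Scd1* 1.31285 and at least 2.18, *Elovl1* 1.011133 and 1.76, *Elovl1* 0.943484 and 1.76, *Elovl5* 0.732669 and 1.82, *Gpat3* 0.753988 and 1.19, *Arf3* 1.119282 and 1.74, *Abcc3* 1.13094 and 1.94, *Apoc2* 0.935620 and 0.371, *Apoc3* 0.912894 and 0.198, *Apoe* 1.177138 and 3.85, *Lpl* 0.985218 and 3.48, *Ppt1* 0.959614 and 2.14, *Mlxipl* 0.644817 and 1.00, *Nr1h3* 1.002888 and 0.549 and *Pparg* 0.801471 and 1.54. Genes within the limits in part of those alternatives, outside in the rest, were *Acsl4* 1.060922 and 0.666 (within limits without HFrD replicate 1, outside in 15), *Cpt1b* 0.828098 and 1.37 (within limits for each array centred, outside in 15), *Elovl6* 1.034949 and 0.663 (within limits for mean of a gene's probes, log2 of value plus 16, without chow replicate 1, without HFrD replicate 2, outside in 12) and *Agpat1* 0.992486 and 0.641 (within limits without chow replicate 1, without HFrD replicate 3, outside in 14).

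Settings chosen after the values were seen also brought some muscle folds on HFrD within the limits. The paper's column matches a pair of adipose groups more closely than its labelled pair, so this does not show that processing explains the differences. Without scaling, *Acsl4* at 0.831, *Cpt1c* at 0.762, *Elovl6* at 0.807, *Agpat1* at 0.793 and *Nr1h3* at 0.675 came within the limits, and with normexp and an offset of 50, *Elovl6* at 0.757, *Agpat1* at 0.662, *Gpat3* at 1.13 and *Abcc3* at 1.59, both settings chosen after the values were seen, which drop 0 and 0 of the genes (1 in all) called in the paper's direction by the paper and here. The paper's Table 2 lists 11 genes as changed in this column, and of these 1 was called here in the same direction. Given the closer match to adipose groups, that count does not measure how far muscle values reproduce.

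Some entries cannot be read as printed. The paper's Table 2 gives for muscle *Fads1* and *Fads2* the values of liver in Table 1, to the last digit or the one before, and the paper's text has both genes raised in muscle, as they were here for *Fads1*. Its adipose entry for *Eci2* equals its muscle entry in both comparisons, and its adipose p-values for *Acsl4*, *Gpat4* and *Abcc6* on HFrD equal those of muscle. The p column holds 4 values above 1, for liver *Foxa1* and muscle *Npc1*, *Abcg5* and *Apoa4*. Arrows stand beside a p over the threshold, for muscle *Eci1* with NDGA and adipose *Gpat4* on HFrD.

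Of the genes to which the paper's text gives a direction, limma called in that direction 34 of 45 in liver with NDGA, 13 of 14 in liver on HFrD, 38 of 39 in muscle with NDGA, and 10 of 10 and 11 of 13 in adipose tissue on HFrD and with NDGA. These counts include muscle *Fads2*, *Abcb11* and *Mogat1* and liver *Vldlr*, for which no fold is given here. The paper took its directions from these same arrays, so the counts are not independent evidence. In the setting used throughout, none of the genes with a stated direction was called in the opposite direction. Those not called follow with their log2 change, the range of the adjusted p and each alternative set before the data were examined that calls them in the paper's direction. The adjusted p here is over all genes. With each array centred, 15 of the 34 calls in liver with NDGA ended and 2 were gained, and 4 of 38 in muscle with NDGA ended. No scaling ended 12 of those muscle calls, and leaving out genes of another tissue removed 13 of them from the test.

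The paper's text has these liver genes lowered by NDGA, and here they did not pass. Its own table has no entry under the threshold for *Srebf1* or *Pklr*. For *Foxa1* and *Ppard* only the second entry of that table is under it, and the first entry lies nearer to the value here. *Acadsb* was -0.51 (adjusted p = 0.0819, 0.00529 to 0.2 over the alternatives) and was called with all 6 groups in the fit and the dimmest probes left out. *Acsl4* was -0.50 (adjusted p = 0.0635, 0.0246 to 0.401 over the alternatives) and was called with all 6 groups in the fit, only the groups compared, the dimmest probes left out and log2 of the value plus 16. *Foxa1* was -0.23 (adjusted p = 0.34, 0.0377 to 0.686 over the alternatives) and was called with the mean of a gene's probes. *Srebf1* was -0.15 (adjusted p = 0.253, 0.0961 to 0.964 over the alternatives). *Ppard* was -0.41 (adjusted p = 0.346, 0.06 to 0.624 over the alternatives). *Pklr* was -0.39 (adjusted p = 0.542, 0.00436 to 0.896 over the alternatives) and was called without HFrD replicate 1. Other liver genes are raised by NDGA in the paper and did not pass here. *Elovl4* was 0.71 (adjusted p = 0.158, 0.0698 to 0.363 over the alternatives). *Mogat1* was not above background (adjusted p = 0.0726, 0.0295 to 0.594 over the alternatives) and was called with all 6 groups in the fit, each array centred, log2 of the value plus 16 and without HFrD replicate 3. *Nr1h3* was 0.33 (adjusted p = 0.0779, 0.0449 to 0.234 over the alternatives) and was called with all 6 groups in the fit. *Ppargc1b* was 0.59 (adjusted p = 0.0563, 0.0138 to 0.165 over the alternatives) and was called with all 6 groups in the fit, each array centred, the dimmest probes left out, log2 of the value plus 16 and without HFrD-NDGA replicate 3. The paper's text has NDGA prevent the HFrD-induced expression of *Slc27a2*, while its table gives a fold of 1.07 that did not pass. Here *Slc27a2* was at 0.08 (adjusted p = 0.559, 0.385 to 1 over the alternatives), the sign of that table. For HFrD the paper has liver *Pklr* raised. There *Pklr* was 1.23 (adjusted p = 0.0592, 0.000573 to 0.168 over the alternatives) and was called with all 6 groups in the fit, each array centred, the dimmest probes left out, log2 of the value plus 16 and without HFrD replicate 1.

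Outside the liver, the paper has muscle *Agpat1* raised by NDGA, and adipose *Fads1* lowered. In muscle *Agpat1* was 0.45 (adjusted p = 0.0516, 0.0167 to 0.816 over the alternatives) and was called with all 6 groups in the fit, the dimmest probes left out and log2 of the value plus 16. Adipose *Fads1* was -0.18 (adjusted p = 0.12, 0.025 to 1 over the alternatives) and was called with all 6 groups in the fit and without HFrD replicate 3. The paper's text has adipose *Elovl6* raised by NDGA, as does the first entry of its table, while the second entry lies on the lower side and did not pass. In adipose tissue *Elovl6* was -0.26 (adjusted p = 0.0789, 0.000881 to 0.212 over the alternatives) and was called with the mean of a gene's probes, but was lower and called with the dimmest probes left out, with the detection filter and without HFrD replicate 1. Adipose *Agpat3*, given as moved opposite ways by diet and NDGA, fell by 0.70 on HFrD and was 0.25 with NDGA (adjusted p = 0.15, 0.0573 to 0.382 over the alternatives). The paper has NDGA raise only *Acadsb* and *Acadvl* among the adipose oxidation genes, and here 8 of 14 were higher. The paper's folds for *Acads*, *Echs1*, *Ehhadh* and *Eci1* are rises too, without a p under its threshold. Here 6387 of all 19791 genes were called higher, and the set test of mitochondrial β-oxidation genes did not pass. The paper has most of the adipose oxidation genes lowered by fructose, and here 7 of 14 were lower and 1 higher.

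Further entries of the paper's tables carry a p under its threshold without a direction in its text. On HFrD in liver, *Agpat1* was -0.52 (adjusted p = 0.127, 0.0258 to 0.31 over the alternatives) and was called with only the groups compared. *Lpl* was 0.36 (adjusted p = 0.0861, 0.0181 to 0.564 over the alternatives) and was called with all 6 groups in the fit and only the groups compared. Muscle genes called on HFrD in the direction opposite to the paper's fold were *Cpt1b* (the paper's 0.828098, here 0.46, adjusted p = 1.22e-05, 4.34e-06 to 0.0893 over the alternatives), *Ehhadh* (the paper's 1.255433, here -1.06, adjusted p = 0.00115, 4.60e-06 to 0.0322 over the alternatives), *Elovl5* (the paper's 0.732669, here 0.86, adjusted p = 0.000113, 8.82e-06 to 0.00142 over the alternatives) and *Pparg* (the paper's 0.801471, here 0.62, adjusted p = 0.000774, 1.08e-05 to 0.00465 over the alternatives), and *Fasn*, given above. Not called in muscle on HFrD were *Gpat3* (the paper's 0.753988, here 0.25, adjusted p = 0.275, 0.0429 to 0.507 over the alternatives), *Insig1* (the paper's 1.242984, here -0.14, adjusted p = 0.599, 0.124 to 1 over the alternatives) and *Mlxipl* (the paper's 0.644817, here 0.00, adjusted p = 1, 0.0118 to 1 over the alternatives), with *Fads1* at 0.11 and *Fads2* not above background. No alternative set before the data were examined calls any of these in the paper's direction. For the muscle genes, the paper's HFrD column had a correlation of 0.125 with its labelled pair and its highest with a pair of adipose groups. Their opposite directions may therefore come from unlike groups. Adipose *Elovl6* on HFrD was 0.32 (adjusted p = 0.0354, 0.000478 to 0.157 over the alternatives), called higher as in the paper's second entry. With the mean of a gene's probes it was called lower, as in the paper's first entry. With NDGA in adipose tissue, *Eci2* was -0.12 (adjusted p = 0.154, 0.0146 to 0.667 over the alternatives) and was called without HFrD replicate 3. *Mlycd* was -0.27 (adjusted p = 0.0663, 0.00383 to 0.948 over the alternatives) and was called with all 6 groups in the fit, the dimmest probes left out and without HFrD replicate 3.

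No scaling, chosen after the values were seen, called *Acadsb* and *Ppargc1b* in liver with NDGA and drops 5 of 34 stated directions called there, and called muscle *Fads1* on HFrD, where it drops 0 of 1 entries called by the paper and here. Normexp, chosen after the values were seen, called liver *Acadsb*, *Acsl4*, *Mogat1* and *Ppargc1b* with NDGA and drops 0 of 34 stated directions called there, liver *Pklr* on HFrD, where it drops 0 of 13 stated directions called there, muscle *Agpat1*, where it drops 0 of 38 stated directions called there, and adipose *Mlycd*, where it drops 0 of 25 entries called by the paper and here. The filter on detection, also chosen after the values were seen, called liver *Acadsb*, *Acsl4* and *Ppargc1b* with NDGA and drops 1 of 34 stated directions called there, liver *Pklr* on HFrD, where it drops 0 of 13 stated directions called there, muscle *Agpat1*, where it drops 2 of 38 stated directions called there, and adipose *Mlycd*, where it drops 1 of 25 entries called by the paper and here. A floor of 32, chosen after the values were seen, called liver *Mogat1* and drops 0 of 34 stated directions called there, and a floor of 1, chosen then too, called muscle *Agpat1* and drops 2 of 38 stated directions called there.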

Other observations

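The comparison of the paper's table columns with pairs of groups and the comparison of effects with and without INS were chosen after the results they measure were seen. The high-fructose diet also moved liver genes outside fat synthesis. *Sdr16c6*, a short-chain dehydrogenase, rose by 5.53 (SE 0.14) and the lipase *Pnpla5* by 4.38 (SE 0.07), and the fructose transporter *Slc2a5* at least 8.77-fold. The bile acid hydroxylase *Cyp7a1* fell by 2.90 (SE 0.08) and came back by 2.14 (SE 0.08) with NDGA. Metallothioneins fell, *Mt2A* by 3.47 (SE 0.05) and *Mt1* by 2.22 (SE 0.05), as did the repressor *Bcl6*, by 2.50 (SE 0.10), and the chemokine *Cxcl1*, by 2.42 (SE 0.12). These had adjusted p from 1.63e-06 to 6.60e-05 on HFrD in limma. Of 19 genes of bile acid synthesis and sterol transport, 10 were lower and 0 higher, at a median of -0.27 (camera adjusted p = 1.21e-05, 0.0259 with an estimated correlation), and with each array centred 4 were lower and 2 higher, at a median of 0.16. Of 17 genes of fructose and glucose metabolism, 9 were higher and 1 lower (camera adjusted p = 3.63e-05, 0.0425 with an estimated correlation).

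The 3 erythroid markers measured, of 9 listed, had a median of 3.52 on HFrD (camera adjusted p = 9.64e-05, 0.1 with an estimated correlation) and -3.49 with NDGA (camera adjusted p = 0.000144, 0.262 with an estimated correlation) in adipose tissue and a median of 2.26 on HFrD (camera adjusted p = 3.63e-05, 0.0931 with an estimated correlation) and -2.25 with NDGA (camera adjusted p = 1.20e-05, 0.0905 with an estimated correlation) in liver. On HFrD in muscle the median was 1.52. Of 18 macrophage markers in adipose tissue, 12 were higher on HFrD and 1 lower (camera adjusted p = 0.000188, 0.0934 with an estimated correlation), but 3 and 5 with each array centred, at a median of -0.24 in place of 0.24. The scavenger receptor gene *Marco* rose by 3.86 (SE 0.26). In liver 8 of 18 of these markers were lower and 1 higher (camera adjusted p = 3.63e-05, 0.0418 with an estimated correlation), but 2 and 1 with each array centred, at a median of 0.14 in place of -0.30, and *Marco* fell there by 1.54 (SE 0.08). Adipose respiratory chain genes gave 13 of 23 lower on HFrD and 1 higher (camera adjusted p = 0.168, 0.498 with an estimated correlation), and 12 higher and 1 lower with NDGA (camera adjusted p = 0.118, 0.451 with an estimated correlation). Genes of the endoplasmic reticulum stress response gave 12 of 20 higher with NDGA and 1 lower (camera adjusted p = 0.0788, 0.262 with an estimated correlation). These and the fructose genes kept the sign of their median with each array centred and with no scaling, and lists whose set test had an adjusted p above 0.05 did not pass as sets.

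On the INS arrays, whose condition is not stated, liver with NDGA gave 34 of 45 PPARα targets higher and 2 lower (camera adjusted p = 3.71e-28, 1.06e-06 with an estimated correlation) and 21 of 24 SREBP-1c and ChREBP targets lower (camera adjusted p = 8.19e-22, 1.97e-06 with an estimated correlation), after 17 higher on HFrD INS against chow INS (camera adjusted p = 6.38e-24, 2.19e-06 with an estimated correlation). *Acot1* rose at least 184-fold and *Spmip11* by 4.38 (SE 0.12), and *Mt2A* by 4.81 (SE 0.06) after a fall of 4.65 (SE 0.06) on HFrD INS. These genes had adjusted p from 3.32e-14 to 6.35e-09 in limma over the 6 groups. Between HFrD-NDGA INS and HFrD-NDGA liver, *Gadd45g* was higher by 3.30 (SE 0.05), *Cish* by 2.76 (SE 0.12), *Igfbp1* by 2.26 (SE 0.08) and *Dusp1* by 2.13 (SE 0.05), with adjusted p from 8.72e-13 to 2.35e-08. Lists given here and in the next paragraph kept the sign of their median with each array centred and with no scaling, while values of single genes have quantile normalization and were not repeated under other scalings.

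In adipose tissue, chow INS was above chow in *Marco* by 7.01 (SE 0.21), *Ms4a1* by 4.60 (SE 0.10) and *Cd209b* at least 59.8-fold, and 13 of 15 lymphocyte markers were higher (camera adjusted p = 3.14e-24, 1.03e-05 with an estimated correlation). HFrD INS was above HFrD in *Ttr* by 4.51 (SE 0.12), *Ahsg* by 4.34 (SE 0.15) and *Cyp2c11* by 4.01 (SE 0.21), and in 24 of 25 hepatocyte markers (camera adjusted p = 8.12e-15, 0.000195 with an estimated correlation), and 24 of 25 were lower in HFrD-NDGA INS than in HFrD INS (camera adjusted p = 1.56e-39, 9.71e-07 with an estimated correlation). From HFrD to HFrD INS the seminal vesicle gene *Semg1* fell by 8.43 (SE 0.13) and *Svs3a* by 8.18 (SE 0.05). In muscle, chow INS was above chow in *Cda* by 3.96 (SE 0.08) and *Myh7b* by 3.81 (SE 0.07), with 12 of 13 slow fibre markers higher (camera adjusted p = 9.95e-29, 1.32e-06 with an estimated correlation). Genes of this paragraph had adjusted p from 8.88e-19 to 5.49e-09.

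The class II gene *RT1-Bb* was lower in HFrD INS than in HFrD at least 8.05-fold in liver, 43.9-fold in muscle and 58.4-fold in adipose tissue, and in HFrD-NDGA INS than in HFrD-NDGA at least 22-fold, 10.3-fold and 70-fold. Across all genes, the NDGA effects with and without INS had a correlation of 0.344 in liver, -0.36 in muscle and 0.231 in adipose tissue. Among genes called in both, 83.6%, 16.5% and 77.4% moved the same way. For the HFrD effect the shares were 94.3%, 10.6% and 69.5%.

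Each column of the paper's Tables 1 to 3 was set against the log2 differences between every ordered pair of the 18 groups, 306 pairs, a comparison chosen after the differing folds were seen. Of the 6 columns, 5 had their highest correlation with the pair they are labelled with, from 0.914 to 0.995. The muscle column for HFrD against chow had a correlation of 0.125 with its labelled pair, rank 86, with a median absolute difference of 0.46. Its highest correlation, 0.706, was with adipose HFrD-NDGA INS against adipose HFrD-NDGA, with a median absolute difference of 0.0119 over 79 genes, and the next pair had 0.295.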
